# Stiffness-induced cancer-associated fibroblasts are responsible for immunosuppression in a platelet-derived growth factor ligand-dependent manner

**DOI:** 10.1093/pnasnexus/pgad405

**Published:** 2023-12-18

**Authors:** Pia Gamradt, Kevin Thierry, Melissa Masmoudi, Zhichong Wu, Hector Hernandez-Vargas, Sophie Bachy, Tiffanie Antonio, Berkan Savas, Zainab Hussain, Richard Tomasini, Pascale Milani, Philippe Bertolino, Ana Hennino

**Keywords:** pancreatic adenocarcinoma (PDAC), cancer-associated fibroblasts (CAFs), tissue remodeling, PDGFR/PDGF signaling

## Abstract

Pancreatic ductal adenocarcinoma (PDAC) is associated with a vast stromal reaction that arises mainly from cancer-associated fibroblasts (CAFs) and promotes both immune escape and tumor growth. Here, we used a mouse model with deletion of the activin A receptor ALK4 in the context of the *Kras*^G12D^ mutation, which strongly drives collagen deposition that leads to tissue stiffness. By ligand–receptor analysis of single-cell RNA-sequencing data, we identified that, in stiff conditions, neoplastic ductal cells instructed CAFs through sustained platelet-derived growth factor (PDGF) signaling. Tumor-associated tissue rigidity resulted in the emergence of stiffness-induced CAFs (siCAFs) in vitro and in vivo. Similar results were confirmed in human data. siCAFs were able to strongly inhibit CD8^+^ T-cell responses in vitro and in vivo, promoting local immunosuppression. More importantly, targeting PDGF signaling led to diminished siCAF and reduced tumor growth. Our data show for the first time that early paracrine signaling leads to profound changes in tissue mechanics, impacting immune responses and tumor progression. Our study highlights that PDGF ligand neutralization can normalize the tissue architecture independent of the genetic background, indicating that finely tuned stromal therapy may open new therapeutic avenues in pancreatic cancer.

**Significance Statement**

Here, we report the identification of a cell population of cancer-associated fibroblast (CAF)-stiffness-induced CAFs (siCAFs) that is instructed by tumor cell through sustained platelet-derived growth factor (PDGF) signaling and that is able to strongly inhibit CD8^+^ T-cell response in vitro and in vivo. Our study provides support for the translational potential of using a PDGF ligand trap strategy in pancreatic cancer therapy.

## Introduction

Pancreatic ductal adenocarcinoma (PDAC) is currently the fourth leading cause of cancer-related death in the industrialized world and is predicted to become the second leading cause of cancer-related death by 2030 (1). PDAC develops through the preceding formation of acinar-to-duct metaplasia (ADM) and pancreatic intraepithelial neoplasia (PanIN), which are primarily driven by oncogenic Kras activation (2). In addition, PDAC is associated with an abundant stromal reaction that usually surrounds islands of cancer cells and accounts for 50–80% of the tumor volume (3, 4).

The pancreatic tumor stroma consists of a variety of cellular and noncellular components. A broad range of extracellular matrix (ECM) proteins, such as collagens, fibrous and nonfibrous glycoproteins, and proteoglycans contribute to the structural formation of the noncellular stromal compartment. In addition, the ECM also contains nonstructural components, such as growth factors and matricellular proteins (4–6). The cellular compartment of the stroma includes immune cells, such as lymphocytes, macrophages, mast cells, and myeloid-derived suppressor cells (MDSCs), along with vascular and neural elements (endothelial cells and neurons, respectively) (7–9).

Accumulating evidence indicates the presence of close and complex paracrine interactions mediating bidirectional crosstalk between tumor cells and the cellular and noncellular stroma that facilitates cancer progression (5). While the stroma might provide a barrier limiting the dissemination and metastasis of pancreatic cancer cells, it also stimulates aggressive behaviors in pancreatic cancer cells and helps these cells escape host immune surveillance (10, 11). Mechanical tissue stiffness is associated with poor survival in PDAC patients (12–14). It is now a well-established fact that activated pancreatic stellate cells (PSCs) are primarily responsible for the development of the stroma (15). PSCs represent ∼4% of all pancreatic cells in the steady state. Upon inflammation, PSCs are activated and converted into cancer-associated fibroblasts (CAFs), which are the main source of ECM proteins and growth factors (16). Several mouse studies have shown that CAF depletion abolishes immune suppression (17). Surprisingly, contrary to the initial preclinical results (18), several publications have shown that the stromal response mediated by hedgehog signaling inhibits tumor progression and that its ablation would be harmful in PDAC. However, it has been shown that high stromal activity, as represented by α-smooth muscle actin (α-SMA) expression, is associated with a poor prognosis in patients with pancreatic cancer (3). All these results show that tumor–stroma interactions are complex. Indeed, several populations of CAFs with different functions related to antitumor immune responses have been described in both breast cancer (19) and pancreatic cancer (20, 21), indicating that the modulation of stromal activity rather than overall depletion of the stroma would be a therapeutic approach of choice.

Members of the Transforming Growth Factor (TGF)-β superfamily, including TGF-β, activins, inhibins, bone morphogenic proteins, growth and differentiation factors and nodal, have growth-stimulatory or growth-inhibitory effects in different types of tumors (22). Inactivating mutations in ALK4, the receptor of activin A, have been identified in pancreatic cell lines derived from patients (23, 24). These mutations are associated with increased tumor aggressiveness and a poor survival prognosis (23). Recently, our group discovered that activin A secreted by neoplastic cells acts as a protective senescence-associated secretory phenotype protein that limits tumor progression even during the early stage of ADM by preventing massive ECM deposition (25). Here, we aimed to investigate the role of early tissue mechanical alterations in driving CAF differentiation and the consequent impact on the immune response.

## Methods

### Mouse models

All animal protocols were reviewed and approved in accordance with the guidelines provided by the CRCL Animal Care Committee (CECCAPP_CLB_2019_002). The generation of Acvr1b^flox/flox^ mutant mice has been previously described (26). Acvr1b^flox/flox^; LSL-Kras^G12D/+^; Ptf1a-Cre mice (termed 4KC mice) were generated by crossing Acvr1b^flox/flox^ mice with previously established LSL-Kras^G12D/+^; Ptf1a-Cre mice (termed KC mice) (27).

### Atomic force microscopy

Detailed information about atomic force microscopy (AFM) analysis is given in supplementary methods.

### Flow cytometric analysis

Detailed information about the flow cytometric analysis are given in supplementary methods.

### Single-cell RNA sequencing

Detailed information about single-cell RNA sequencing (scRNAseq) are given in supplementary methods.

### LEGENDplex custom array

The experiment has been carried out according to the provider's protocol.

### Statistical analysis

GraphPad Prism was used for the graphical representation of the data and statistical analysis. *P*-values were calculated using Student's test. For multiple comparisons, a one-way analysis of variance with Tukey's post hoc test was used. Significance was indicated as follows: *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

## Results

### ALK4 signaling disruption in neoplastic cells leads to early increased collagen deposition and tissue rigidity

Given that ablation of protective activin A signaling promotes the formation of ADM lesions (25), we sought to further evaluate the effect of ALK4 signaling disruption in neoplastic cells on the structural and mechanical qualities of the pancreatic tumor microenvironment (TME). Although oncogenic KRAS^G12D^ expression occurs during the prenatal state in both KC mice and 4KC mice (28), ADM lesions develop only at or shortly after the time of weaning. While no difference in pancreas weight was observed at 3 weeks of age, at 6 weeks of age, the pancreata of 4KC mice were already significantly enlarged than those of KC mice (Fig. S1A and B). Histological analysis revealed significantly expanded areas of pancreatic lesions in 4KC mice compared with KC mice at 6 weeks of age, and while this expansion was mainly mediated by stroma formation, ADM formation was also accelerated in 4KC mice at this age (Fig. S1C and D). In both KC and 4KC pancreata, collagen deposition was observed in the stromal compartment of lesions, as determined by histological analysis of Sirius red staining (Fig. 1A), and as expected, the total collagen amount was significantly higher in the 4KC pancreata (Fig. 1B), which was accompanied by palpable tissue induration. Interestingly, although more collagen was detected in 4KC pancreata than in KC pancreata, evaluation of Sirius red staining under polarized light revealed no change in the thickness of the collagen fibers for either genotype (Fig. 1B).

**Fig. 1.**
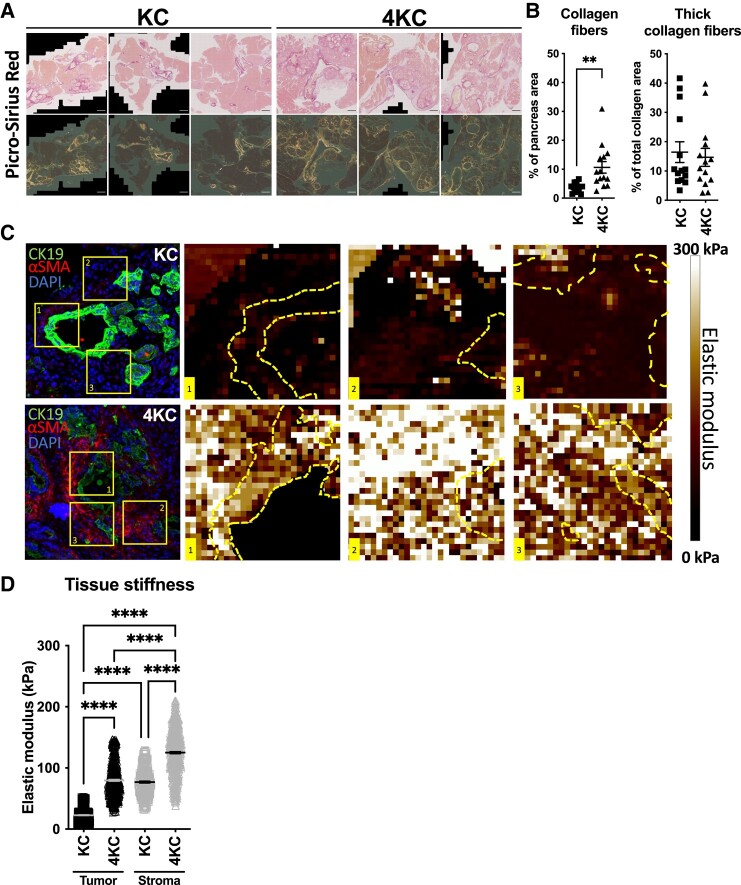
ALK4 signaling disruption in tumor cells alters the tissue mechanics of the pancreatic TME. A) Representative photographs of pancreata from 6-week-old KC (left panel) and 4KC mice (right panel) stained with Picrosirius red. Total collagen (top: transmitted light) and thick collagen fibers (bottom: polarized light) are shown. B) Quantification of the total collagen (left) and thick collagen fiber (right) content in the pancreata of KC and 4KC mice. Cumulative data from three individual experiments with four to five mice per group are shown. C) IF staining of pancreata from 6-week-old KC and 4KC mice for CK19 (green), α-SMA (red; KC mice), and 4′,6-DIamidino-2-PhenylIndole (DAPI) (blue). Stiffness topography measured by AFM of selected regions (1, 2, or 3 as indicated on the IF staining images) in pancreata from KC and 4KC mice. D) Quantification of the elastic modulus (kPa) measured by AFM in tumor or stromal regions of KC and 4KC pancreata. Cumulative data from three independent mice per group are shown. One hundred force curves per zone of interest were measured. B and D) The mean values ± SEMs are displayed. **P < 0.01; ****P < 0.0001.

To compare the rigidity within distinct tissue compartments between KC and 4KC pancreata, we performed AFM analysis in combination with immunofluorescence (IF) microscopy. Stromal and ADM regions were identified by the expression of α-SMA and CK19, respectively, and the elastic modulus was measured in three different regions per sample (Fig. 1C and D). The data revealed increased tissue rigidity in the stroma of 4KC mice compared with that of age-matched KC mice (Fig. 1D), which could be explained by increased deposition of collagen fibers that most likely form more interfiber connections, which create tissue stiffness (Fig. 1A and B). Of note, we also detected an increase in tissue stiffness in the neoplastic compartment of 4KC mice compared with that of KC mice (Fig. 1D). Taken together, the results indicate that disruption of ALK4 signaling in neoplastic cells not only overcomes protective antitumorigenic mechanisms as previously shown (25) but also produces a strong paracrine effect at the early stage of ADM, resulting in excessive ECM secretion within the TME.

### Sustained PDGF signaling is increased in stiff tissue conditions

Recently, the complex heterogeneity of CAFs has been revealed by other studies, indicating the existence of CAF subpopulations equipped with pro- and antitumorigenic qualities (19–21, 29). Although CAFs have been determined to be the main ECM producers, to our knowledge, there is no data available linking stromal tissue stiffness to the phenotypic and functional properties of CAFs after their initial instruction/activation by neoplastic cells. Thus, we took advantage of the KC and 4KC mouse models representing opposing ends of the tissue stiffness scale and performed scRNAseq analysis of pancreatic CAFs and neoplastic enriched cell fractions. 

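The comparison rests on 4 sequenced libraries, 1 for each genotype and sorted fraction. In KC mice, Ptf1a-Cre switches on mutant Kras in the pancreas. In 4KC mice, it also deletes floxed Acvr1b, the gene of the activin receptor ALK4. Pancreata of 5 mice at 6 weeks were pooled for each genotype. By the paper's account, 5000 CAFs and 1000 ductal cells were sorted from each pool. The deposited matrices hold raw counts of UMIs (unique molecular identifiers, 1 per captured RNA molecule) for all annotated genes. They add up to 39425430 UMIs in the KC CAF library, 10809318 in the KC ductal library, 41077465 in the 4KC CAF library and 12650678 in the 4KC ductal library. Cells were kept with the limits on features and mitochondrial share that the paper gives. For each group of cells, the UMIs of a gene were summed and divided by the sum over all genes, in counts per 1000000 UMIs (CPM). Genotypes were compared as the log2 of 4KC over KC CPM. Each value carries a 95% interval that covers the counting error of UMIs or cells only, from exact Poisson, binomial (Clopper-Pearson) or conditional binomial limits. Each genotype is a single pool without replicates, so the spread between mice was not measurable and no test between genotypes was made. The libraries tag the end of the transcript, so the level of Acvr1b, at 13.6 CPM in the KC ductal and 9.20 CPM in the 4KC ductal fraction, does not show whether the floxed exons were deleted.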

Fluorescence activated cell sorting (FACS) was used to exclude hematopoietic and endothelial cells based on their expression of CD45 and CD31, respectively. Next, lectin peanut agglutinin (PNA)^+^ acinar cells were excluded (30) to enrich for CAFs (CD45^−^CD31^−^Lectin PNA-EpCAM^−^) or neoplastic ductal cells (CD45^−^CD31^−^Lectin PNA^−^EpCAM^+^; (Fig. 2A and S2A). Importantly, in 4KC mice, CAFs, and ductal cells were present at significantly higher frequencies among pancreatic CD45-CD31 cells (Fig. 2B), but equal numbers of single cells from each sample (KC or 4KC) and each fraction (CAFs or ducts) were captured and sequenced using a droplet-based approach.

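The matrices held 4207 barcodes called as cells for the KC CAF fraction and 4618 for the 4KC CAF fraction. For the ductal fractions, they held 1169 barcodes in KC and 1438 in 4KC, more than the 1000 ductal cells that the paper states were sorted. After filtering, 3697 KC and 3709 4KC cells of the CAF fractions and 640 KC and 872 4KC cells of the ductal fractions were kept. The kept cells carried 38337509 and 38071762 UMIs in the KC and 4KC CAF fractions, and 9060541 and 11081664 UMIs in the ductal fractions. The frequencies measured by flow cytometry have no counterpart in these files, since the paper states fixed numbers of sorted cells.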

**Fig. 2.**
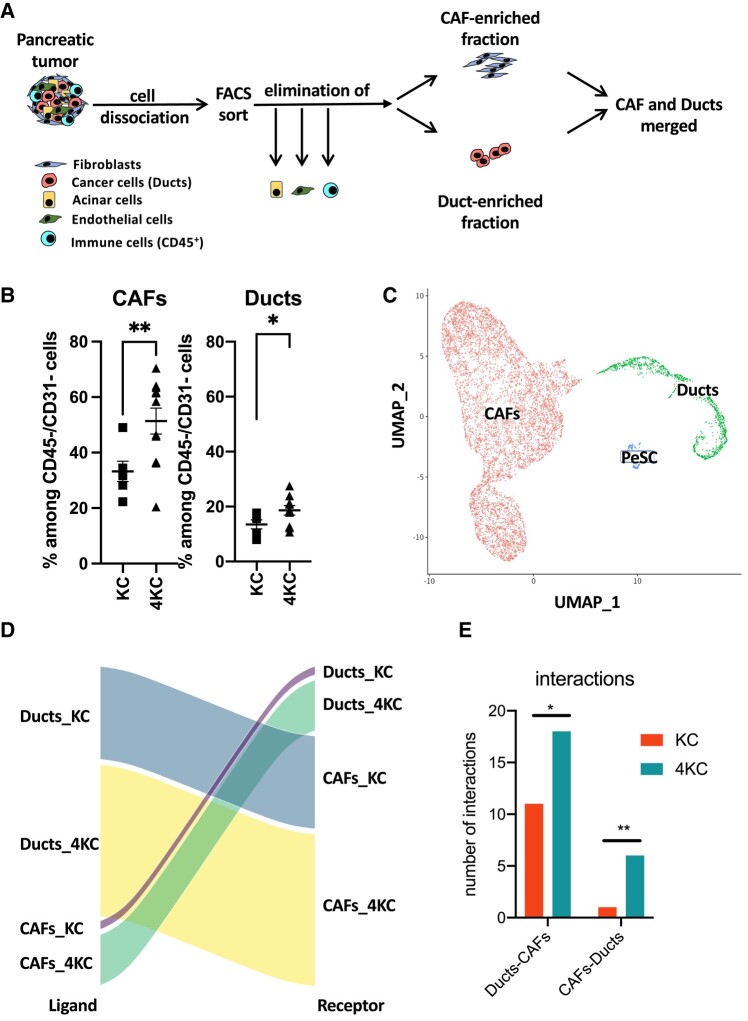
Identification of increased interactions between components in stiff conditions. (A) Graphical scheme representing the workflow for CAF and duct isolation from the pancreata of 6-week-old KC and 4KC mice by FACS sorting. Both sorted fractions were further subjected to single-cell capture, barcoding, and reverse transcription using the 10× genomics platform. B) Frequencies of CAFs (lectin PNA-EpCAM–) and ductal cells (Lectin PNA-EpCAM+) among viable CD45-CD31 cells detected by FACS analysis. The mean values ± SEMs are displayed. *P < 0.05, **P < 0.01. C) Uniform Manifold Approximation and Projection (UMAP) plot of merged sorted fractions illustrating the CAF, duct, and PeSC fractions. D) Ligand:Receptor network maps were obtained from scRNAseq data using “SingleCellSignalR.” Alluvial plot representing the interactions between ducts and CAFs separately for the two conditions (i.e. KC and 4KC). Paracrine signals flow from ligands (left column) to receptors (right column), with the width of the connecting streams indicating the number of interactions. E) Number of interactions (ducts-CAFs and CAFs-ducts) in 4K and 4KC conditions. *P < 0.05; **P < 0.01, two-sided test of proportions.

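The sorted CAF fractions were made up mainly of fibroblasts that shared collagen genes and differed in smaller sets of genes. Graph-based clustering at a resolution of 0.5 gave 13 clusters over 7406 cells of both genotypes, and a resolution of 0.3 gave 9. Clusters were named after clustering, from lists of marker genes written beforehand. The largest cluster of fibroblast-like cells (1807 cells) was led by Dlk1, which encodes a membrane protein of the Notch ligand family, and the next (1776 cells) by Krtdap, which encodes a secreted protein of keratinocytes, and Efhd1, which encodes a mitochondrial calcium sensor. Another 1195 cells were led by Mest, an imprinted gene, with Apod, which encodes a lipid carrier. A further 1105 cells were led by Mfap4, which encodes a microfibril protein, and the complement gene C7. A smaller group of 393 cells was led by the adipocyte genes Car3 and Cfd and the acute phase gene Saa3. All 13 clusters contained cells of both genotypes.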

In the CAFs-enriched fraction, nine main clusters (CAFs 0–8) were identified in both KC mice and 4KC mice and the cluster proportions are indicated (Fig. S2B). 

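Cells with pericyte genes and cells with leukocyte genes formed separate small clusters in the CAF fractions. The pericyte and smooth muscle-like cluster was led by Trpc6, which encodes a cation channel, Rgs5, which encodes a regulator of G protein signalling, and Myh11, which encodes smooth muscle myosin. It was higher in 9 of 9 pericyte and smooth muscle marker genes than the other clusters. Its 42 cells made up 0.243% of the KC CAF fraction (9 of 3697 cells, 95% interval 0.111 to 0.462) and 0.890% of the 4KC CAF fraction (33 of 3709, 0.613 to 1.25). A leukocyte-like cluster of 140 cells was led by Ngp, Camp, Ltf, S100a8 and S100a9, which encode granule and calcium-binding proteins of neutrophils, and by Gzma, which encodes a protease of cytotoxic lymphocytes. It held 0.514% of the KC and 3.26% of the 4KC CAF fraction. Another leukocyte-like cluster of 50 cells was led by Ccl22, which encodes a chemokine of dendritic cells, Aire and Prg3, and held 0.135% of the KC and 1.21% of the 4KC CAF fraction. Both leukocyte-like clusters together held 0.649% of KC cells (24 cells, 95% interval 0.416 to 0.964) and 4.48% of 4KC cells (166 cells, 3.83 to 5.19), and every alternative clustering of the CAF fractions gave the same shares. In the clustering of all 4 merged fractions, only 5 KC and 45 4KC cells of the CAF fractions fell into the cluster named leukocyte-like, while 67 and 194 lay in a cluster that stayed unnamed because it mixed leukocyte, acinar and cycling genes.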

We identified cluster 7 as being pericyte stem cells (PeSCs) that we recently identified in neoplasia (31). 

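The lists of CAF subtype genes were concentrated in clusters of different sizes. A myCAF-like cluster of 427 cells was led by Tnc, which encodes the matrix protein tenascin C, and by Tagln and Acta2, which encode actin-binding and actin proteins of contractile cells. It was higher in 6 of 12 myCAF genes. The apCAF genes, which include antigen presentation and mesothelial genes, were higher in 11 of 11 cases in a mesothelial-like cluster, led by Upk3b, Lrrn4 and Msln, which encode surface proteins of mesothelium. This cluster also contained Tff1, a mucosal trefoil factor gene, and the keratin gene Krt7 among its higher genes. No cluster at a resolution of 0.5 met the naming rule for iCAFs, whose list holds Il6 and Cxcl12, which encode a cytokine and a chemokine. The rule asks for genes higher than in the other cells of the CAF fractions. The list also holds Pdgfra and Dpt, which most of those cells carry. Missing the rule therefore does not show that iCAFs were absent. When both fractions were clustered together, the largest cluster (4303 cells) was higher in 9 of 14 iCAF genes.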

Previously described myofibroblast CAFs (myCAFs), inflammatory CAFs (iCAFs), and antigen-presenting CAFs (apCAFs) (21) signatures were identified as clusters 6, 3, and 8 in both conditions (Fig. S2C–E). 

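Contractile, mesothelial and pericyte genes marked larger shares of the 4KC than of the KC CAF fraction. Myofibroblasts express Acta2, the gene of smooth muscle actin, and mesothelial cells express Msln, the gene of mesothelin. The myCAF-like cluster held 3.84% of KC cells (95% interval 3.24 to 4.51) and 7.68% of 4KC cells (6.85 to 8.59). The mesothelial-like cluster, which carried the apCAF genes, held 0.893% of KC cells (0.615 to 1.25) and 2.29% of 4KC cells (1.83 to 2.83). Some genes that define these clusters also differ between the genotypes within a cell type, so the clustering was repeated without the 72 genes of Table S1. The repeat placed 2.76% of KC and 6.44% of 4KC cells in the myCAF-like cluster, 0.568% and 1.97% in the mesothelial-like cluster, and 0.863% of 4KC cells in the pericyte and smooth muscle-like cluster. Acta2 and Tagln, which lead the myCAF-like cluster, are not among those 72 genes and stayed in this repeat. The shares describe 1 pool per genotype, so they give no spread between mice.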

All of the previously identified populations of CAFs were significantly increased in proportions in the 4KC condition compared with KC (Fig. S2B).

In order to identify any particular interactions between the CAF and duct cell population associated with increased tissue stiffness, we merged the two fractions and obtained three major clusters: CAFs, ducts (tumor), and in addition, a small fraction of PeSCs (Fig. 2C). 

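The deposited table gives each of its 8878 cells a letter from A to E and does not say which cell type a letter stands for. From marker genes, letters A to C were read as CAFs, letter D as ducts and letter E as the remaining small population. Letter D was made up of ductal cells, of which 98.5% had a UMI of Epcam, an epithelial adhesion gene, and 93.0% a UMI of Krt19, a ductal keratin gene. It held 595 of 675 cells of the KC ductal fraction (88.1%) and 772 of 901 cells of the 4KC ductal fraction (85.7%). Letter E was rich in leukocyte genes. In the CAF fractions, Ptprc, which encodes CD45, was found in 76.6% of the 154 letter E cells and in 0.154% of the 7133 cells of letters A to C, at median depths of 8099.5 and 9617 UMIs. Laptm5, a lysosomal gene of leukocytes, was found in 83.8% and 0.168%. The neutrophil gene S100a8 was at 10449 CPM in letter E and 2.78 CPM in letters A to C. Des, a pericyte and smooth muscle gene, was found in 4.55% of letter E cells and in 18.6% of letters A to C, and Pdgfrb, which pericytes and fibroblasts both express, in 9.74% and 56.3%. The collagen gene Col1a1 was found in 34.4% of letter E and 99.3% of letters A to C.

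Letter E held 24 of 3664 cells of the KC CAF fraction (0.655%, 95% interval 0.420 to 0.973) and 130 of 3638 cells of the 4KC CAF fraction (3.57%, 2.99 to 4.23). In the ductal fractions it held 14 of 675 KC cells (2.07%) and 64 of 901 4KC cells (7.10%). Of the 148 letter E cells of the CAF fractions that passed the filter used here, 134 (90.5%) lay in the leukocyte-like clusters. The 42 cells of the pericyte and smooth muscle-like cluster all carried letter A.

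**Figure D1:**
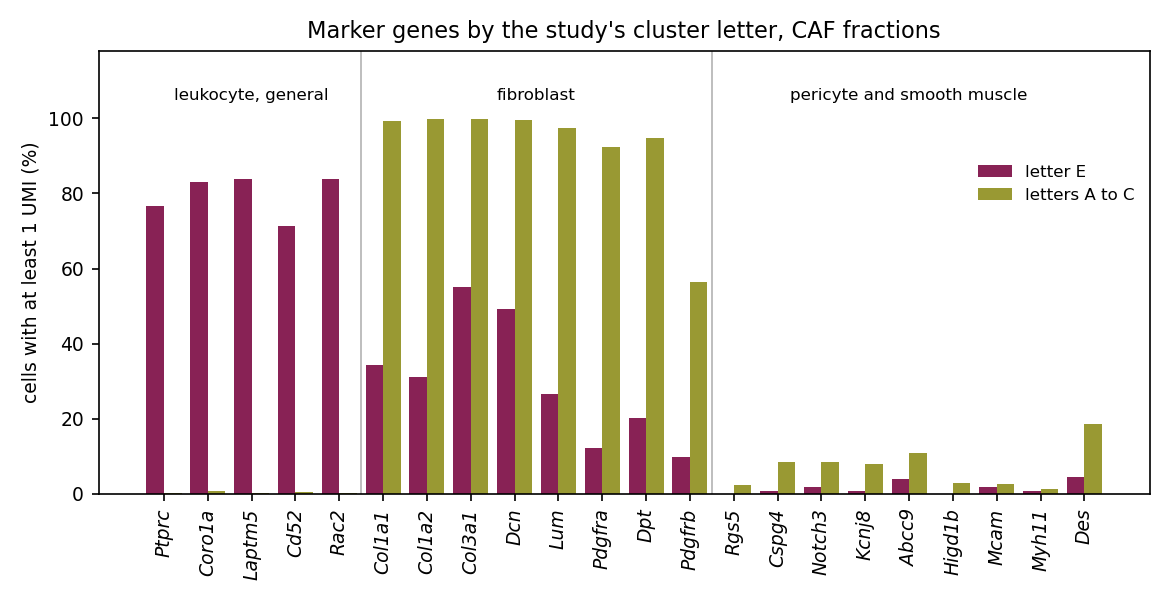
Percent of cells with at least 1 UMI (vertical axis) of each marker gene (horizontal axis) for cells of the CAF fractions with letter E and with letters A to C. Each of the leukocyte genes was found in most letter E cells, and the fibroblast genes in more cells of letters A to C.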

To determine how these three populations interact, we performed ligand-receptor-based SingleCellSignalR algorithms (32) analysis among the CAFs, ducts, and PeSCs in the KC and 4KC conditions. The algorithm was used in “paracrine” mode with a large receptor:ligand database specific for mouse, as previously described (32). Our analysis revealed that there were increased number of interactions among the 3 clusters in the KC soft condition than in the 4KC stiff condition (Fig. S2F) and the specific top 50 interactions are represented (Fig. S2H). To test the hypothesis that early instruction from duct cells to CAFs contributes to the establishment of stiff phenotype, we analyzed the interactions between ducts and CAFs in both soft (KC) and stiff conditions (4KC). As shown in Fig. 2D and E, we determined an increased number of interactions either from ducts toward CAFs or from CAFs toward ducts in 4KC condition.

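Most ligand and receptor genes of the listed pairs were at similar levels in both genotypes. Decorin from CAFs (Dcn) paired with Erbb4, a receptor of the EGF receptor family on ducts, and calmodulin from ducts (Calm1) with Pde1a, which encodes a phosphodiesterase that calmodulin activates. The LRscore was computed for the 33 pairs that Fig. S2H lists for at least 1 genotype, from SCTransform values of the ductal and CAF fractions of each genotype. From ducts to CAFs, 21 of 27 pairs had a score above 0.5 in KC and 24 of 27 in 4KC. From CAFs to ducts, all 6 of 6 pairs were above 0.5 in both genotypes. The order turned with the threshold, since above 0.6 there were 16 of 27 pairs in KC and 13 of 27 in 4KC from ducts to CAFs, and 5 of 6 and 2 of 6 from CAFs to ducts. The score of Dcn to Erbb4 was 0.693 in KC and 0.632 in 4KC, and that of Calm1 to Pde1a was 0.7891 in KC and 0.7903 in 4KC. Over the 21 pairs listed for 4KC only, 7 scores were higher and 14 lower in 4KC, with a median difference of -0.00617 and a range of -0.104 to 0.177. Scores rose most for Rps27a, Ubb and Hspa8 to Lrp2 and for Bsg to Sele, with Rps27a to Lrp2 at 0.360 in KC and 0.537 in 4KC. They fell most for Rtn4 and App to Ngfr, with Rtn4 to Ngfr at 0.660 and 0.556. Lrp2 was sparse, at 0.574 CPM in the KC and 2.08 CPM in the 4KC CAF fraction. Over the 9 pairs listed for KC only, 5 were higher and 4 lower in 4KC. The pair database and the paracrine filter of the program were not repeated, so pairs outside Fig. S2H were not scored. The paper sets its counts of pairs against the hypothesis that early instruction of CAFs by duct cells contributes to the stiff phenotype.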

We analyzed in detail the most upregulated interactions in both KC and 4KC conditions (Fig. S2H). We identified platelet-derived growth factor (PDGF)-dependent interactions from ducts to CAFs to be prevalent in 4KC while absent in KC. 

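Ducts of both genotypes expressed genes of all 4 PDGF ligands, Pdgfa, Pdgfb, Pdgfc and Pdgfd, which encode the chains of the secreted growth factor. CAFs of both genotypes expressed Pdgfrb, which encodes the receptor chain that Fig. S2H pairs with them. By the paper's account, PDGF-AA, made of the Pdgfa product, binds mainly to PDGFRα, so a score for a pair is no measure of binding. The scores of the 4 pairs were close in KC and 4KC. For Pdgfa to Pdgfrb, the LRscore was 0.722 in KC and 0.720 in 4KC. Pdgfb to Pdgfrb scored 0.683 in KC and 0.687 in 4KC, and Pdgfc to Pdgfrb 0.650 and 0.649. For Pdgfd to Pdgfrb, it was 0.622 in KC and 0.591 in 4KC. All 4 pairs were above 0.5 in both genotypes. For 4KC, the paper's listed scores are 0.748, 0.727, 0.684 and 0.631 in the same order. Because PDGFs are held to be fibrogenic, the paper reasons from these pairs to the expression of the receptors and ligands.

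**Figure D2:**
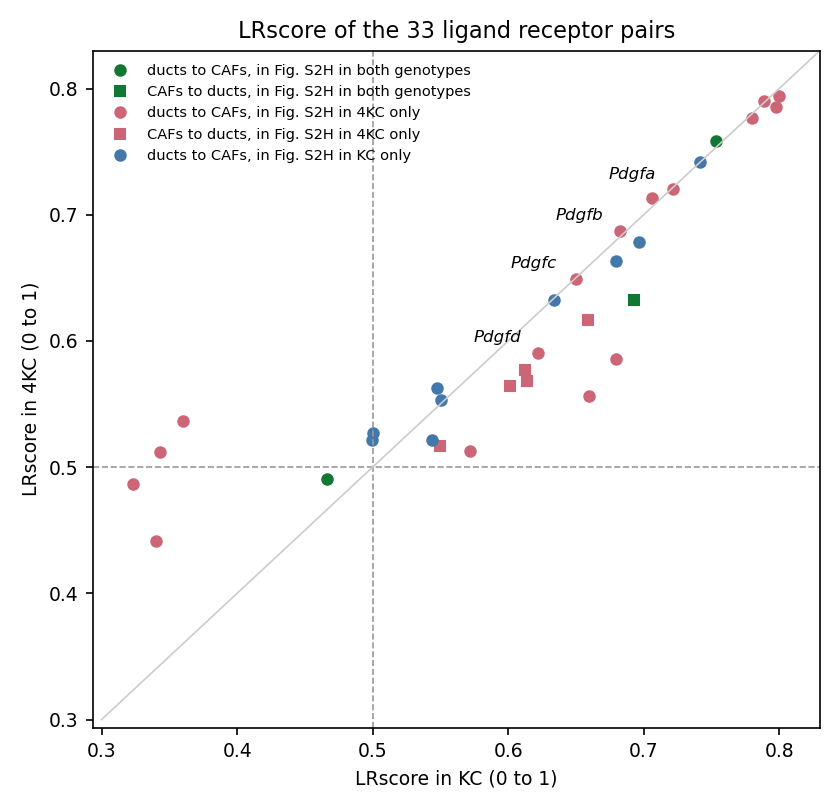
LRscore (0 to 1) in KC (horizontal axis) and 4KC (vertical axis) for the 33 pairs, colored by the genotypes for which Fig. S2H lists them, with dashed lines at 0.5. The 4 PDGF pairs lie near the diagonal and above 0.5 on both axes.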

As PDGFs are considered fibrogenic growth factors, we next sought to determine the expression of PDGFRAA, PDGFRB, PDGFA, and PDGFB in merged scRNAseq data. While the two major receptors, PDGFRA and PDGFRB, were exclusively expressed in the CAF compartment, the ligands PDGFA and PDGFB were exclusively expressed in the duct compartment (Fig. 3A–D). In addition, we analyzed the expression of the integrin (ITG) β3/CD61, which has been shown to be key in CAF-mediated tumor cell invasion via the assembly of the ECM protein fibronectin (33) and thereby might promote tissue stiffness. Moreover, CD61 is known to interact with the ECM protein βig-h3/TGF-βi (34), which has been described as a key ECM protein in the pancreatic TME hampering conventional (35, 36) and unconventional T-cell responses (37). 

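Pdgfra and Pdgfrb were higher in the CAF fraction, and Pdgfa, Pdgfb and Pdgfc in the ductal fraction, in both genotypes. Pdgfd was not clearly higher in the ductal fraction in either genotype. Pdgfra (ENSMUSG00000029231, chromosome 5 from 75152292 to 75198215 in GRCm38) and Pdgfrb (ENSMUSG00000024620, chromosome 18 from 61045150 to 61085061) encode the receptor chains. Pdgfra was at 479.7 CPM in the KC CAF fraction (95% interval 473 to 487) and 23.7 CPM in the KC ductal fraction (20.7 to 27.1), a 20.2-fold difference (17.7 to 23.2). In 4KC it was at 406 CPM (399 to 412) and 11.4 CPM (9.47 to 13.5), a 35.7-fold difference (30.0 to 42.9). Pdgfrb was 14.5-fold higher in the CAF fraction in KC (11.4 to 18.8) and 22.6-fold higher in 4KC (17.2 to 30.4). It had a UMI in 55.7% of KC and 53.0% of 4KC cells of the CAF fractions, against 4.06% and 3.33% in the ductal fractions. The ductal fractions contained fibroblast-like cells, 45 in KC (7.03%) and 34 in 4KC (3.90%), which held 87.4% and 84.1% of the Pdgfra UMIs there. Among the duct-like cells, 1 of 532 in KC (0.188%) and 3 of 733 in 4KC (0.409%) had a UMI of Pdgfra, at median depths of 11267 and 12492 UMIs. Thinned to 2000 UMIs per cell, Pdgfrb was found in 19.5% and 19.2% of the KC and 4KC CAF fractions.

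Pdgfa (ENSMUSG00000025856, chromosome 5 from 138976014 to 138997370) and Pdgfb (ENSMUSG00000000489, chromosome 15 from 79995874 to 80014977) encode ligand chains. Pdgfa was at 66.9 CPM in the KC ductal (61.7 to 72.4) and 14.0 CPM in the KC CAF fraction (12.8 to 15.2), 4.78-fold apart (4.25 to 5.38). In 4KC it was at 64.9 CPM (60.2 to 69.8) and 24.0 CPM (22.4 to 25.6), 2.71-fold apart (2.45 to 2.99). Pdgfb was 187-fold higher in the ductal fraction in KC (103 to 376) and 94.7-fold higher in 4KC (61.4 to 154). A UMI of Pdgfa was found in 43.8% of KC ductal and 10.0% of KC CAF cells, at median depths of 11116 and 9757 UMIs, and in 41.5% of 4KC ductal and 13.1% of 4KC CAF cells, at 11513 and 9112 UMIs. Pdgfb was found in 26.1% and 28.4% of ductal cells and in 0.189% and 0.404% of CAFs of KC and 4KC. In the larger CAF library, the Pdgfa UMIs numbered 536 in KC and 912 in 4KC, so the ductal library held 53.1% of both libraries' Pdgfa UMIs in KC and 44.1% in 4KC. Pericyte and smooth muscle-like cells were the part of the CAF fraction richest in receptor and ligand together, with Pdgfa in 9 of 9 such KC cells at 763 CPM and Pdgfrb at 1175 CPM. In fibroblast-like cells, Pdgfa was at 11.9 CPM in KC and 17.4 CPM in 4KC. Pdgfc, another ligand gene, was 2.48-fold higher in the ductal fraction in KC and 2.66-fold in 4KC. For Pdgfd, the ductal level was 1.11 times the CAF level in KC, with an interval that includes 1 (0.934 to 1.31). In 4KC it was 0.773 of the CAF level (0.647 to 0.919). From the expression of PDGFRA in most CAFs of both conditions, the paper went on to compare 4KC with KC in PDGFRA positive CAFs only.

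**Figure D3:**
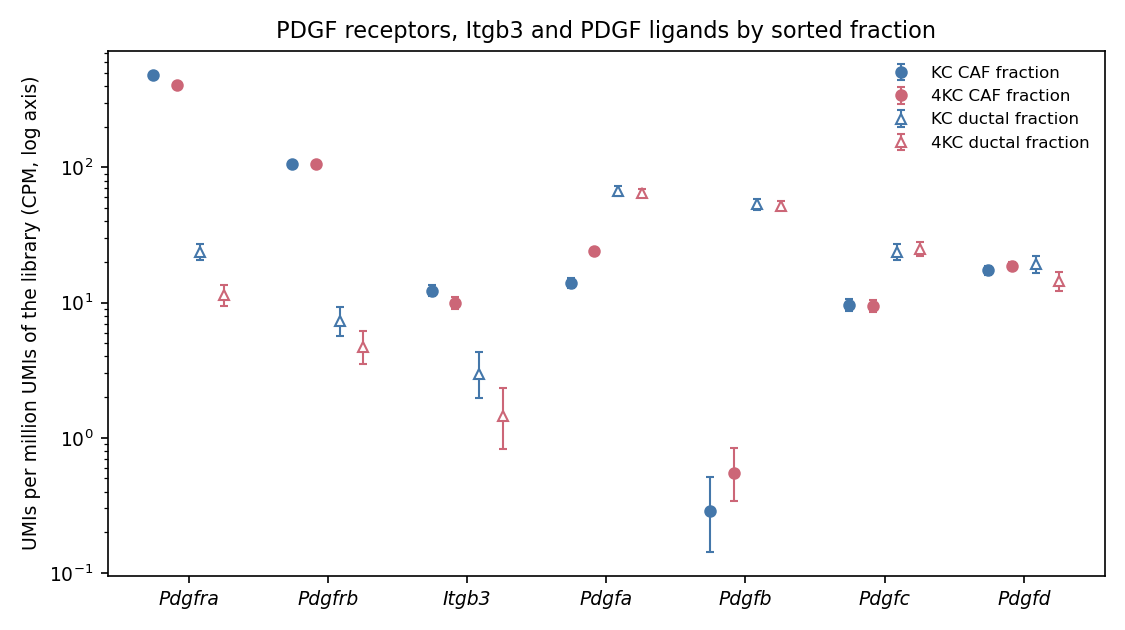
Level in CPM (logarithmic vertical axis) of the PDGF receptor genes, Itgb3 and the PDGF ligand genes in the 4 sorted fractions, with bars for the 95% counting interval of each library. The receptor genes are highest in the CAF fractions, and Pdgfa, Pdgfb and Pdgfc in the ductal fractions.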

We observed that CD61 was also expressed in the CAF compartment (Fig. 3E).

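Itgb3, which encodes the integrin chain CD61, was a sparse transcript of fibroblasts. The gene (ENSMUSG00000020689) lies on chromosome 11 of GRCm38 from 104608000 to 104670476. Its level was 12.3 CPM in the KC CAF fraction (95% interval 11.2 to 13.4) and 2.98 CPM in the KC ductal fraction (1.96 to 4.34), a 4.12-fold difference (2.8 to 6.32). In 4KC it was 9.98 CPM (9.00 to 11.0) against 1.44 CPM (0.825 to 2.34), a 6.91-fold difference (4.20 to 12.2). A UMI was found in 10.7% of KC and 8.87% of 4KC CAF fraction cells, compared with 2.19% and 1.38% of the ductal cells, which were sequenced slightly deeper (medians of 11116 and 11513 UMIs against 9757 and 9112). At 2000 UMIs per cell, these shares were 2.09% and 1.90% in the CAF fractions and 0.474% and 0.936% in the ductal fractions. The log2 of 4KC over KC in the CAF fraction was -0.30 (-0.50 to -0.10).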

**Fig. 3.**
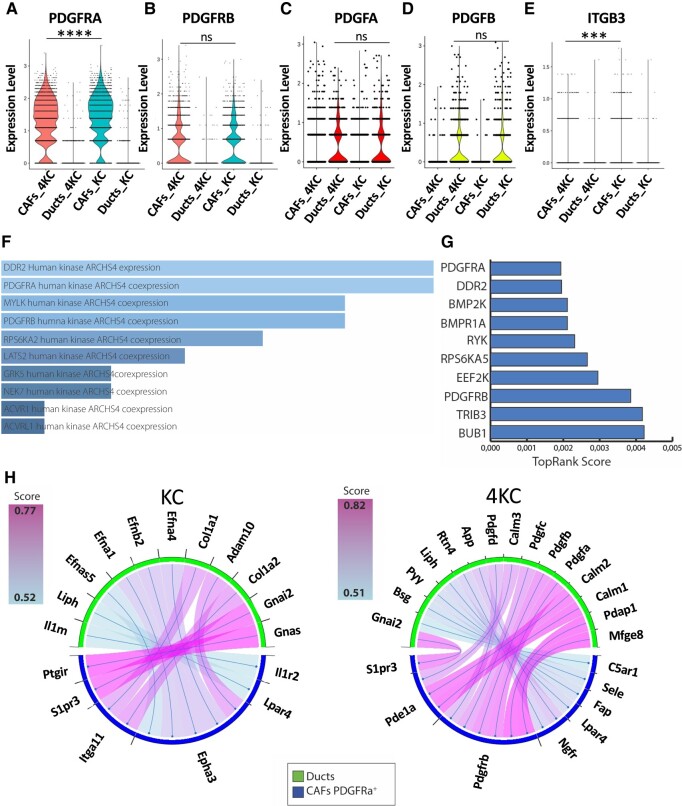
Identification of PDGF signaling signature associated with tissue stiffness. A–E) Violin plots displaying the gene expression of PDGFRA, PDGFRB, PDGFA, PDGFB, and ITGB3 by CAFs and ducts obtained from 6-week-old KC and 4KC mice determined by scRNAseq (C–G). ***P < 0.001; ****P < 0.0001; ns, not significant. F) Top signaling term enrichment of the 29-gene siCAF signature according to the massive mining of publicly available RNA-Seq data from human and mouse ARCHS4 database (https://maayanlab.cloud/archs4/). G) Top signaling term enrichment of the 29-gene siCAF signature according to the kinase enrichment analysis version 3 (KEA3) database. (https://maayanlab.cloud/kea3/). H) Receptor–ligand interactions (as assessed with SingleCellSignalR) from ductal to PDGFRA + CAFs in KC (left) and 4KC (right) conditions.

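Nearly all fibroblasts of both genotypes carried Pdgfra transcripts, and the cells without them were in part other cell types. Pdgfra encodes the receptor chain that binds PDGF-AA. At least 1 UMI was found in 93.1% of KC (95% interval 92.3 to 93.9) and 86.1% of 4KC cells of the CAF fractions (85.0 to 87.2), and in 6.41% and 4.13% of the ductal fractions. Median depths were 9757 and 9112 UMIs in the CAF fractions and 11116 and 11513 in the ductal fractions. With at least 2 UMIs required, the shares were 83.0% in KC (81.8 to 84.2) and 73.7% in 4KC (72.2 to 75.1). Thinned to 2000 UMIs per cell, they were 59.0% and 51.4%, against 4.42% and 2.34% in the ductal fractions. Among the fibroblast-like cells alone, 94.4% in KC and 92.3% in 4KC had a UMI. The summed level of Pdgfra was lower in the 4KC CAF fraction, with a log2 of 4KC over KC of -0.24 (-0.27 to -0.21), while Pdgfrb, the other receptor gene, was at 0.00 (-0.06 to 0.07).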

As shown in Fig. 3A, most CAFs expressed PDGFRA in both KC and 4KC conditions (82 and 74% of CAFs, respectively). Therefore, we performed differential expression analysis in 4KC vs. KC, using only PDGFRA^+^ CAFs. This analysis resulted in 72 differentially expressed genes (DEGs), 29 of them upregulated, and 43 downregulated in 4KC CAFs. 

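Pdgfra positive CAFs of 4KC mice had higher levels of secreted WNT antagonists, microfibril and fibronectin genes. Levels were lower for basement membrane genes, for genes that respond to glucocorticoids, and for immediate early and dissociation stress genes such as Jun and Dusp1. Cpxm1, which encodes a carboxypeptidase-like secreted protein, and Sfrp2, which encodes a secreted binder of WNT proteins, were among the higher genes. Apod, which encodes a lipid carrier, and Col4a1, which encodes a basement membrane collagen, were among the lower ones. The comparison took the cells with at least 1 Pdgfra UMI, 3195 in 4KC and 3443 in KC, with 34283106 and 36275305 UMIs in all and medians of 9672 and 9960 UMIs per cell. All 29 of 29 genes that Table S1 lists as upregulated were higher in 4KC and all 43 of 43 listed as downregulated were lower, and the counting interval left out 0 for 72 of 72. The study chose these genes on the same libraries, so their direction here is not independent evidence. The gene lists for basement membrane, glucocorticoid, stress and WNT genes share members with Table S1, such as Col4a1, Klf9, Jun and Sfrp2. The directions of these lists are therefore not fully independent of that choice either. The median log2 of 4KC over KC was 0.48 for the 29 genes (0.19 to 2.79 over the genes) and -0.54 for the 43 (-1.58 to -0.27). A difference of at least 1.5-fold was found for 11 of the 29 and 16 of the 43. Cpxm1 (chromosome 2 from 130390775 to 130397574 in GRCm38) was at 1213 CPM in 4KC and 639 CPM in KC, a log2 of 0.93 (95% interval 0.90 to 0.95). Apod (chromosome 16 from 31296192 to 31314808) was at 122 CPM in 4KC and 364 CPM in KC, a log2 of -1.58 (-1.63 to -1.53).

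Some of the largest differences lay outside Table S1. Named by size alone among genes with at least 50 CPM in either genotype, the 3 highest genes were S100a9 (67.9 CPM in 4KC and 0.276 in KC, log2 7.94, 95% interval 7.06 to 9.01), S100a8 (79.5 and 0.551 CPM, log2 7.17, 6.54 to 7.89) and Cxcl13 (580.5 and 72.1 CPM, log2 3.01, 2.95 to 3.07), which was at 2.14 among fibroblast-like cells and at 1.68 after thinning to 2000 UMIs. Among fibroblast-like cells alone, S100a9 was at 4.03 and S100a8 at 3.16, and after thinning to 2000 UMIs they were at 5.33 and 4.38. S100a8 and S100a9 are neutrophil genes, and neutrophil markers as a group were higher in 4KC by a median log2 of 5.54. Cxcl13 encodes a chemokine for B cells and lies on chromosome 5 from 95956951 to 95961068. Clu, which encodes the chaperone clusterin, followed at a log2 of 1.61 (1.55 to 1.66), then Spp1 at 1.19 (1.10 to 1.28), which was at 2.11 among the fibroblast-like cells. Next were Gm47283, a gene of Table S1 without a descriptive name, at 1.18 and Acta2 at 1.11 (1.01 to 1.20). Mfge8, also a gene of Table S1, was at 0.98 (0.94 to 1.02) over all Pdgfra positive cells and at 0.15 among the fibroblast-like ones. Tagln, at 0.96, and Stmn1, at 0.93, closed the list. The 10 lowest were Hba-a1 at -1.77 (-1.91 to -1.64), Apod, Saa3 at -1.27 (-1.33 to -1.22), Hbb-bs at -1.26, Ifi205 at -0.89, Sult1a1 at -0.88, Ucp2 at -0.84, Mest at -0.83, Nrep at -0.79 and Adh1 at -0.76. Of these, Apod, Ifi205, Sult1a1, Mest and Adh1 are in Table S1. Hba-a1 and Hbb-bs are red blood cell genes, whose median log2 over 4 genes was -1.62 in the filtered cells and 0.54 without the cell filter, where Hba-a1 was at 0.51 and Hbb-bs at 0.30. With the mean of per-cell CPM they were at -0.49 and -0.11, so their direction and size depend on the setting.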

DEGs were tested for enrichment in Gene Ontology, Kyoto Encyclopedia of Genes and Genomes (KEGG), and REACTOME pathway terms showing significant differences in ECM organization, assembly of collagen fibrils, and collagen formation (Fig. S3A–C) in the 4KC stiff relative to KC soft condition. Furthermore, most of the ECM pathways from several repositories were enriched in the DEGs of the PDGFRα^+^ vs. PDGFRα^−^, suggesting these pathways exhibit dependence on PDGFRA expression (Fig. S3D–F). 

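Matrix genes of Pdgfra positive CAFs moved in different directions by class. Genes of fibrillar collagens, such as Col1a1 and Col3a1, which build the main fibers, and of matricellular and elastic fiber proteins, such as Postn (periostin) and Mfap4 (a microfibril protein), were mostly higher in 4KC. Genes of collagen VI and of the basement membrane, such as Col6a2 and Lama2 (a laminin chain), were lower. Lox, which encodes the enzyme that crosslinks collagen, was higher. Over all 6 matrix lists, 30 of 62 genes were higher in 4KC, with a median log2 of -0.00462.

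Of 10 fibrillar collagen genes, 6 were higher, with a median log2 of 0.14 that lay at percentile 99.4 among 10000 random lists of genes matched for CPM. Such a percentile ranks a list among genes of the same libraries. It does not cover the spread between mice, nor that genes of a list can move together. Col1a1 was at 4272 CPM in 4KC and 3732 CPM in KC (log2 0.19, 95% interval 0.18 to 0.21), and Col3a1 at 11420.0 and 10193 CPM (0.16, 0.16 to 0.17). The highest of the list was Col12a1 at 0.74 (0.61 to 0.87). Col1a2 was at -0.01, and Col5a3, which Table S1 lists as downregulated, was at -0.58 (-0.62 to -0.55). Of 15 matricellular and small proteoglycan genes, 11 were higher (median 0.20, percentile 100), led by Tgfbi at 0.86 (0.73 to 0.99) and Postn at 0.50 (0.47 to 0.53). The lowest of these were Ogn and Aspn, both at -0.45. Elastic fiber genes had a median of 0.14 (5 of 8 higher, percentile 99.9), with Mfap4 at 0.65 and Mfap2 at 0.39. Collagen VI genes were lower in 3 of 3 cases (median -0.39), with Col6a2 at -0.54 (-0.56 to -0.52). Basement membrane genes were lower in 12 of 12 cases (median -0.24, percentile 0), among them Col4a1 at -0.46 (-0.48 to -0.44) and Lama2 at -0.61 (-0.66 to -0.57). Of this list, Col4a1, Col4a2, Lama2 and Lamc1 are genes of Table S1. For collagen processing and crosslinking, 8 of 14 genes were higher (median 0.02, percentile 82.5), against 4 of 14 after thinning to 2000 UMIs and 5 of 14 on Seurat's fold scale. Lox (chromosome 18 from 52516067 to 52529867 in GRCm38) was at 268 CPM in 4KC and 193 CPM in KC, a log2 of 0.48 (0.43 to 0.52). P4ha2, which encodes a collagen prolyl hydroxylase, was the lowest of this list at -0.44. The enrichment of the 72 genes in pathway terms was not repeated, since the tool needs a database that was not available. From that enrichment, the paper concludes that matrix organization and collagen formation differ between the stiff and soft conditions.

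**Figure D4:**
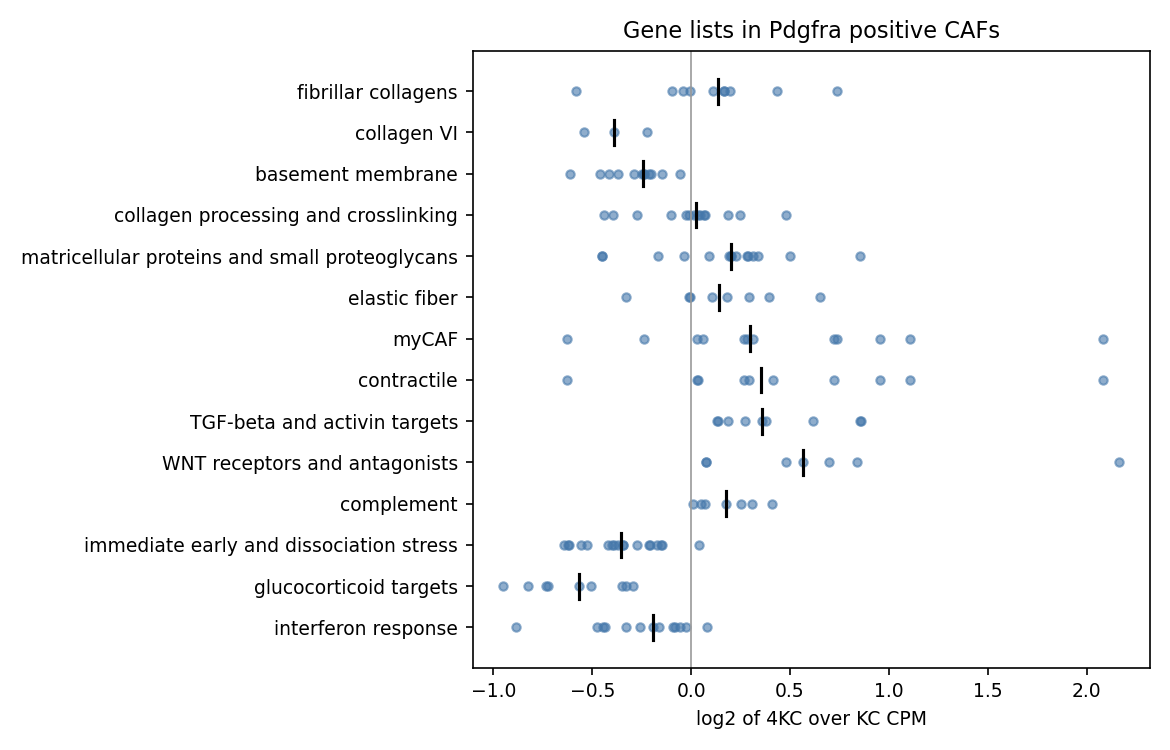
Log2 of 4KC over KC CPM (horizontal axis) in Pdgfra positive CAFs for each gene (points) of 14 gene lists (vertical axis), with the median of each list as a bar. Collagen VI and basement membrane genes lie below 0, and the points of the other matrix lists fall on both sides.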

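CAFs with Pdgfra found at 2000 UMIs per cell had more basement membrane and collagen VI transcripts than the others in both genotypes. In 4KC, 51 of 62 matrix genes were higher in such cells. Basement membrane genes include Col4a1 and Lama2, which encode chains of collagen IV and laminin. Cells were thinned to 2000 UMIs before they were split, so that depth did not decide which cells were positive. This gave 2172 positive and 1507 negative cells in KC and 1891 and 1788 in 4KC, with 18 and 30 cells below 2000 UMIs left out. At full depth, 3443 of 3697 KC and 3195 of 3709 4KC cells had a Pdgfra UMI. Most cells counted as negative after thinning therefore carried the transcript, so the split is one of level more than of presence. Over the 6 matrix lists, 39 of 62 genes were higher in Pdgfra positive cells in KC (median log2 0.09), against a median of 0.23 in 4KC. Basement membrane genes were higher in 10 of 12 cases in both genotypes, with medians of 0.37 in KC and 0.45 in 4KC. For fibrillar collagens, 4 of 10 genes were higher in KC (median -0.01, percentile 62.6 among random lists) and 8 of 10 in 4KC (median 0.23, percentile 98.99). The KC count depended on the cell filter, with 8 of 10 higher without a filter and 9 of 10 at a mitochondrial limit of 5%, against 8 of 10 in 4KC under both, so a contrast between the genotypes in this list does not hold across filters.

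The negative cells held more cells of other types, since fibroblast-like cells made up 94.3% of them in KC and 82.4% in 4KC, against 98.4% and 95.8% of the positive cells. Among the fibroblast-like cells alone, 42 of 62 matrix genes in KC and 43 of 62 in 4KC were higher in positive cells, with a median log2 of 0.07 in each. From the enrichment of matrix pathways, the paper proposes that these pathways depend on Pdgfra expression.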

Based on the 29 4KC upregulated genes (Table S1) we generated a stiffness CAF signature. 

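The 29 genes combine regulators of WNT and retinoid signaling, matrix proteins, complement genes and an X-linked RNA. Sfrp2 and Sfrp4 encode secreted binders of WNT proteins and Fzd1 encodes a WNT receptor, while Rbp1 and Dhrs3 act on retinol. Fn1 encodes fibronectin, Timp1 an inhibitor of matrix proteases, and C3, Cfh and Ptx3 encode complement and pattern recognition proteins. Sfrp2 (ENSMUSG00000027996, chromosome 3 from 83766321 to 83774316) was at 546 CPM in 4KC and 305 CPM in KC, a log2 of 0.84 (95% interval 0.81 to 0.88). Sfrp4 was at 356 and 241 CPM (0.56, 0.52 to 0.60), Timp1 at 595 and 405 CPM (0.56, 0.53 to 0.59), and Fn1 at 2941 and 2324 CPM (0.34, 0.33 to 0.35). C3 was the most abundant of those named here, at 7041 CPM in 4KC and 5910.1 CPM in KC (0.25, 0.24 to 0.26). Rbp1 had a log2 of 0.75, Dhrs3 of 0.76, Fzd1 of 0.48, Cfh of 0.41 and Ptx3 of 0.61. Gm10036 had the highest log2 of the 29, 2.79 (2.56 to 3.02), and is annotated as a processed pseudogene on chromosome 18 from 15832794 to 15833327, at 35.6 CPM in 4KC and 5.16 CPM in KC. Xist, the RNA that silences an X chromosome in female cells, is also among the 29 genes, at 554 and 437 CPM (0.34, 0.31 to 0.37). Transcripts of 4 Y-linked genes were found in the KC CAF library (1199 UMIs) and nearly absent from the 4KC one (2 UMIs). Gm47283, another of the 29 genes, is annotated on chromosome Y from 90784738 to 90816464. Unlike those 4 genes, it was higher in 4KC, at 77.1 CPM against 34.1 CPM in KC (1.18, 1.08 to 1.28). It was not counted among the 4 Y-linked genes, and its level did not follow theirs.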

To specifically test for potential signaling activity, we interrogated the 29-gene CAF signature for kinase activity enrichment using 2 different kinase databases. In both cases, PDGFRA was among the top kinase activities significantly enriched in the CAF signature (Fig. 3F and G). Furthermore, ligand–receptor interaction analysis was also performed separately for PDGFRA^+^ positive CAFs. 

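The scores of the PDGF pairs of Fig. S2H stayed above 0.5 in both genotypes with Pdgfra positive CAFs as the receiving cells. The ligands Pdgfa, Pdgfb, Pdgfc and Pdgfd come from ducts, and Pdgfrb is the receptor gene on the CAFs. With Pdgfra positive CAFs only, the LRscore of all 4 pairs was above 0.5 in KC and in 4KC. Of the 27 pairs from ducts to CAFs, 22 were above 0.5 in each genotype. These scores cover pairs of Fig. S2H only, without the pair search and the paracrine filter of the program. They are therefore not counts of detected interactions like those of Fig. 3H.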

More PDGF-related interactions from ducts to CAFs were detected in the 4KC condition, relative to the KC condition (Fig. 3H). We further looked for the distribution of stiffness-induced CAFs (siCAFs) signature across the nine CAF clusters. We applied the 29-gene siCAF signature using the AUCell method to calculate a score for every single cell (38). 

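A fibroblast-like cluster with Car3 and Cfd and the myCAF-like cluster scored highest for the 29-gene signature, and leukocyte-like and pericyte-like cells lowest, while fibroblast-like clusters ranged widely. The clusters named here come from the re-clustering of the CAF fractions and carry the names of their leading marker genes, with Car3 and Cfd, which adipocytes and some fibroblasts express, in the top cluster. The score is the area under the recovery curve of the 29 genes within the top 5% of each cell's ranked genes. The fibroblast-like cluster with Car3, Cfd and Saa3 had a median score of 0.491, the myCAF-like cluster of 0.446 and the fibroblast-like cluster with Mfap4 of 0.389. The mesothelial-like cluster had a median of 0.276 and the fibroblast-like Dlk1 cluster, the largest with 1807 cells, of 0.227. In the pericyte and smooth muscle-like cluster it was 0.169, and in the leukocyte-like clusters 0.0548 and 0.0503. The share of cells above the upper quartile of all cells (0.396) was 84.0% in the Car3 cluster, 65.6% in the myCAF-like cluster, 2.82% in the Dlk1 cluster, and 2.14% in the neutrophil-rich leukocyte-like cluster. The upper quartile of the scores was 0.205 in the pericyte and smooth muscle-like cluster and 0.0692 in the other leukocyte-like cluster. Over all cells, the median was 0.289 in KC (SD 0.0991 over cells) and 0.345 in 4KC (SD 0.126 over cells). The signature was chosen by the study on these libraries, so a higher score in 4KC is not independent evidence.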

As shown in Fig. S3G, all clusters displayed at least one fraction of cells with relatively high score with the exception of cluster 7, previously identified as PeSC (31). Altogether, these results indicate that PDGF–PDGFR interactions play a key role in the early establishment of tissue stiffness independent of CAF origin and subtype.

### Increased tissue stiffness is associated with the loss of PDGFRα surface expression on CAFs

Based on these observations, we sought to further examine the TME of 4KC and KC mice by determining the phenotype of CAFs by multicolor flow cytometry. Therefore, we applied the same gating strategy as that used in FACS sorting and focused on the CAF populations. FACS analysis of the two markers PDGFRα and CD61 identified a CAF population that was positive for both markers (PDGFRα^+^CD61^+^) and present in both KC mice and 4KC mice at frequencies of 75.8 and 52.9%, respectively (Fig. 4A and B). In addition, we detected a PDGFRα^−^CD61^+^ CAF population that was significantly increased in 4KC pancreata (18.5%) compared with KC pancreata (6.1%; Fig. 4A and B). Given the association of these 2 CAF populations with the opposing tissue stiffness explored in KC and 4KC mice, we termed them siCAFs and PDGFRα^+^ CAFs. The fact that we did not detect the siCAF population by scRNAseq analysis highlighted that the disruption of ALK4 signaling in 4KC mice might be a result of continuous signaling through the PDGF–PDGFR system at the protein level.

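At full depth, most CAF fraction cells with transcripts of Itgb3, which encodes CD61, also carried Pdgfra, as did 93.1% of all KC and 86.1% of all 4KC cells of these fractions. Cells with a UMI of Itgb3 and none of Pdgfra made up 0.595% of the KC CAF fraction (22 of 3697 cells, 95% interval 0.373 to 0.900) and 0.782% of the 4KC CAF fraction (29 of 3709, 0.524 to 1.12). Cells with UMIs of both genes made up 10.1% in KC (373 cells, 9.14 to 11.1) and 8.09% in 4KC (300 cells, 7.23 to 9.01). In the ductal fractions, cells with Itgb3 and without Pdgfra made up 1.72% in KC and 1.15% in 4KC, at median depths of 11116 and 11513 UMIs, against 9757 and 9112 in the CAF fractions. The cells were also thinned to 2000 UMIs each. Cells with Itgb3 and without Pdgfra then made up 0.734% of the KC and 1.03% of the 4KC CAF fraction (27 and 38 cells). Cells with both made up 1.36% and 0.870% (50 and 32 cells). Cells with Pdgfra and without Itgb3 made up 57.7% in KC and 50.6% in 4KC, and cells with neither 40.2% and 47.5%. At this depth, Pdgfra thus went undetected in many cells without Itgb3 as well. The 38 against 32 cells in 4KC therefore cannot show a population with Itgb3 and without Pdgfra. The thinned counts were chosen after the data had been seen. From the lack of siCAFs in the single-cell data, the paper proposes that the disrupted ALK4 signaling in 4KC mice might result from continuous PDGF signaling at the protein level.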

**Fig. 4.**
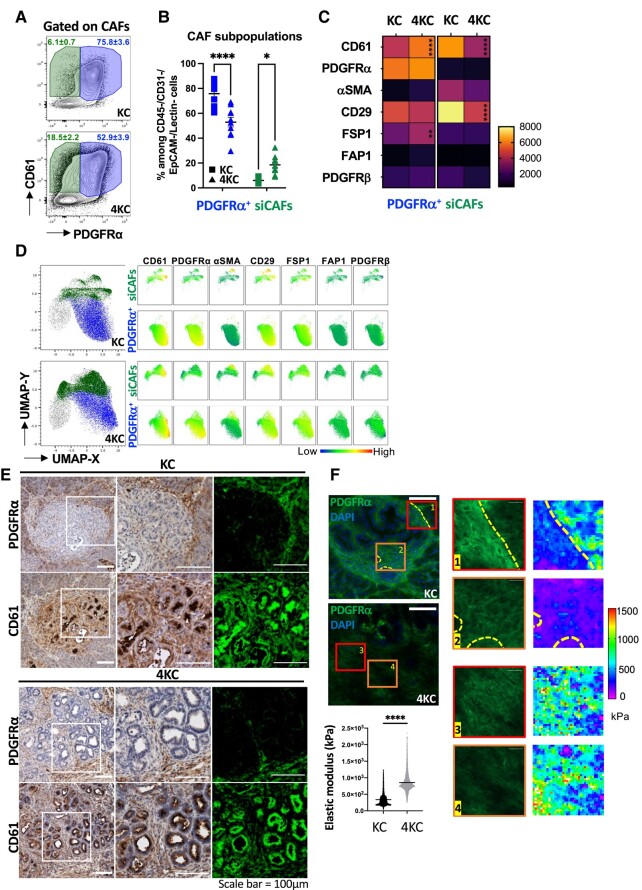
Increased tissue stiffness favors the accumulation of siCAFs. A) Representative FACS dot plots showing the surface expression of PDGFRα and CD61 on PDGFRα^+^ CAFs and siCAFs (PDGFRα^−^) in pancreata from 6-week-old KC (top) and 4KC (bottom) mice. Cells were gated on viable CD45^−^CD31^−^Lectin PNA^−^EpCAM^−^ CAFs. B) Frequencies of PDGFRα^+^ CAFs and siCAFs among CD45^−^CD31^−^Lectin PNA^−^EpCAM^−^ CAFs in pancreata from 6-week-old KC (squares) and 4KC mice (triangles). C) Heatmap of the MFIs of CAF markers on PDGFRα^+^ CAFs and siCAFs from KC and 4KC pancreata. D) Unsupervised UMAP analysis of CAFs from KC (top) and 4KC (bottom) pancreata, with PDGFRα^+^ CAFs and siCAFs highlighted in blue and green, respectively, and corresponding multigraph mapping of CAF markers for each cell population. E) Representative images of IHC staining for PDGFRα (top) and CD61 (bottom) in serial sections of pancreata from 6-week-old KC (left panel) and 4KC (right panel) mice. White squares indicate the magnified regions of each panel. The images on the right of each panel show pseudocolored positive cells for the indicated marker (green). F) Stiffness topography measured by AFM of selected regions (1–4 as indicated on the IF staining images) in pancreata from KC and 4KC mice. Quantification of the elastic modulus (kPa) measured by AFM in stromal regions of KC and 4KC pancreata. Scale bars 100 and 20 mm. A–F) Cumulative data from three individual experiments with three to four mice per group are shown. The mean values ± SEMs are displayed. *P < 0.05; **P < 0.01; ****P < 0.0001.

In addition to PDGFRα and CD61, we further evaluated the expression of the established CAF markers α-SMA, Fibroblast activation protein (FAP)1, FSP1/S100-A4, and PDGFRα, as well as CD29/ITGβ1 (19, 39). Interestingly, α-SMA and FSP1, which are both considered activated CAF markers (40, 41), were expressed on siCAFs and PDGFRα^+^ CAFs, respectively. While no differences in the expression of α-SMA were found between KC and 4KC siCAFs, FSP1 expression was significantly increased on PDGFRα^+^ CAFs from 4KC mice (Fig. 4C). Moreover, the expression of the integrins CD61 and CD29 was significantly higher on PDGFRα^+^ CAFs obtained from KC mice. In contrast, the mean fluorescence intensity (MFI) of CD61 was significantly higher on PDGFRα^+^ CAFs from 4KC mice (Fig. 4C). Unsupervised t-distributed stochastic neighbor embedding analysis of siCAFs and PDGFRα^+^ CAFs revealed an increased siCAF population in the high-stiffness conditions (Fig. 4D). Of note, we also detected a PDGFRα^−^CD61^−^ CAF population in both KC and 4KC pancreata, representing 16.8 and 26.7% of all CAFs, respectively (Fig. S4A). However, since this population did not express any of the other evaluated CAF markers (Fig. S4B), we excluded it from this study. Nevertheless, given the relatively high frequency, this population should be subject to future analysis.

Spatial analysis by immunohistochemistry (IHC) displayed an almost exclusive site of PDGFRα^+^ stromal cells at the outer edge of pancreatic lesions that was more pronounced in 4KC than in KC pancreata (Fig. 4E). We detected a diminished staining for PDGFRα protein in 4KC although the PDGFRα mRNA detected by RNAscope was similar in both conditions (Fig. S4C–E). Linking the spatial distribution of PDGFRα and CD61 expression with the phenotype determined by FACS analysis, we concluded that PDGFRα^+^ CAFs were located at the edge of lesions, whereas siCAFs were mainly found within 4KC lesion centers. To compare the rigidity within distinct PDGFRα^+^ and PDGFRα^−^ regions between KC and 4KC pancreata, we performed AFM analysis in combination with IF microscopy. We detected increased elastic modulus in PDGFRα^−^ stromal area in 4KC mice. In KC mice, PDGFRα^+^ area had a significant diminished elastic modulus compared with the PDGFRα^−^ area (Fig. 4F). These results demonstrate that siCAFs are localized in the stiff regions in mouse pancreata. Taken together, our data demonstrate that stiffness-promoting ductal cells lead to specific instruction of CAFs, characterized by a unique phenotypic signature based on two markers: PDGFRα and CD61.

### Loss of PDGFRα surface expression on siCAFs is a tumor cell-driven early event accompanied by PDGF ligand accumulation

To better understand the instruction of CAFs by ductal cells and the contribution of CAFs to altered tissue mechanics, we determined the kinetics of PDGFRα^+^ and siCAFs emergence in KC and 4KC mice by FACS performed at 1, 1.5, 2, 3, 4, and 6 months of age. In KC mice, the frequencies of PDGFRα^+^ CAFs and siCAFs stably represented ∼66.9 and 5.6% of all CAFs, respectively (Fig. 4A and B). In contrast, although the frequencies in 4KC mice were comparable with those in KC mice at 1 month of age, a significant decrease and increase in PDGFRα^+^ CAFs and siCAFs, respectively, could be observed as early as 1.5 months of age. Moreover, these changes in the CAF populations of 4KC mice stabilized until the end of the experiment at 6 months of age, with PDGFRα^+^ CAFs representing 36.9% and siCAFs representing 27.1% of all CAFs (Fig. 5A and B). Notably, the previously mentioned PDGFRα-CD61-CAF population remained unchanged in both KC and 4KC mice over the course of the experiment (Fig. S5A). These results indicate that early CAF instruction was maintained and that PDGFRα^+^ CAFs and siCAFs most likely represented two different CAF activation states associated with the opposing tissue stiffness phenotypes of KC and 4KC mice. In line with these findings, we observed that siCAFs had significantly lower expression of the qPSC marker glia fibrillary acidic protein (GFAP) than PDGFRα^+^ CAFs (Fig. 5C), further highlighting the different activation statuses of these two cell populations.

**Fig. 5.**
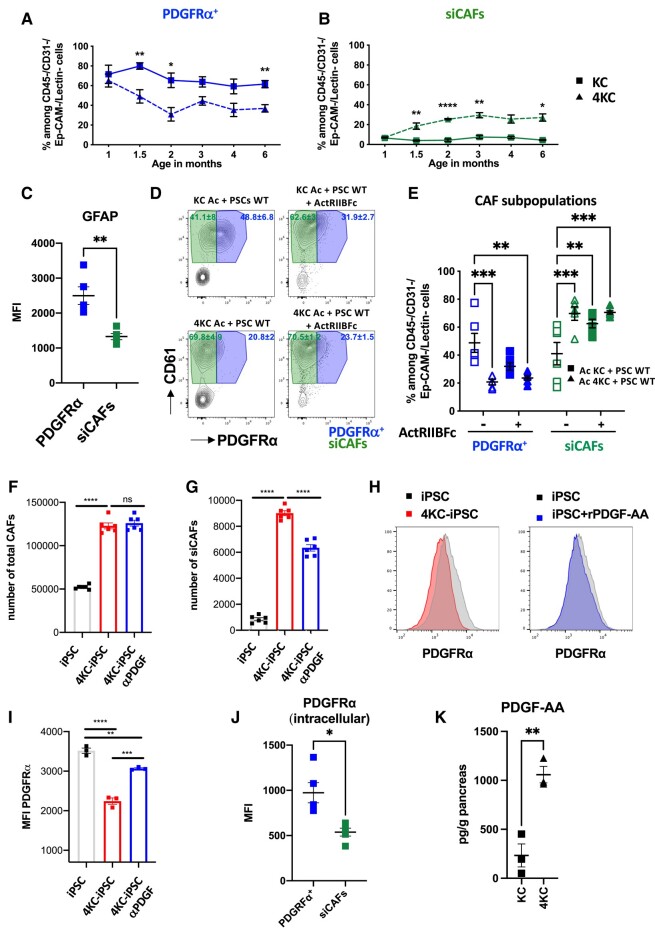
Neoplastic cells instruct the emergence of siCAFs at early tumor stages. A and B) Frequencies of (A) PDGFRα^+^ CAFs and (B) siCAFs among CD45^−^CD31^−^Lectin PNA^−^EpCAM^−^ CAFs determined by FACS analysis of pancreata from KC (squares) and 4KC mice (triangles) harvested at 1, 1.5, 3, 4, and 6 months of age. C) MFI of intracellular GFAP in PDGFRα^+^ CAFs and siCAFs determined by FACS analysis. D) Representative FACS dot plots showing the surface expression of PDGFRα and CD61 on PDGFRα^+^ CAFs and siCAFs generated by coculturing WT PSCs with acinar cells (Ac) from KC or 4KC mice in the absence or presence of the soluble activin A inhibitor ActRIIBFc. E) Frequencies of PDGFRα^+^ CAFs and siCAFs generated in the absence or presence of ActRIIBFc. F and G) siCAFs were generated by coculturing iPSCs with 4KC cell line in the absence or presence of αPDGF Ab for 7 days. F) Number of iPSC and total CAFs and (G) number of siCAFs determined by FACS analysis. H and I) siCAFs were generated by coculturing iPSCs with 4KC cell line or in the presence of rPDGF-AA for 7 days. H) Histograms of PDGFRα expression. I) MFI of extracellular PDGFRα determined by FACS analysis. J) MFI of intracellular PDGFRα in PDGFRα^+^ CAFs and siCAFs determined by FACS analysis. K) Tissue levels of PDGF-AA (pg/g) determined by ELISA analysis of pancreata from 6-week-old KC and 4KC mice. A and B) Results from five mice per group and time point are shown. C and F) Representative data from two individual experiments with five mice are shown. G) Representative data from two individual experiments with three mice and technical triplicates are shown. F–J) Representative data from two individual experiments and technical triplicates are shown. The mean values ± SEMs are displayed. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

We next aimed to verify that the instruction of PDGFRα^+^ CAFs into siCAFs in 4KC mice is driven through altered signals mediated by neoplastic ductal cells lacking ALK4 signaling rather than by increased release and/or availability of the ALK4 ligand activin A, which is still produced in ALK4-knock out (KO) tumor cells. Therefore, we differentiated PSCs isolated from wild-type (WT) mice into CAFs in the presence of neoplastic cells from KC or 4KC pancreata and added ActRIIBFc, a soluble inhibitor of activin A. Previously, injection of ActRIIBFc into KC mice has been shown to result in a 4KC-like phenotype (25). Similar to our previous ex vivo data, even in the absence of ActRIIBFc, PSCs differentiated into more siCAFs when cocultured with 4KC acinar cells rather than KC acinar cells, which produced significantly more PDGFRα^+^ CAFs (Fig. 5D, left panel, and E). However, when ActRIIBFc was added to the coculture containing KC acinar cells, the frequency of siCAFs was similar to that observed in the coculture containing 4KC acinar cells. The addition of ActRIIBFc to the coculture containing 4KC acinar cells did not affect the expression of CD61 or PDGFRα on CAFs (Fig. 5D, right panel, and E).

We next aimed to investigate the reason for the downregulation of PDGFRa surface expression in 4KC CAFs as an indicator of CAF activation. PDGFRs are internalized after binding to their ligands. First, we verified that PDGFRα was phosphorylated in PSCs after ligand binding in vitro. As neoplastic primary cells from 4KC mice as well as primary PSC from WT are difficult to generate in high numbers, we used alternatively immortalized PSC (iPSC) previously described (20) as well as 4KC-green fluorescent protein (GFP) primary cell line generated as previously described (31). iPSC displayed increased phosphorylation upon 4KC culture media or recombinant PDGRF-AA binding (Fig. S5D and E). Next, we performed in vitro generation of siCAF for 7 days in presence or absence of a neutralizing polyclonal anti-PDGF antibody. As shown in Fig. S5F and G the use of anti-PDGF neutralizing Ab was able to significantly reduce the phosphorylation of PDGFRα. Moreover, the number of siCAF diminished in the presence of anti-PDGF neutralizing Ab (Fig. 5F and G). Adding recombinant PDGRF-AA induced PDGRFa surface expression downregulation on the surface of CAFs, although to a lesser extent than in the presence of a 4KC-GFP cell line (Fig. 5H and I). Ultimately, most internalized PDGFRs are subjected to lysosomal or proteasomal degradation (42). FACS analysis revealed that siCAFs had lower intracellular PDGFRa expression than PDGFRα^+^ CAFs (Fig. 5J) and the use of MG-132 proteasome inhibitor increased the accumulation of PDGFRα (Fig. S5H and I). We speculated that the increased availability of PDGF ligands in 4KC mice results in receptor internalization, which in turn promotes cell proliferation and ECM deposition (43–45). 

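The ductal fractions of KC and 4KC mice had close levels of the transcripts of Pdgfa and Pdgfb, which encode the PDGF ligand chains, per UMI sequenced. The log2 of 4KC over KC was -0.04 for Pdgfa (95% interval -0.20 to 0.11, from 719 UMIs in 4KC and 606 in KC) and -0.03 for Pdgfb (-0.21 to 0.14, from 579 and 485 UMIs). Thinned to 2000 UMIs per cell, they were -0.23 and 0.22. Pdgfa was then found in 12.5% of KC and 13.3% of 4KC ductal cells, and Pdgfb in 10.4% and 9.94%, against 2.26% and 3.48% (Pdgfa) and 0.0544% and 0.136% (Pdgfb) of the CAF fractions. For Pdgfc, another ligand gene, the log2 was 0.07 (-0.19 to 0.33), and for Pdgfd it was -0.41 (-0.73 to -0.09). Among the Pdgfra positive CAFs, Pdgfa was at 17.7 CPM in 4KC and 11.6 CPM in KC, a log2 of 0.61 (0.43 to 0.79). The levels per sorted cell say nothing about the number of ductal cells in the tissue.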

Although PDGF ligand expression was not different between KC and 4KC mice on a per-cell basis (Fig. 3D) we hypothesized that in 4KC mice, higher overall PDGF ligand levels must be found due to the increased presence of ductal cells (Fig. 2B). Indeed, Enzyme-linked immunosorbent assay (ELISA) analysis revealed significantly increased levels of the ligand PDGF-AA per gram of 4KC mouse pancreas (Fig. 5K).

### siCAFs hamper antitumor immune responses

Next, we investigated whether the siCAF signature associated with high tissue stiffness was also linked to immune suppression. We did not observe altered frequencies of infiltrating hematopoietic CD45^+^ cells, including CD8^+^ T cells (Fig. 6A and B), CD4^+^ T cells, CD4^+^/Foxp3^+^ regulatory T cells (Tregs), NK-p46 natural killer cells, T-cell receptor (TCR)γδ T cells or neutrophils (Fig. S6A–D), between KC and 4KC pancreata. Further analysis of CD8^+^ T cells revealed a significant reduction in T-cell activation in pancreata from 4KC mice, as indicated by the lower frequencies of CD62L^low^ (Fig. 6C). In contrast, CD8^+^ T-cell activation was significantly increased in the spleen of 4KC mice (Fig. 6D). Taken together, these data indicate that although peripheral T-cell activation appears to be efficient in 4KC mice and CD8^+^ T cells are recruited into the pancreas at similar frequencies in KC and 4KC mice, T-cell responses are hampered within the pancreatic TME.

**Fig. 6.**
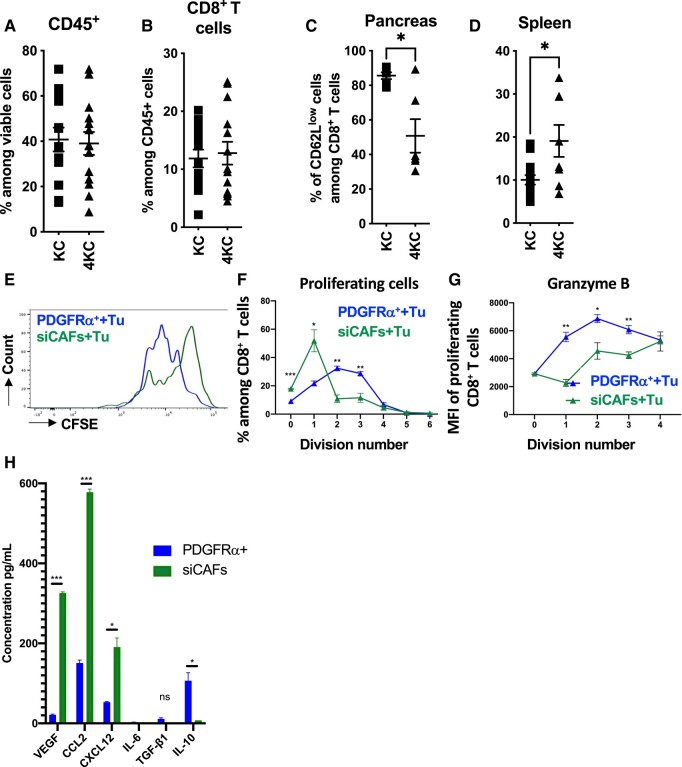
siCAFs prevent efficient T-cell activation. A and B) FACS analysis of the frequencies of CD45^+^ and CD8α^+^ cells in the pancreata of 6-week-old KC and 4KC mice. C and D) Frequencies of CD62L^low^ cells among CD45^+^/CD8α^+^/CD11c^−^ T cells in the spleen and pancreata of KC and 4KC mice. E) CFSE dilution in CD8^+^ T cells cocultured with BMDCs and CD3/CD28 activation beads in PDGFRα^+^ CAF/tumor cell (blue line) or siCAF/tumor cell-conditioned medium (green line). F and G) Proliferating (F) and GrzB (G) producing CD8^+^ T cells at the indicated division numbers after coculture with BMDCs and CD3/CD28 activation beads in PDGFRα^+^ CAF/tumor cell-conditioned (blue line) or siCAF/tumor cell-conditioned medium (green line). G) Cytokine and chemokine profiles detected in PDGRFα and siCAF in conditioned media used in E–G. A–D) Cumulative data from at least two individual experiments with three to four mice per group are shown. E–G) Representative data from two individual experiments with technical replicates are shown. PDGFRα^+^ CAFs and siCAFs were isolated from three 6-week-old 4KC mice. *P < 0.05; **P < 0.01; ***P < 0.001, unpaired t test.

To determine whether the two CAF populations affect CD8^+^ T-cell activation within the pancreas of 4KC mice, we isolated PDGFRα^+^ CAFs and siCAFs from 4KC mice by FACS and cocultured them with a primary tumor cell line (35) to generate CAF-conditioned medium. Next, WT CD8^+^ T cells were cocultured in the presence of bone marrow derived dendritic cells (BMDC)s and CD3/CD28 activation beads using the obtained PDGFRα^+^ CAF- or siCAF-conditioned medium. Reduced proliferation rates were detected with the siCAF-conditioned medium, as indicated by less CarboxyFluoroscein Succinimidyl Ester (CFSE) staining dilution compared with that achieved with the PDGFRα^+^ CAF-conditioned medium (Fig. 6E and F). Moreover, the production of Granzyme B (GrzB) was reduced in proliferating CD8^+^ T cells when they were cultured in the siCAF-conditioned medium (Fig. 5G). Similar results were obtained with KC PDGFRα^+^ CAF- and siCAF-conditioned medium (Fig. S6E and F). T cells cocultured in KC or 4KC PDGFRα^+^ CAF-conditioned medium showed proliferation and GrzB production similar to those cultured in control conditioned medium obtained from tumor cells alone (Fig. S6E and F). In order to determine which soluble factors could be responsible for T-cell-mediated inhibition, we performed a customized LegendPlex array for cytokines and chemokines that have been previously reported to be produced by CAFs (Fig. 6H). We detected a significant increase of Vascular endothelial growth factor (VEGF), CCL2, and CXCL12 amount siCAFs condition media compared with PDGFRα^+^ CAFs condition media. Low quantities of IL-6, TGF-β1, and IL-10 were detected in both conditions. VEGF was previously shown to have a direct immunosuppressive effect on T-cell proliferation and activation (46) suggesting that siCAF T-cell activation inhibition might be at least in part mediated by VEGF.

### PDGF neutralization reduces tumor growth and favors CD8^+^ T-cell response

Our results show that the instruction of siCAFs in 4KC mice occurs early between 1 and 1.5 months after birth and it develops in a PDGF/PDGFR signaling-dependent manner. Moreover, siCAFs prevent an efficient CD8^+^ T-cell immune response, which is a key for tumor elimination (47–49). Thus, we hypothesized that the prevention of siCAF development in 4KC mice could improve the course of the disease. Therefore, we intraperitoneally (ip) injected 4KC mice at 3, 4, and 5 weeks of age with a neutralizing polyclonal anti-PDGF antibody, which recognizes PDGF-AA, PDGF-AB, and PDGF-BB dimers. Control age-matched littermates were injected with 1× Phosphate-buffered saline (PBS). At 6 weeks of age, we analyzed pancreata collected from anti-PDGF- and PBS-injected mice (Fig. 7A). First, we observed a decrease in pancreas weight in 4KC mice injected with anti-PDGF, indicating diminished tumor growth (Fig. 7B and S7A). We next performed FACS analysis and evaluated the frequencies of siCAFs and PDGFRα^+^ CAFs among total CAFs. We observed decreased siCAFs in anti-PDGF-injected 4KC mice compared with PBS-injected 4KC mice (Fig. 7C and D). In addition, we observed an increased percentage of activated CD8^+^ T cells (CD44^+^CD8^+^ T cells) pancreas in the anti-PDGF-treated conditions (Fig. 7E). Furthermore, we observed increased CD31^+^ endothelial cells (Fig. 7F), decreased lesions (Fig. 7G), and increased EPCAM expression (Fig. 7H) in lesions, suggesting an early tumor phenotype. CD8^+^ T-cell activation, indicated by the upregulation of CD44 and CD69 as well as the downregulation of CD62L, was similar in the spleen of anti-PDGF- or PBS-injected 4KC mice (Fig. S6B–D). In addition, IHC analyses revealed the prevention of PDGFRα downregulation in pancreatic lesions by anti-PDGF injection (Fig. 7I), as well as a reduced number of advanced lesions. Furthermore, Sirius red staining showed decreased collagen fiber deposition in anti-PDGF condition (Fig. 7J). Taken together, our data show that PDGF neutralization leads to the reprogramming of the tumor environment.

**Fig. 7.**
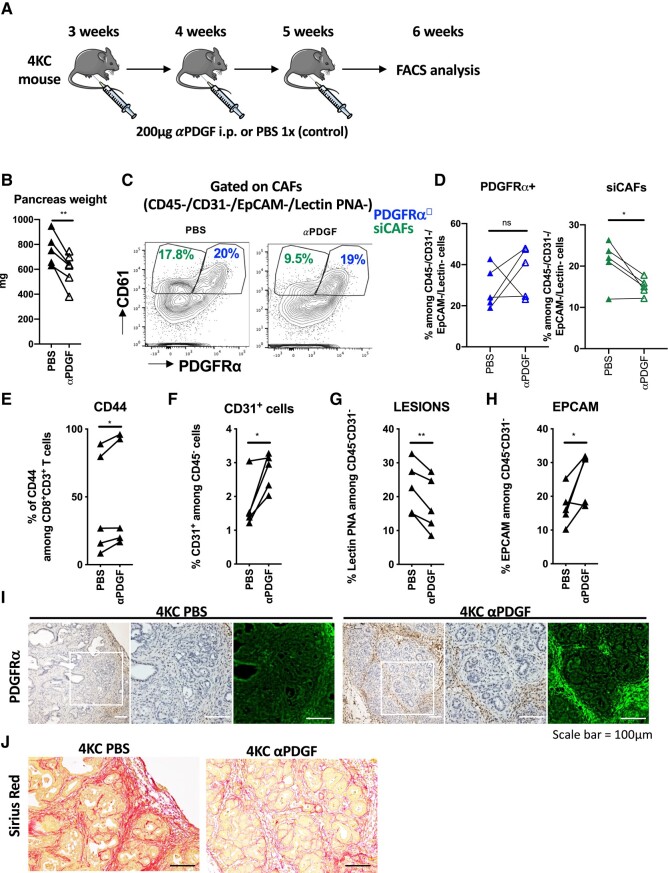
PDGF neutralization reduces stromal activation and promotes PDGFRα surface expression. A) Graphical scheme representing the treatment schedule for 4KC mice: at 3, 4, and 5 weeks of age, 200 µg of neutralizing anti-PDGF antibody diluted in 100 µL of PBS was administered ip; age-matched control mice received PBS alone. One week after the last injection, the mice were sacrificed, and harvested pancreata were subjected to FACS and IHC analyses. B) Weight (mg) of pancreata excised from 6-week-old 4KC mice. Lines connect age-matched littermates treated with the anti-PDGF antibody (white) or PBS alone (black). C) Representative FACS dot plots showing the surface expression of PDGFRα and CD61 on CAFs in pancreata from 6-week-old 4KC mice treated with the anti-PDGF antibody (right) or PBS (left). Cells were gated on viable CD45^−^CD31^−^Lectin PNA^−^EpCAM^−^CAFs. D) Frequencies of PDGFRα^+^ CAFs and siCAFs among CD45^−^CD31^−^Lectin PNA^−^EpCAM^−^CAFs in pancreata from 6-week-old 4KC mice treated with the anti-PDGF antibody or PBS. E–H) FACS analysis of the percentages of CD44^+^ among CD8^+^ T cells (E), CD31^+^ cells among CD45-cells (F), Lectin PNA^+^ (G), and EpCAM^+^ (H) cells among CD45^−^CD31^−^ cells isolated from the pancreas of 6-week-old 4KC mice treated with the anti-PDGF antibody or PBS. I) Representative images of IHC staining for PDGFRα in sections of pancreata from 6-week-old 4KC mice treated with the anti-PDGF antibody (right panel) or PBS (left panel). White squares indicate the magnified regions of each panel. The images on the right of each panel show pseudocolored PDGFRα^+^ cells (green). *P < 0.05, **P < 0.01.

### Identification of siCAFs in the human setting

To relate our findings to human PDAC patients, we performed FACS analysis of primary pancreatic CAFs obtained from four different donors. Similar to our mouse results, we detected an abundant siCAF population correlated with a reduced PDGFRα^+^ CAF population, indicating a differentiation-dependent connection between these two populations (Fig. 8A). Further analysis showed that the overall expression of the known CAF markers and integrins PDGFRα, CD61, CD29, FAP, and Fibroblast specific protein (FSP)-1 was significantly lower in siCAFs than in PDGFRα^+^ CAFs (Fig. 8B–F). To determine whether it is possible to reprogram siCAFs in the human setting, we performed in vitro coculture of human CAFs with human pancreatic cancer cell line PANC-1 cells, a human PDAC cell line previously described to express ALK4 (24) and respond to activin A (25), in the presence or absence of ActRIIBFc. FACS analysis showed that in the presence of PANC-1 cells, CAFs lost expression of PDGFRα which was similar to the mouse results and that the addition of ActRIIBFc did not have any effect on the amount of siCAFs. To get insight into the existence of siCAFs in human setting, we applied siCAFs signature to a scRNA dataset specific for pancreas (50). As shown in Fig. 8H, the annotated dataset includes a well-defined “fibroblast” cluster. We extracted 10,953 human fibroblasts (1,037 and 9,916 from nontumor and tumor tissues, respectively), classified these fibroblasts according to human CAF signatures (51) that distinguish iCAFs, myCAFs, and meCAF as well as normal fibroblasts and applied the 29-gene siCAF signature (38). As shown in Fig. 8I, the siCAF score was expressed in all three types of CAFs at significantly higher levels than normal fibroblasts. In order to determine whether similar association between siCAFs and tissue stiffness exists in human tissues, we took advantage of a previously published stiffness signature (Table S2) (52). This stiffness score was upregulated in tumor CAFs compared with normal fibroblasts (Fig. 8J). Moreover, siCAF and stiffness scores were significantly correlated across all PDAC CAF cells (Fig. 8K). Altogether, these data suggest for the first time that paracrine signaling between tumor cells and CAFs is able to induce siCAFs phenotype independent of the genetic background.

**Fig. 8.**
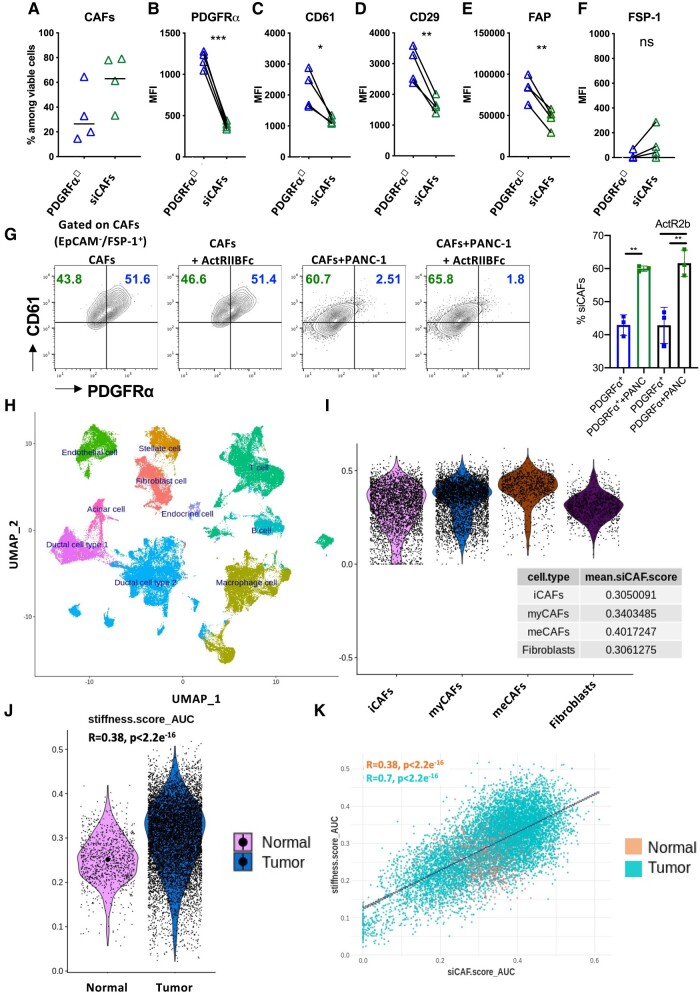
Tumor cells instruct siCAFs in human PDAC. A) FACS analysis of the frequencies of PDGFRα^+^ CAFs and siCAFs among viable cells after CAF isolation. B–F) FACS analysis of the MFIs of PDGFRα (B), CD61 (C), CD29 (D), FAP (E), and FSP1 (F) on PDGFRα^+^ CAFs and siCAFs. G) Representative FACS dot plots showing the surface expression of PDGFRα and CD61 on EpCAM^−^FSP1^+^ CAFs after coculturing with or without PANC-1 tumor cells in the absence or presence of the soluble activin A inhibitor ActRIIBFc. Frequencies of siCAFs generated in the absence or presence of ActRIIBFc. *P < 0.05; **P < 0.01; ***P < 0.001, unpaired t test (A-G). H) UMAP projection of PDAC single-cell Atlas comprising over 70 samples and >130,000 cells, most of them from cancer samples (>110,000 cells). I) siCAF signature distribution among fibroblast and described CAF subtypes. J) Previously described stiffness score distribution among tumor CAFs and normal fibroblasts. K) Correlation between the stiffness score and siCAF score.

## Discussion

In this study, we show for the first time that targeting PDGF signaling through a ligand trap approach is able to inhibit tumor progression by reprogramming the activation status of the CAFs. Despite the previously described heterogeneity of CAF populations (19–21), we showed here that PDGFRα and CD61 were able to define two activation states reflecting the stiffness of the TME and that physical constraint was able to remodel the immune response outcome and the consequent tumor progression.

Enhancement of intrinsic PDGFR signaling induced by mutational activation of PDGRFA, but not PDGRFB, systemically induced fibroblastic hyperplasia and increased ECM deposition similar to that observed in collagen diseases (53). PDGFRA point mutations (gain of function) were reported to be associated with gastrointestinal tumors (54, 55). The secretion of PDGFs by platelets and their effects on fibroblasts play a role in wound healing (56). Exogenous PDGF-BB accelerates ulcer healing in diabetic patients (57). High expression of *PDGFA* has been reported to predict a poor prognosis in esophageal squamous cell carcinoma (58). Transgenic mice overexpressing PDGFA have been shown to display severe fibrotic reactions in the heart supporting the crucial role of this ligand in ECM deposition (59). PDGF-AA binds primarily to PDGFRα, while PDGF-AB and PDGF-BB bind to PDGFRα as well as other receptor subtypes, such as PDGFRβ (60). Our results are supported by previous reports showing that stromal constitutive activation of PDGFRα (by using mice that harbor a mutation in the activation loop of PDGFRα tyrosine kinase domain) in the mammary stromal fibroblast compartment led to fibrosis and concomitant increase in collagen deposition (61). We demonstrated here that continuous binding of PDGF-AA to PDGFRα induced receptor downregulation, leading to the emergence of siCAFs. Our data are in accordance with previous findings in vascular smooth muscle cells showing that PDGFRα protein was decreased on stiff substrates, indicating internalization and degradation through ligand bound to the receptor (62). Furthermore, previous work highlighted that in PDAC, PDGRFA expression by CAFs is associated with an inflammatory phenotype in iCAFs and FB1 CAFs (20, 63). The expression analysis of genes encoding CAF markers other than PDGFRA and PDGFRB (64, 65) showed that FSP1 expression was significantly increased on PDGFRα^+^ CAFs from 4KC mice (stiff conditions). This finding was validated by the high expression of FSP1 observed in a human setting, suggesting that FSP-1 might be a universal bona fide marker of activated CAFs. The expression of integrins, such as CD29/ITGB1 (66, 67) or CD61/ITGB3 (68), on the surface of CAFs has been previously described. Here, we show that CD29 and CD61 expression was downregulated on siCAFs in both mouse and human settings, suggesting an active role in signaling. Previous work from our group showed that βig-h3/TGF-βi was able to bind CD61 and phosphorylate Lck at Y505 (35, 36) and Focal adhesion kinase (FAK) (69). We reported that βig-h3 was highly expressed in stiff conditions and that the use of an anti-βig-h3 antibody was able to reduce TME stiffness (35, 69), suggesting that targeting both PDGF-AA and βig-h3 might represent a promising therapeutic combination.

Herein, the pro- and anti-inflammatory properties of CAFs are demonstrated to be highly dependent on intratumoral location and less dependent on origin. We demonstrated that PDGFRα^+^ CAFs had no potential to inhibit a T-cell response in vitro under the loose condition (KC condition). Under stiff conditions, this population had less inhibitory potential than siCAFs, highlighting the importance of the mechanical properties of the tissue in the education of CAFs. Several publications have demonstrated that these cells are important for sensing mechanical changes in tissues not only at homeostasis but also in pathological conditions, i.e. fibrosis. The important finding of this study is that despite the origin of the cells, the mechanical constraint together with the secretion of soluble factors breaks the heterogeneity of CAFs into a binary classification according to their “microenvironment sensing,” namely, PDGRFα^+^ CAFs and siCAFs. This creates the option of targeting a pathway through a ligand trap approach that would reprogram siCAFs into PDGFRα^+^ CAFs rather than targeting a particular surface marker. This might also be beneficial since the elimination of CAFs by antibody-dependent cytotoxicity has been shown to be deleterious in PDAC (clinical trial failure).

A hallmark of the pathogenesis of solid cancers such as PDAC escapes from efficient antitumor immune responses. It has been demonstrated that the collagenous TME can restrain infiltrating CD8^+^ T cells from accessing tumor cells (70, 71). Additionally, the cytotoxic activity of tumor-infiltrating lymphocytes can be reduced by insufficient T-cell priming (72). CD8^+^ T-cell exclusion from the tumor bed has been proven to be a key element in the antitumor response (48). We show here that early mechanical and paracrine education through PDGF ligands (PDGF-AA in particular) can skew an effective antitumor response in situ. Although we identified potent immune priming of CD4^+^ and CD8^+^ T-cell responses in the spleen, the number of activated CD8^+^ T cells in the stiff pancreas was diminished compared with that in the loose pancreas, indicating that local tissue mechanics are a key element in the outcome of the immune response. Further studies combining spatial detection of activated CD8^+^ T cells and tissue rigidity would provide indications of the outcome of immune checkpoint therapy. Interestingly, we also observed an increase in CD31 expression in PDGF-depleted conditions, suggesting that an increase in modified interactions at the level of blood vessels might involve other partners that prevent an efficient T-cell response (i.e. MDSCs or macrophages). Further investigation linking the availability of PDGF-AA to angiogenesis should shed new light on this additional mechanism of action.

Based on our data, we established a model of the mechanism of action. As tumors evolve, they proliferate, produce PDGF ligands, and instruct CAFs via a paracrine effect. PDGFRα^+^ CAFs become siCAFs capable of inhibiting T-cell responses in situ. By using a PDGF-AA ligand trap approach, neoplastic tissue homeostasis can be restored. Neutralization of the PDGF-AA leads to PDGRFα^+^ CAF maintenance associated with soft conditions and an efficient T-cell response. Our study provides support for the translational potential of using a PDGF ligand trap strategy.

## Supplementary Material

pgad405_Supplementary_Data

## Data Availability

All data will be publicly released. GEO Accession: GSE231348. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE231348

# Supplementary material for: Stiffness-induced cancer-associated fibroblasts are responsible for immunosuppression in a platelet-derived growth factor ligand-dependent manner
**Source:** PNAS Nexus. 2023 Dec 18;2(12):pgad405. doi: 10.1093/pnasnexus/pgad405
**Supplement:** pgad405_Supplementary_Data

Supplementary Information

Immunohistochemistry (IHC) and immunofluorescence (IF)

Formalin-fixed paraffin-embedded (FFPE) mouse pancreata were sectioned at 4 μ m. FFPE samples were rehydrated by heating slides at 55°C for 30 minutes and successive baths of xylene and ethanol (100%, 95%, 70%). In sections submitted for IHC, endogenous peroxidase was inactivated with 3% H₂O₂. IHC and IF staining procedures were performed after heat-induced epitope retrieval using an antigen-unmasking solution (Vector Laboratories, US). The sections were incubated with primary antibodies overnight at 4°C in a wet chamber. Next, the sections were incubated with biotinylated (IHC) or fluorochrome-conjugated (IF) secondary antibodies for 1 h at room temperature (RT). IHC staining was visualized using 3,3'-diaminobenzidine (DAB kit; Vector Laboratories, UK), and the sections were counterstained with hematoxylin. IF sections were counterstained by mounting with Vectashield mounting medium with DAPI. Hematoxylin & eosin (H&E) staining was performed using a standard protocol. IHC and H&E staining was imaged using a Carl Zeiss microscope Axioscan 7. IF images were acquired on a Carl Zeiss LSM 880 microscope. FIJI imaging software was used for visualization and/or analysis of IHC, IF, and H&E staining.

Flow cytometric analysis

Single-cell suspensions were stained with fluorochrome-labeled antibodies for 20 minutes at 4°C. Fixable viability dye (BioLegend) or DAPI staining was performed to exclude dead cells from the analysis. The stained cells were fixed directly by incubation in FACS buffer supplemented with 4% paraformaldehyde (PFA) for 20 minutes at 4°C, or intracellular staining was performed using the Fixation/Permeabilization Kit (BD Biosciences). No fixation/permeabilization was performed if the cells were subjected to FACS sorting. Stained cells were acquired on a BD Fortessa flow cytometer (BD Biosciences) for FACS analysis. For CAF and ductal cell isolation, cells were acquired on a BD FACS Aria (BD Biosciences), and the sorted cells were collected in DMEM containing 10% (functional assays) or 20% fetal calf serum (FCS) (RNA isolation). FACS data were analyzed using FlowJo software (TreeStar). A list of the antibodies used for flow cytometry can be found in the Supplementary Methods.

Supplemental list of FACS antibodies

The following antibodies and reagents were used for flow cytometric analysis and FACS sorting of cells freshly isolated from mouse pancreata or spleens:

anti-CD4-BV605 or anti-CD4-PE (RM4-5); anti-CD8 α -PE-Cy7 (53-6.7); anti-CD11c-BV510 (N418); anti-CD29-PerCP-Cy5.5 (HM β 1-1); anti-CD31-BV421 (390); anti-CD44-AF700 (IM7); anti-CD45-BV421, anti-CD45-APC-Cy7 or anti-CD45-BV650 (30-F11); anti-CD61-PE-Cy7 (2C9.g2); anti-CD62L-PE or anti-CD62L-BV510 (MEL-14); anti-CD69-BV785 (H1.2F3); anti-CD326/EpCAM-FITC or anti-CD327/EpCAM-BV421 (G8.8); anti-CD355/NKp46-BV421 (29.A1.4); anti-Foxp3-AF647 (MF-14); anti-Granzyme B-AF647 (GB11); and anti-Ly6G-AF700 (1A8) were obtained from BioLegend. Anti- α SMA-eF660 (1A4), anti-CD11c-AF700 (N418), anti-CD31-SuperBright 645 (390), anti-CD45-APC (30-F11), anti-FSP1/S100-Biotin (4C4.9), anti-GFAP-AF488 (GA5), anti-PDGFR α /CD140a-APC-eF780 or anti-PDGFR α /CD140a-SuperBright 600 (APA5), anti-PDGFR β /CD140b-SuperBright780 (APB5), and anti-TCR $\gamma\delta$ -APC (eBioGL3) were obtained from ThermoFisher. Anti-FAP1-AF488 (Polyclonal) was obtained from Bioss Antibodies/CliniSciences, anti-CD44-PE (KM18) was obtained from Immuno Tools, and anti-CD69-PerCP-Cy5.5 (H1.2F3) was obtained from BD Biosciences. Anti-Lectin PNA-AF568 or anti-Lectin PNA-AF647 was obtained from ThermoFisher. Streptavidin-BV510 was obtained from BioLegend.

Antibodies against the following markers were used for flow cytometric analysis of primary PDAC patient-derived CAFs:

CD29, CD61, FAP1, PDGFR α /CD140a, and PDGFR β /CD140b.

Supplemental list of IHC and IF antibodies

The following antibodies were used for IHC or IF staining:

Purified anti-CD61/ITG β 3 (EPR20825) obtained from Abcam and anti-PDGFR α /CD140a (16A1) obtained from BioLegend were revealed with biotinylated horse- α -rabbit and goat- α -mouse secondary antibodies, respectively. Purified anti-CK19 (TROMA-III) obtained from Developmental Studies Hybridoma Bank (DSHB) and anti- α SMA (polyclonal) obtained from GeneTex were revealed with donkey α -rat-AF488 and donkey α -rabbit-Cy3 secondary antibodies, respectively.

AFM: protocol application

The mechanical properties of pancreatic tissue areas were determined by AFM as described previously (34). Briefly, in AFM, the tip of a cantilever is pushed against sample tissue, and its deflection is monitored. Based on the stiffness constant of the cantilever, the deflection indicates the resisting force of the sample (34). The applied protocol allows the measurement of tissue stiffness very locally in a minimally invasive manner by deforming the sample down to a depth of 100 nm.

The stiffness patterns of different regions within a pancreatic lesion (stromal compartment and tumor cells) were determined at high resolution by applying quantitative nanomechanical mapping and force volume protocols (Bruker). In these protocols, the AFM probe oscillates at a low frequency while horizontally scanning the sample and generating a force curve each time the probe contacts the sample. The elastic modulus reflecting the stiffness of the sample is extracted from each curve by applying the Sneddon (Hertz) model, resulting in a 2D stiffness map in which each pixel represents one force curve.

Cell isolation from mouse tissues

Excised mouse pancreata were washed in phosphate-buffered saline (PBS) and minced into small fragments, followed by incubation in a collagenase solution (1 mg/ml collagenase P obtained from Sigma-Merck in HBSS) at 37°C for 20 minutes. A single-pancreatic cell suspension was obtained by sequentially filtering the digested tissue through a 100-µm cell strainer followed by a 70-µm cell strainer. Spleens were homogenized by filtration through a 100-µm cell strainer to obtain single-cell suspensions. Red blood cells were lysed using NH₄Cl lysis buffer.

scRNAseq: quality control and data analysis

FACS-purified CAFs and ductal tumor cells from a pool of five KC or 4KC mice were partitioned into nanoliter-scale gel bead-in-emulsions (GEMs) with the Chromium Single Cell Controller (10x Genomics) at the in-house Single Cell Platform (CLB/CRCL). After cell encapsulation and barcoding, library preparation followed the standard 10x Genomics 3'scRNAseq protocol comprising reverse transcription, amplification, and indexing. Sequencing was performed using a NovaSeq Illumina device (Illumina). Illumina bcl files were basecalled, demultiplexed and aligned to the mouse mm10 genome using CellRanger software (10x Genomics).

Count data (filtered barcode matrices) were obtained with CellRanger (10xGenomics). All downstream analyses were performed using R/Bioconductor/CRAN packages, R version 4.2.2 (2022-11-10) [<https://cran.r-project.org/>; <http://www.bioconductor.org/>; <https://cran.r-project.org/>] on a Linux platform (x86_64-pc-linux-gnu [64-bit]). Filtered barcoded matrices were used to create Seurat objects (81) for each condition that were subsequently merged (package 'Seurat' v.4.1.1).

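Of the barcodes called as cells, the limits on features and on mitochondrial share kept 87.9% in the KC CAF library, 54.7% in the KC ductal library, 80.3% in the 4KC CAF library and 60.6% in the 4KC ductal library. Fewer than 1000 features were found in 481, 451, 804 and 446 barcodes in the same order, and more than 6000 in 9, 9, 22 and 8. A mitochondrial share of 10% or more was found in 126, 283, 348 and 388 barcodes, some of which also failed the limit on features. The kept cells had a median of 3138, 3289.5, 3003 and 3241 features, and a median mitochondrial share of 1.60%, 2.43%, 1.55% and 2.31%. In all, 8918 cells were kept. Of the cells in the deposited table, 3647 of the KC CAF fraction, 614 of the KC ductal fraction, 3579 of the 4KC CAF fraction and 833 of the 4KC ductal fraction were among them. The table also holds cells with a mitochondrial share of 10% or more as computed here, 8 and 43 in the KC and 4KC CAF fractions and 56 and 65 in the ductal fractions.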

A total of 8878 cells (3638 4KC CAFs, 3664 KC CAFs, 901 4KC Ducts, and 675 KC Ducts) remained after filtering for quality parameters (number of features per cell between 1000 and 6000, fraction of mitochondrial genes < 10%). The Seurat SCTransform function was used to

simultaneously normalize, identify variable features and scale the data. Following dimension reduction with principal component analysis (PCA), the first 30 dimensions were used to construct a shared nearest neighbor (SNN) graph using the FindNeighbors function. Clusters were identified with a resolution of 0.1 and projected in two-dimensional plots using UMAP [arXiv: 1802.03426v3]. The markers of each cluster and DEGs in pairwise comparisons were identified using the FindAllMarkers and FindMarkers functions, respectively (main parameters: only.pos = F, min.pct = 0.25, and logfc.threshold = 0.25), with an adjusted p value threshold of 0.05. 

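Seurat's average log2 fold change compares means of normalized values over cells, whereas the log2 of 4KC over KC used elsewhere here compares summed UMIs. Both scales were computed for the 72 genes of Table S1 in Pdgfra positive CAFs. From the rebuilt SCTransform values, Seurat's fold change differed from the value in Table S1 by a median of 0.0358 and by at most 0.179, for mt-Nd3. From the deposited values, the differences were 0.0282 at the median and 0.0907 at most. The p-values of these functions take cells as replicates, which measures the spread between cells of 1 pool and not between mice, so none was computed.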

Fibroblasts (CAFs) were identified and re-clustered with a higher resolution (0.5). Known CAF markers(23, 24) were used to score each cell according to their myofibroblastic (myCAFs), inflammatory (iCAFs), and antigen-presenting (apCAFs) signatures, using the AUCell package (v.1.18.1). Pathway analyses were performed with the enrichment functions of the 'ClusterProfiler' package (v.4.7.1). Pathway scores were estimated with the Seurat AddModuleScore function using 100 control features after downloading relevant pathways with the R packages enrichR v.3.1 (82, 83) and pathfindR v.1.6.3 (84). 'SingleCellSignalR' v.1.8.0 was used to study cell interaction networks on Seurat preprocessed data, using the major cell type labels (i.e. ducts, CAFs), independently for the two study conditions (i.e. KC and 4KC). 

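The signature score ranks the genes of each cell by their UMIs and sums how early the 29 genes appear in that ranking. It was rebuilt over 20205 ranked genes, with the window at the top 5% of the ranking as the main setting. A window of 10% gave medians over all cells of the CAF fraction of 0.381 in KC and 0.443 in 4KC. In cells thinned to 2000 UMIs, the medians were 0.221 and 0.262.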

All receptor:ligand analyses were done in "paracrine" mode and visualized with the chord plot and heatmap functions of the same package. siCAF signature using the AUCell method to calculate a score for every single cell (46).

CAF differentiation assay: coculture of isolated PSCs and acinar cells

PSCs were isolated from wild-type (WT) C57BL/6 mice as previously described (17, 23). Briefly, a single-pancreatic cell suspension was resuspended in 9 ml of GBSS containing 0.3% BSA and 43.75% Histodenz (Sigma-Merck), placed into a 15-ml conical tube and overlaid with 6 ml of GBSS containing 0.3% BSA. After gradient centrifugation, the cells within the gray band just above the interface between the GBSS and Histodenz layers were harvested and used for CAF differentiation.

Acinar cells (Acs) were isolated from KC and 4KC pancreata after digestion in a collagenase/soybean trypsin inhibitor solution (1 mg/ml collagenase P and 25 µg/ml soybean trypsin inhibitor, both obtained from Sigma-Merck, in HBSS).

PSCs and acinar cells were labeled using a CellTrace-CFSE or CellTrace-Violet proliferation kit (Invitrogen), respectively, and cocultured in DMEM (Gibco) containing 10% FCS, penicillin/streptomycin, and 0.2 mg/ml soybean trypsin inhibitor (Sigma-Merck) at a ratio of

1:2 in 24-well plates equipped with discs made of rat tail collagen (Sigma-Merck). For certain conditions, the activin A inhibitor ActRIIBFc (gift from Olli Ritvos, Helsinki, Finland) was added at a final concentration of 0.5 µg/ml. After six days, the cells and collagen plates were recovered, and FACS analysis was performed to evaluate the differentiation of WT PSCs into CAFs.

Mouse cells lines

The isolation and culture of cells were performed using a protocol adapted from previously published protocol (35). Tumor primary cell line 4KC was obtained from the pancreas of 2.5-months old 4KC mice using the same protocol. After several passages, the cells were infected with a lentivector expressing H2B GFP as previously described (36). Immortalized mouse pancreatic stellate cells (iPSCs) were obtained from Tuveson DA (23).

Human CAF generation

Small pancreatic tissue blocks were obtained from patients with resectable PDAC during pancreatic surgery. The experimental procedure relating to the use of patient-derived pancreatic tumor pieces was performed after approval by the South Mediterranean Personal Protection Committee under reference 2011-A01439-32. Primary CAFs were isolated as previously described (37). Briefly, tumors were cut into small pieces (1 mm³) using a razor blade. The tissue pieces were dissociated using the Tumor Dissociation Kit (Miltenyi Biotec; 130-095-929) according to the manufacturer's recommendations. The cells were then resuspended, passed through a cell strainer (100 µm), and plated. Primary CAFs were used between passages 4 and 8. Primary CAF features were verified by flow cytometry with positive α-SMA and FAP staining. Immortalized CAFs were generated from primary CAFs of limited passage via retrovirus-mediated expression of human telomerase reverse transcriptase (hTERT).

Human primary CAFs were cultured in Dulbecco's modified Eagle's medium (DMEM)/F-12 supplemented with 10% fetal bovine serum (Biosera FB-1001/500), 2 mmol/l l-glutamine (Invitrogen; 25030-024), 1% antibiotic-antimycotic (Invitrogen; 15240-062), and 0.5% sodium pyruvate (Invitrogen; 11360-039). Human immortalized CAFs were cultured in DMEM/F-12 supplemented with 10% fetal bovine serum and 1% antibiotic-antimycotic. The pancreatic cancer cell line PANC-1 was obtained from ATCC and cultured in DMEM GlutaMAX (Gibco 10566016) supplemented with 10% fetal bovine serum and 1% antibiotic-antimycotic. For coculture experimental conditions, primary CAF medium was used. Cells were authenticated through an STR profile report (LGC Standard) and confirmed to be mycoplasma free (Lonza, LT07-318).

PANC-1 cells were plated 24 h before coculture with CAFs in triplicate for each experimental condition and treated with 0.5 µg/ml ActRIIbFc inhibitor. The following day, human primary or immortalized CAFs were plated in monoculture or coculture according to the experimental conditions at a 2:1 ratio with PANC-1 cells and were treated with 0.5 µg/ml ActRIIbFc inhibitor. Half of the cell culture medium was refreshed every 48 h with the addition of 0.5 µg/ml ActRIIbFc inhibitor until day 6 of culture. Cells were detached using StemPro Accutase cell dissociation reagent (Gibco A1110501) and washed once with PBS. Samples were resuspended in FACS buffer (0.5% BSA and 2 mM EDTA in PBS) and surface stained with the following fluorochrome-coupled antibodies: anti-CD61 (BioLegend 370010), anti-CD140a/PDGFRα (BD Biosciences 742666), anti-FAP (R&D Biotechne FAB3715R), and anti-EpCAM (BioLegend 324204). Intracellular staining using anti-α-SMA (R&D Biotechne IC1420P) and anti-FSP-1 (BioLegend 370010) antibodies was performed following fixation and permeabilization with BD Cytotfix/Cytoperm (554714). Samples were analyzed on a BD LSRFortessa X20 cell analyzer.

PDGFRα tyrosine phosphorylation and Western blot

iPSCs were seeded onto 6 wells plate (4.0×10^5 cells per wells). Treatments of various lengths (10min, 30min, 2h) were done with 4KC conditioned medium or mouse recombinant PDGF-AA protein (Biolegend, 776304) at 50ng/mL. For proteasome inhibition, cells were starved and treated with the proteasome inhibitor MG-132 (Sigma Aldrich, M8699-1MG) at 10µM for 12h. Cell extracts were prepared from cultured cells lysed by scratching at 4°C in 80uL RIPA (ThermoFisher, 89900) supplemented with protease (Roche, 04693159001) and phosphatase inhibitors (Roche, 04906837001). Obtained lysates were sonicated and centrifugated at 13,000g for 15min at 4°C. Equal amount of proteins were separated by SDS-PAGE then transferred onto Immune-Blot PVDF membrane. Membranes were incubated in blocking buffer containing 5% milk or Bovine Serum Albumine (BSA) (Sigma Aldrich, A2153-100G) in Tris Buffered Saline/Tween 20 (TBST). The blots were then probed overnight at 4°C with the appropriate primary antibodies. The membranes were revealed with the appropriate secondary antibodies for 1h at RT. Detection was performed by enhanced chemiluminescence using Pierce™ ECL Western Blotting Substrate (Thermo Scientific, 32106) according to the manufacturer's protocol. Tubulin was used as a loading control. Antibodies and dilutions were as follows: anti-p-Ty754 Ab (Thermo Fisher, TF441008G), 1:1000; anti-PDGFRα (Cell Signalling Technology, 3174S), 1:1000; anti-Tubulin (GenTex, GTX628802), 1:1000. Secondary HRP-

conjugated anti-rabbit Ab (Jackson Immuno Research, 711-035-152) or anti-mouse Ab (Jackson Immuno Research, 715-035-150).

CAF and 4KC-conditioned medium

For the generation of conditioned medium, CAF subpopulations isolated by FACS were cocultured with cells from the KIC tumor cell line (35) at a ratio of 1:1 in DMEM containing 10% FCS. After a 48-h incubation at 37°C and 5% CO₂, the supernatants were collected and stored at -20°C until further use. For the generation of conditioned medium, 4KC cells (1.5 x10⁴ cells per wells) were seeded onto 6 wells plate in DMEM containing 10% FCS. After 7 days of incubation at 37°C and 5% CO₂, the supernatants were collected and stored at -20°C until further use.

Bone marrow-derived dendritic cell (BMDC) generation

To generate bone marrow-derived monocytes, bone marrow cell suspensions were isolated by flushing the femurs and tibias of 8- to 12-week-old C57BL/6 mice (Charles River) with DMEM containing 10% FCS as previously described (36). Cell aggregates were dislodged by passing the suspension through a 70-µm cell strainer. Lysis of red blood cells was performed with ammonium-chloride-potassium (AKC) lysis buffer. The obtained cells were incubated for 6 days at 37°C and 5% CO₂, and every other day, fresh DMEM containing 10% FCS and GM-CSF was added.

T-cell proliferation assay

Spleen and lymph nodes from 8 to 12-weeks old C57BL/6 mice were harvested, mechanically dissociated and cell suspension was incubated with anti-CD8α magnetic beads following manufacturer's protocol (Miltenyi Biotec). MACS-purified CD8⁺ T cells were labeled with a CellTrace-CFSE proliferation kit (Life Technologies) according to the manufacturer's protocol. The CFSE-labeled CD8⁺ T cells were cultured for 2 days in the presence of BMDCs (T cells:BMDCs=16:1). Mouse T-Cell-Activator CD3/CD28 Dynabeads (Gibco) were added to the coculture (T cells:Beads=1:1). The proliferation of the CD8⁺ T cells was evaluated at the end of the culture period by analyzing CFSE dilution using flow cytometry.

Enzyme-linked immunosorbent assay (ELISA)

To determine the amount of PDGF-AA in tissue samples, freshly excised mouse pancreata were weighed and finely minced. Then, 500 µl of 1x PBS was added to the tissue fragments of each pancreas and thoroughly mixed. After centrifugation for 5 minutes at 300 g, the supernatant was collected, and a mouse PDGF AA ELISA kit obtained from Abcam was used according to the manufacturer's protocol.

# Supplementary material for: Stiffness-induced cancer-associated fibroblasts are responsible for immunosuppression in a platelet-derived growth factor ligand-dependent manner
**Source:** PNAS Nexus. 2023 Dec 18;2(12):pgad405. doi: 10.1093/pnasnexus/pgad405
**Supplement:** pgad405_Supplementary_Data

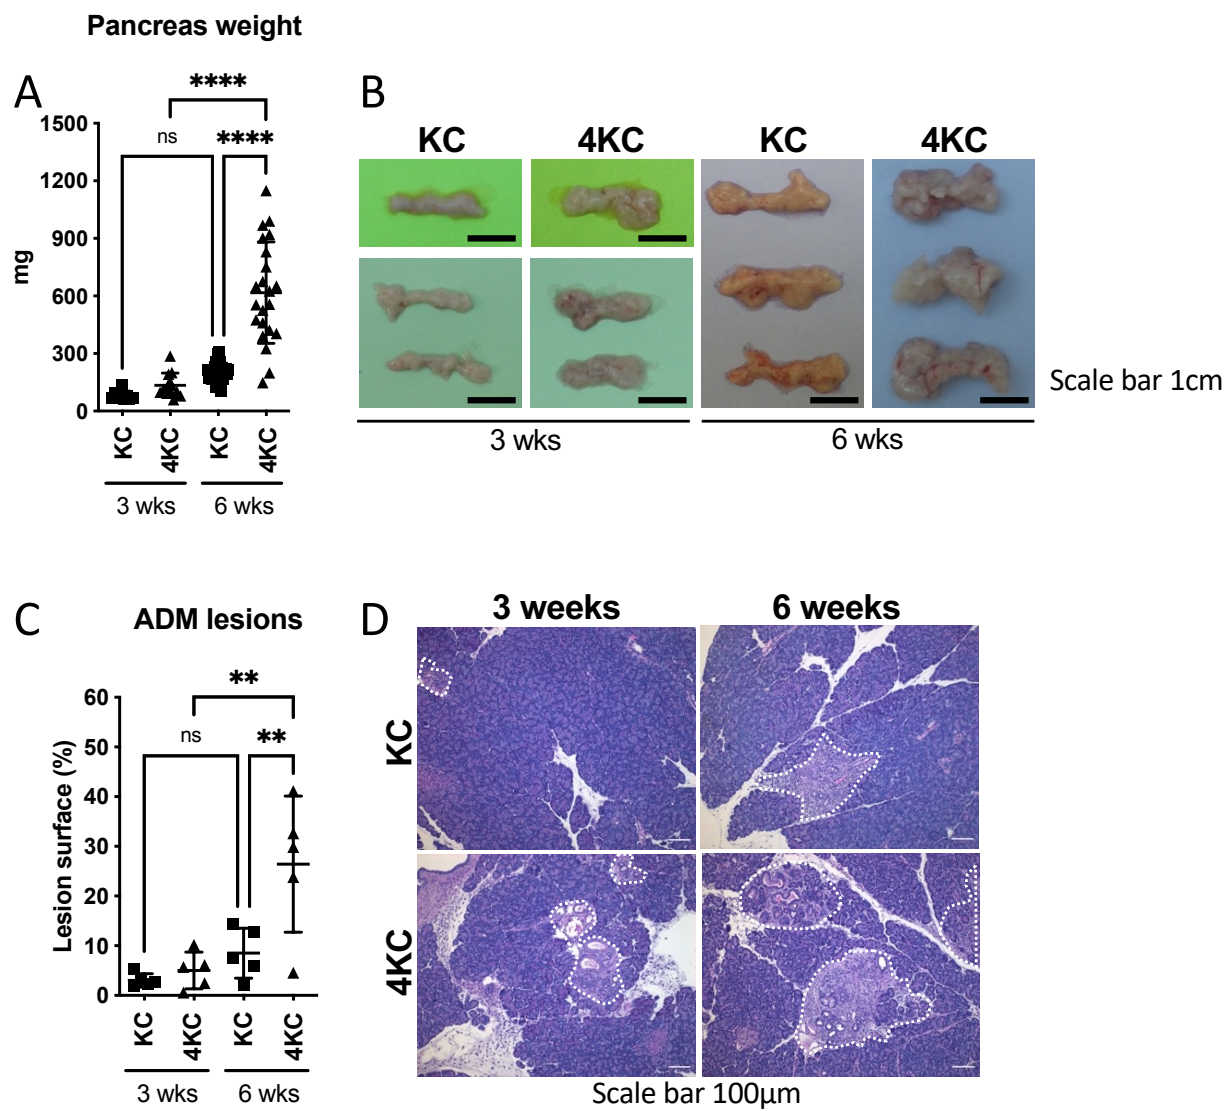

Supplementary Fig. 1

Supplementary Figure 1: ALK4 signaling disruption in tumor cells promotes tumor progression and stromal development.

(A) Weight (mg) of pancreata excised from three- or six-week-old KC and 4KC mice. Cumulative data from three individual experiments with 3-5 mice per group are shown. (B) Representative photographs of pancreata from three- (left panel) or six-week-old (right panel) KC and 4KC mice. (C) Quantification of the lesional pancreatic surface of three- or six-week-old KC and 4KC mice (bottom). Representative data from two individual experiments with 5 mice per group are shown. (D) Representative photographs of pancreata from three- (left panel) or six-week-old (right panel) KC (top) and 4KC mice (bottom); dashed lines mark representative lesions included in the quantification. (A and C) The mean values $\pm$ SEMs are displayed. ** $p < 0.01$; **** $p < 0.0001$.

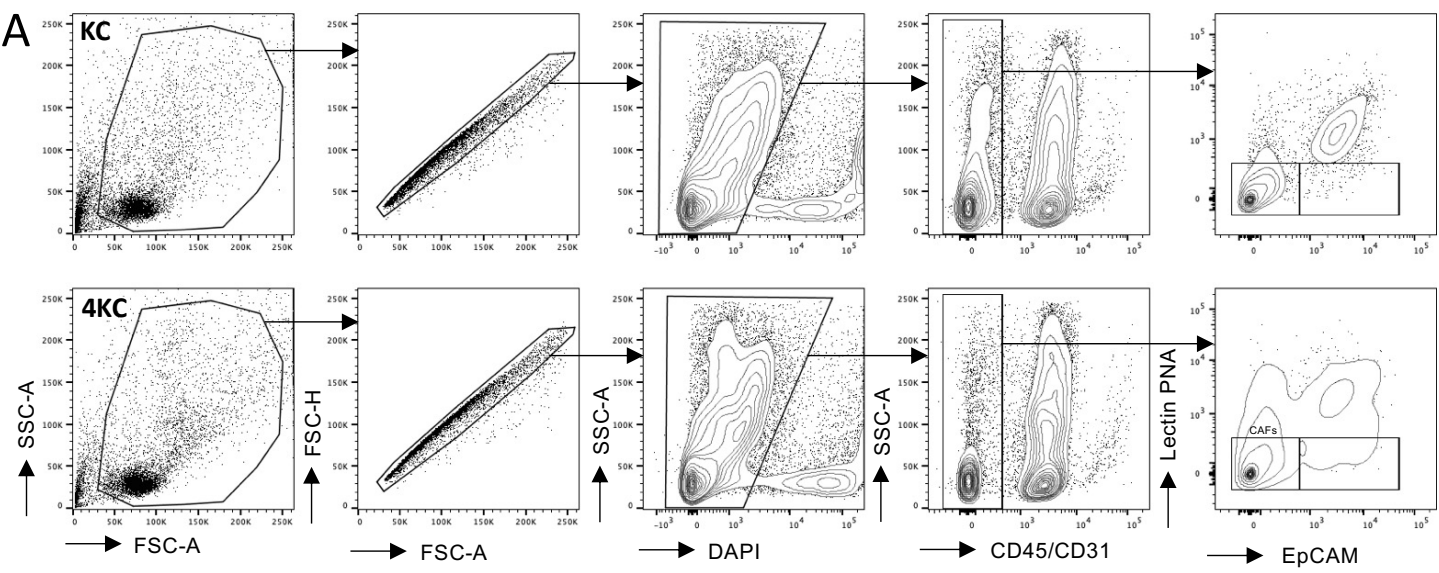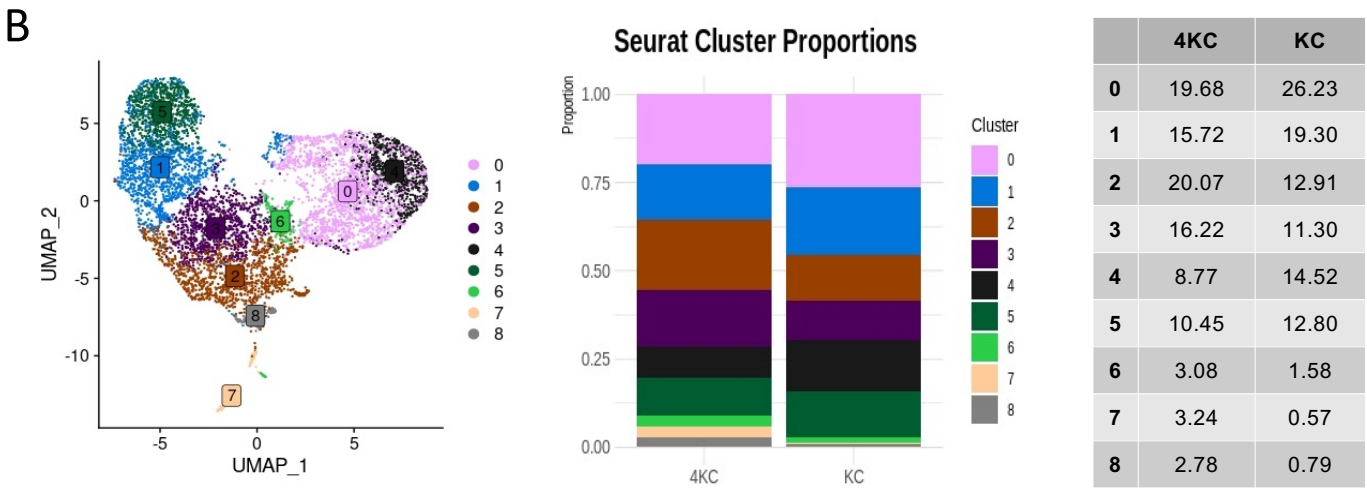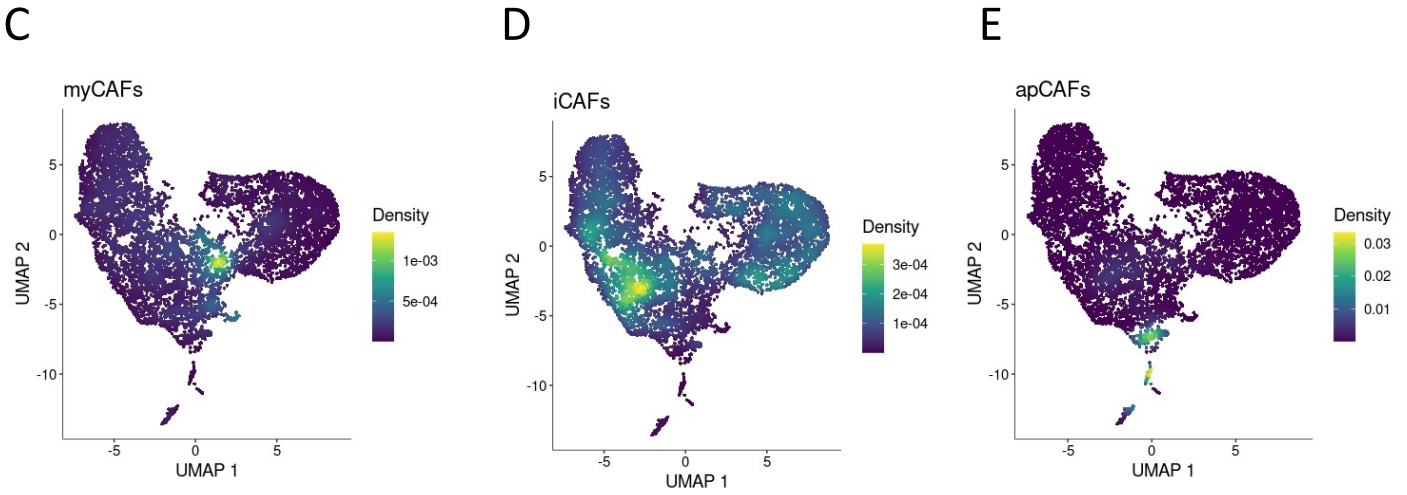

Supplementary Fig. 2

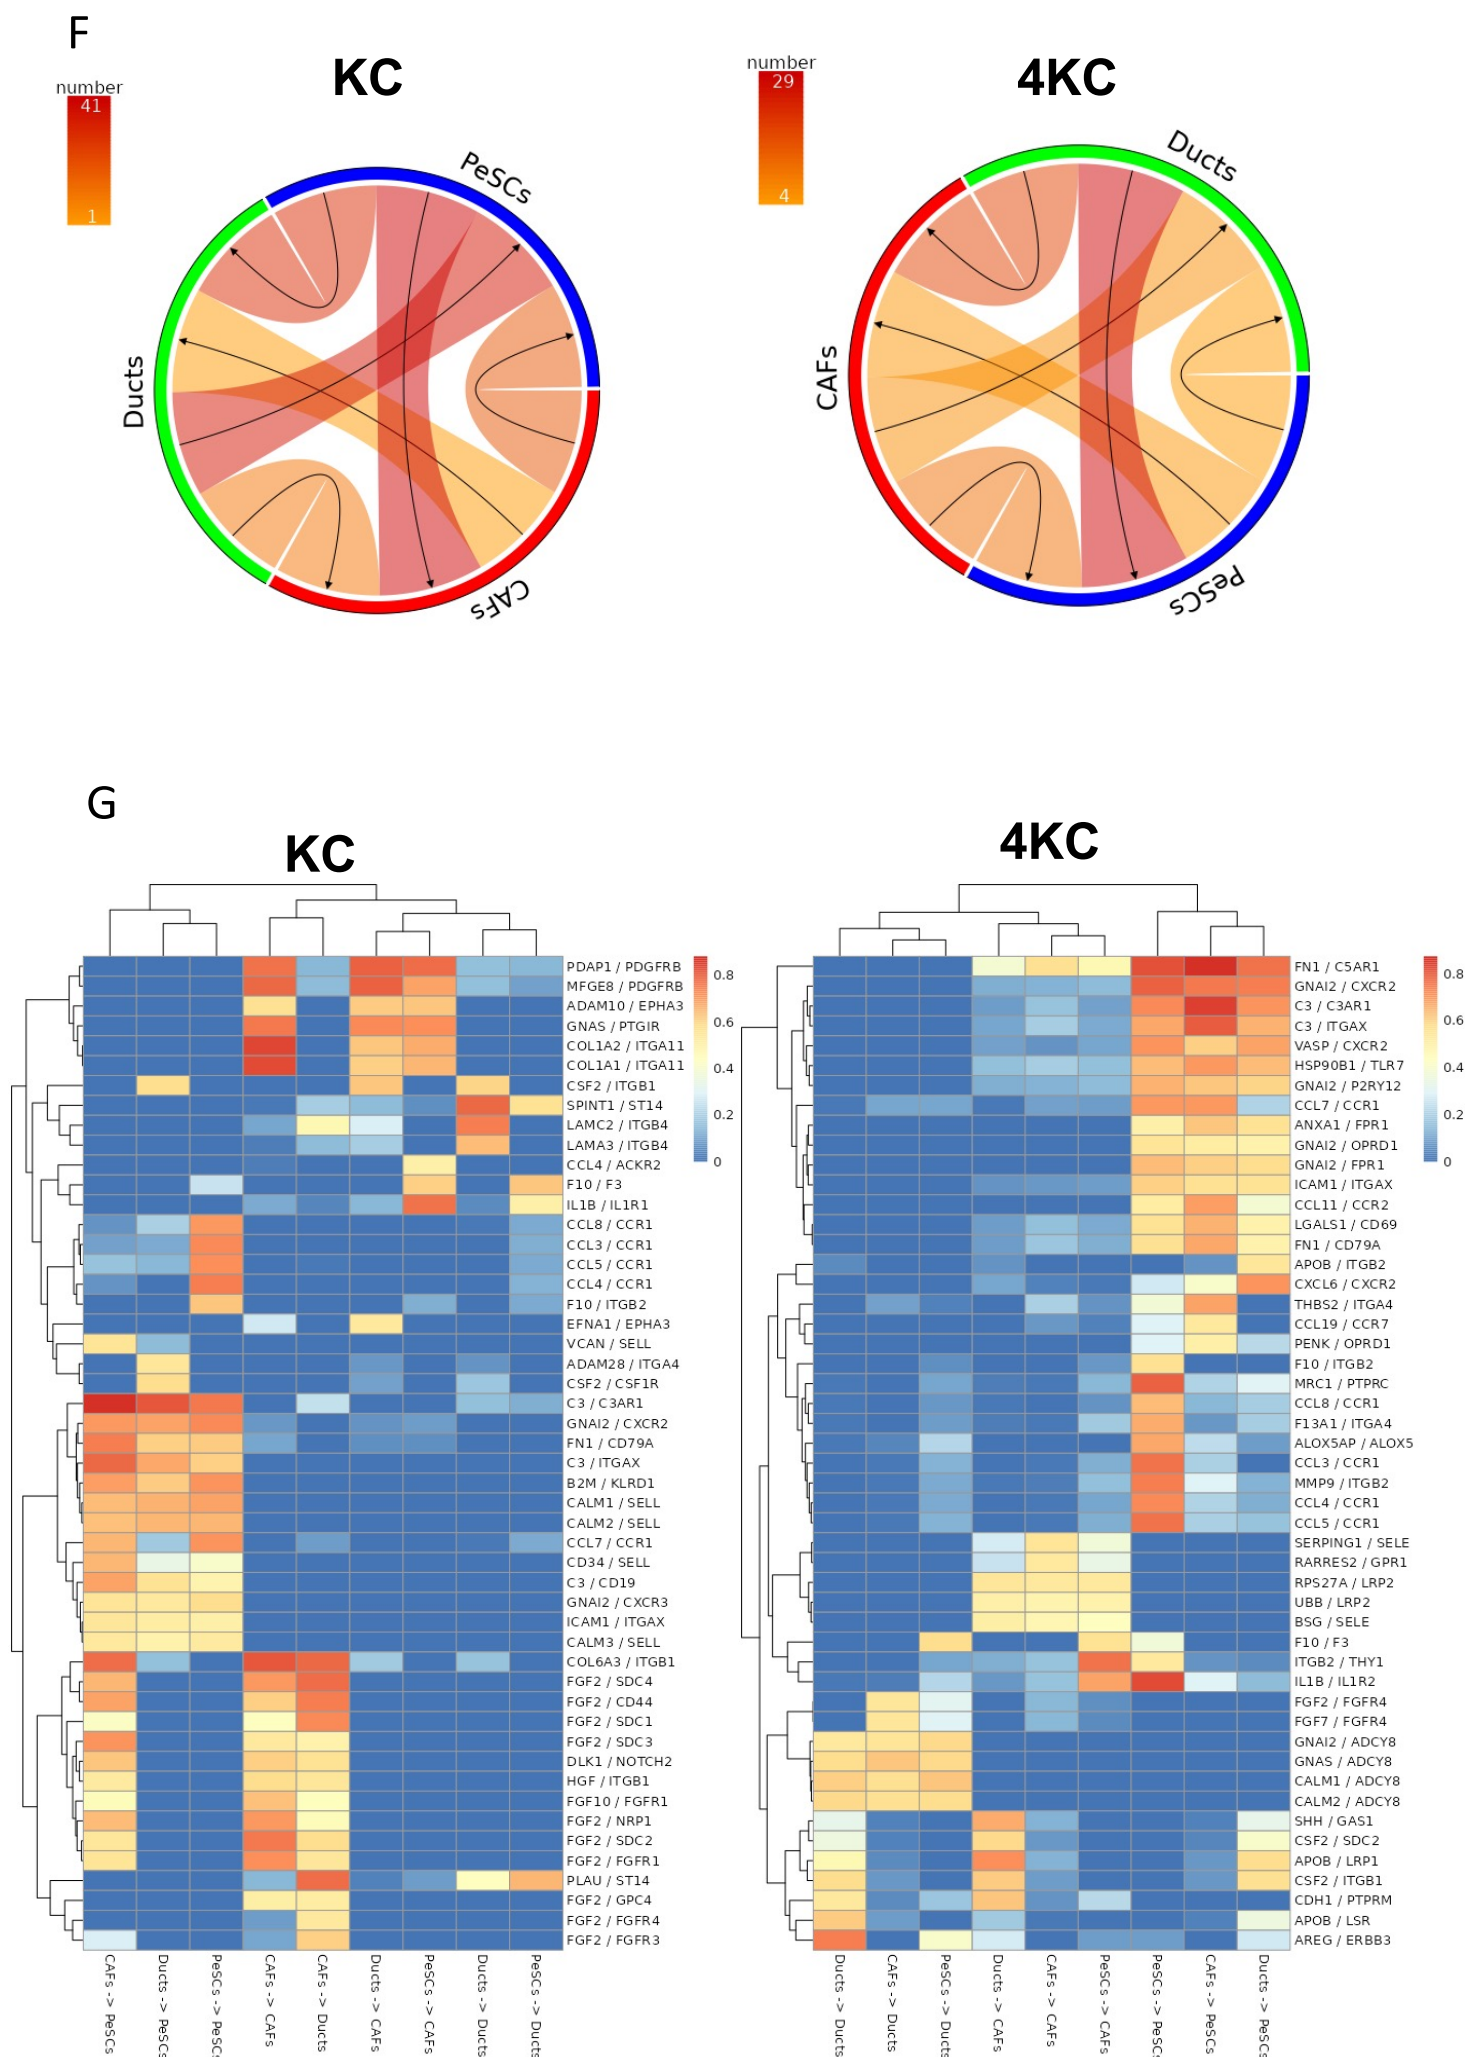

Supplementary Fig. 2

H

KC

ligand	receptor	interaction.type	LRscore
CAFs.Dcn	Ducts.Erb4	paracrine	0,720650548
Ducts.Gnas	CAFs.Ptger	paracrine	0,761025074
Ducts.Gnai2	CAFs.S1pr3	paracrine	0,744468335
Ducts.Col1a2	CAFs.Itga11	paracrine	0,660710975
Ducts.Adam10	CAFs.Epha3	paracrine	0,653949874
Ducts.Col1a1	CAFs.Itga11	paracrine	0,644123049
Ducts.Efna4	CAFs.Epha3	paracrine	0,581752451
Ducts.Efnb2	CAFs.Epha3	paracrine	0,580854742
Ducts.Efna1	CAFs.Epha3	paracrine	0,571991179
Ducts.Efna5	CAFs.Epha3	paracrine	0,532367775
Ducts.Liph	CAFs.Lpar4	paracrine	0,521164091
Ducts.Ill1rn	CAFs.Ill1r2	paracrine	0,518848794

4KC

ligand	receptor	interaction.type	LRscore
CAFs.Gnas	Ducts.Adcy8	paracrine	0,658399288
CAFs.Dcn	Ducts.Erb4	paracrine	0,656188423
CAFs.Calm1	Ducts.Adcy8	paracrine	0,607756525
CAFs.Calm2	Ducts.Adcy8	paracrine	0,605529211
CAFs.Gnai2	Ducts.Adcy8	paracrine	0,587255586
CAFs.Calm3	Ducts.Adcy8	paracrine	0,512820559
Ducts.Mfge8	CAFs.Pdgfrb	paracrine	0,817461691
Ducts.Pdap1	CAFs.Pdgfrb	paracrine	0,808549034
Ducts.Calm1	CAFs.Pde1a	paracrine	0,796738991
Ducts.Calm2	CAFs.Pde1a	paracrine	0,783743393
Ducts.Pdgfa	CAFs.Pdgfrb	paracrine	0,747897849
Ducts.Gnai2	CAFs.S1pr3	paracrine	0,746085913
Ducts.Pdgfb	CAFs.Pdgfrb	paracrine	0,727260299
Ducts.Pdgfc	CAFs.Pdgfrb	paracrine	0,684227532
Ducts.Calm3	CAFs.Pde1a	paracrine	0,661038708
Ducts.Pdgfd	CAFs.Pdgfrb	paracrine	0,63106737
Ducts.App	CAFs.Ngfr	paracrine	0,610311843
Ducts.Rps27a	CAFs.Lrp2	paracrine	0,582174411
Ducts.Rtn4	CAFs.Ngfr	paracrine	0,579450283
Ducts.Liph	CAFs.Lpar4	paracrine	0,547120748
Ducts.Bsg	CAFs.Sele	paracrine	0,545015849
Ducts.Ubb	CAFs.Lrp2	paracrine	0,53970867
Ducts.Pyy	CAFs.Fap	paracrine	0,538041911
Ducts.Hspa8	CAFs.Lrp2	paracrine	0,505137277

Supplementary Figure 2: Single-cell RNA sequencing of pancreatic CAFs and ducts.

(A) Gating strategy for CAF and ductal cell isolation by FACS sorting. Briefly, after enzymatic/physical dissociation, the cells obtained from the pancreata harvested from five KC (top row) or five 4KC (bottom row) mice were stained with fluorochrome-labeled antibodies and subjected to FACS sorting. After exclusion of cell doublets, DAPI⁺ dead cells, CD45⁺ hematopoietic cells, and CD31⁺ endothelial cells, 5000 Lectin PNA⁻ EpCAM⁻ CAFs and 1000 Lectin⁻ EpCAM⁺ ductal cells were sorted and further subjected to single-cell capture, barcoding, and reverse transcription using the 10x Genomics platform. (B) UMAP plot of KC and 4KC CAF enriched fractions (9 clusters) and cluster proportions. (C-E) UMAP plot showing previously reported CAF signatures : myCAFs (myofibroblastic CAFs), iCAFs (inflammatory CAFs) and apCAFs (antigen presenting CAFs). Expression scores for each cell were calculated for known CAF subtypes, using previously described signatures (see Methods). The scores were plotted on the same two-dimensional UMAP representation shown in (B). (F-H) Ligand:receptor interaction network was obtained with SingleCellSignalR. 

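The LRscore of a pair is the square root of the product of the ligand's mean level in the sending cells and the receptor's mean level in the receiving cells, divided by the sum of that root and the mean level of all genes. It lies between 0 and 1 and grows with the level of either gene. It is computed within 1 genotype and does not compare genotypes. Computed on the deposited values and letters, the 4 PDGF pairs scored 0.741, 0.723, 0.679 and 0.653 in KC for Pdgfa, Pdgfb, Pdgfc and Pdgfd. Across the 36 entries of Fig. S2H, the LRscore computed from rebuilt values differed from the paper's by a median of 0.0276 and at most 0.103.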

(F) chord plots illustrating the number of all paracrine signals between the major cell subtypes (i.e. ducts, CAFs, and PeSCs). (G) heatmaps showing the most variable receptor:ligand interactions among all clusters in KC (left) and 4KC (right) cells. Direction of all pairwise interactions are used to label the columns at the bottom of each heatmap. (H) Detailed Ligand:receptor interactions in KC and 4KC.

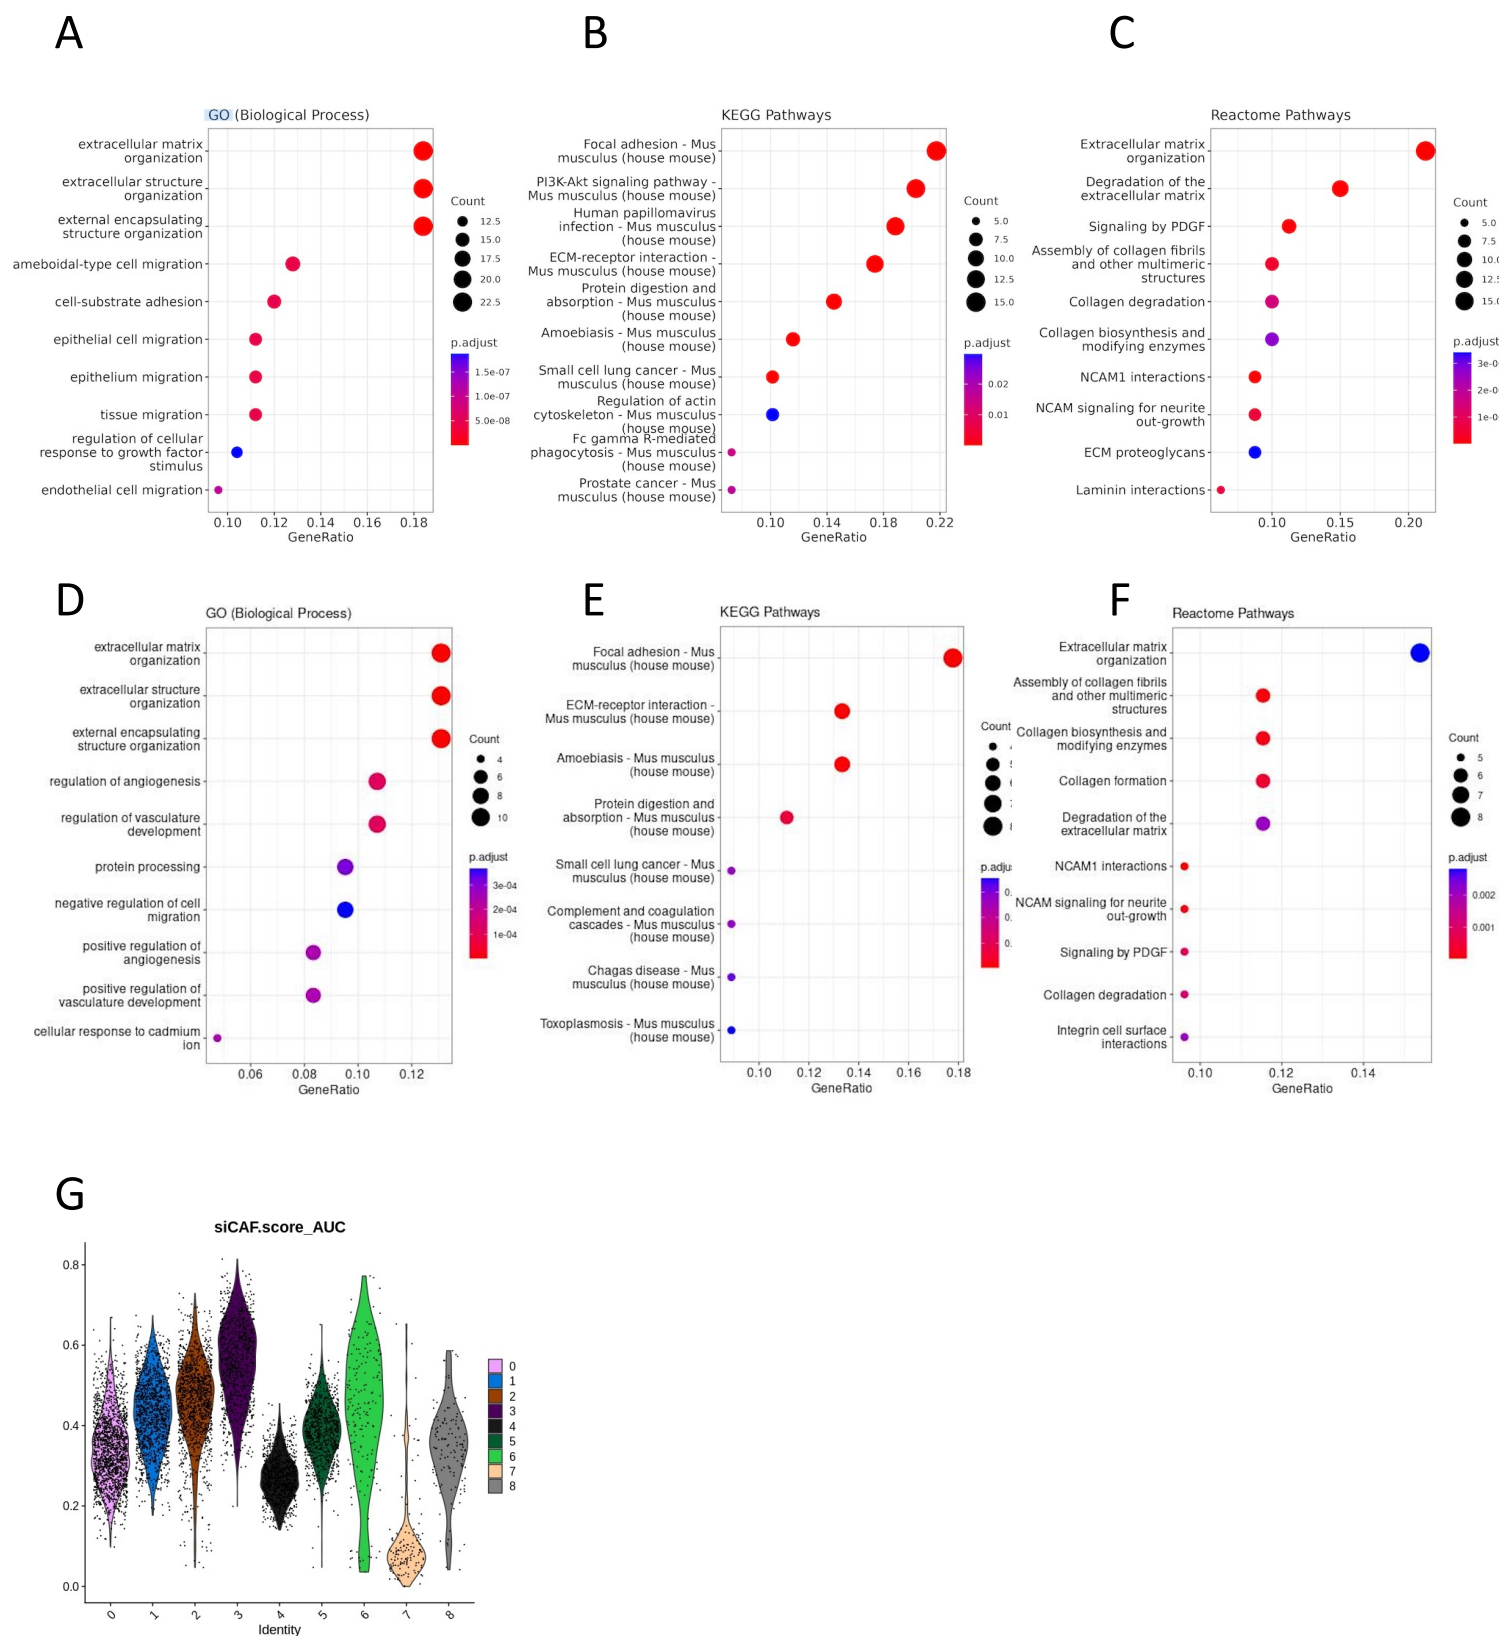

Supplementary Fig. 3

Supplementary Figure 3: Pathway enrichment analysis on single cell data.

(A, B, C). Expression was compared between 4KC and KC condition populations in scRNAseq data subsetting on PDGFRA⁺ CAFs. 

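Gene lists outside the matrix also differed between 4KC and KC Pdgfra positive CAFs. Contractile genes, which encode actin, myosin and actin-binding proteins, were higher in 9 of 10 cases (median log2 0.35). Cnn1, which encodes calponin, led them at 2.08, with a 95% interval that includes 0 (-0.24 to 5.35), followed by Acta2. Myl9, a gene of Table S1, was lower at -0.63 (-0.68 to -0.57). Targets of TGF-beta and activin were higher in 9 of 9 cases (median 0.36), among them Ctgf, which encodes a matricellular growth factor, at 98.0 CPM in 4KC and 54.1 CPM in KC (log2 0.86, 0.78 to 0.94). WNT receptors and antagonists were higher in 7 of 7 cases (median 0.56), with Wif1, a secreted inhibitor gene, at 2.16 (1.58 to 2.79). Complement genes were higher in 7 of 7 cases (median 0.18). Secreted factor genes were higher in 6 of 7 cases (median 0.27), with Cxcl12 at 669 and 504 CPM (0.41, 0.38 to 0.44) and Il6 at -0.11.

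Immediate early and dissociation stress genes were lower in 4KC in 17 of 18 cases (median -0.36), among them Atf3, which encodes a stress transcription factor, at -0.64 (-0.73 to -0.55). Glucocorticoid targets were lower in 9 of 9 cases (median -0.57), with Zbtb16 at -0.95 (-1.13 to -0.77), Fkbp5 at -0.83 (-0.94 to -0.71), Klf9 at -0.73 and Tsc22d3 at -0.73. Of these targets, Klf9, Tsc22d3, Cebpd and Mt1 are genes of Table S1. Interferon response genes were lower in 12 of 13 cases (median -0.19). The apCAF genes were higher in 10 of 11 cases (median 0.71), with Slpi, a protease inhibitor gene, at 2.05 (1.89 to 2.21), and mesothelial genes were higher in 5 of 5 (median 0.85). The myCAF genes were higher in 10 of 12 cases (median 0.30) and the iCAF genes in 6 of 14 (median -0.05). Markers of other cells moved as well, with general leukocyte genes higher (4 of 5, median 1.55), pericyte genes higher (7 of 9, median 0.45, led by Rgs5 at 2.31), acinar genes lower (12 of 12, median -0.92) and macrophage genes lower (6 of 9, median -0.38). Lists with medians near 0 were PDGF ligands and receptors (2 of 5 higher, -0.03), MAPK feedback genes (2 of 8, -0.08), YAP targets (3 of 7, -0.04), senescence and p53 genes (4 of 7, 0.03), mesenchymal genes (3 of 7, -0.08), endothelial markers (3 of 6, 0.04) and fibroblast markers (3 of 8, -0.02).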

(D, E, F). Expression was compared between PDGFRA⁺ and PDGFRA⁻ in scRNAseq data subsetting on CAFs. 

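Markers of other cell types were concentrated in the Pdgfra negative cells of the CAF fractions. Leukocyte genes, such as Ptprc, were lower in Pdgfra positive cells in 5 of 5 cases in both genotypes, with median log2 values of -3.63 in KC and -7.02 in 4KC. Mesothelial genes, such as Msln, were lower in 4 of 5 cases (medians -2.40 and -4.52). Contractile genes, such as Acta2, had medians of -0.23 in KC and -0.59 in 4KC. Collagen VI genes were higher in positive cells in 3 of 3 cases (0.28 and 0.34), and genes of collagen processing and crosslinking in 11 of 14 in KC (median 0.09) and 14 of 14 in 4KC (median 0.20). In the clustering of the merged fractions, 4.47% of the 4KC negative cells were mesothelial-like, 2.52% leukocyte-like and 8.50% in a mixed unnamed cluster that was higher in 5 of 5 general leukocyte and 9 of 9 macrophage and monocyte markers.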

Differentially expressed genes were interrogated for pathway enrichment using different databases (Gene Ontology Biological Process, KEGG and Reactome). The top 10 most significant terms are represented in dotplot charts, where dot color indicates p value and dot size the number of significant genes within each term.

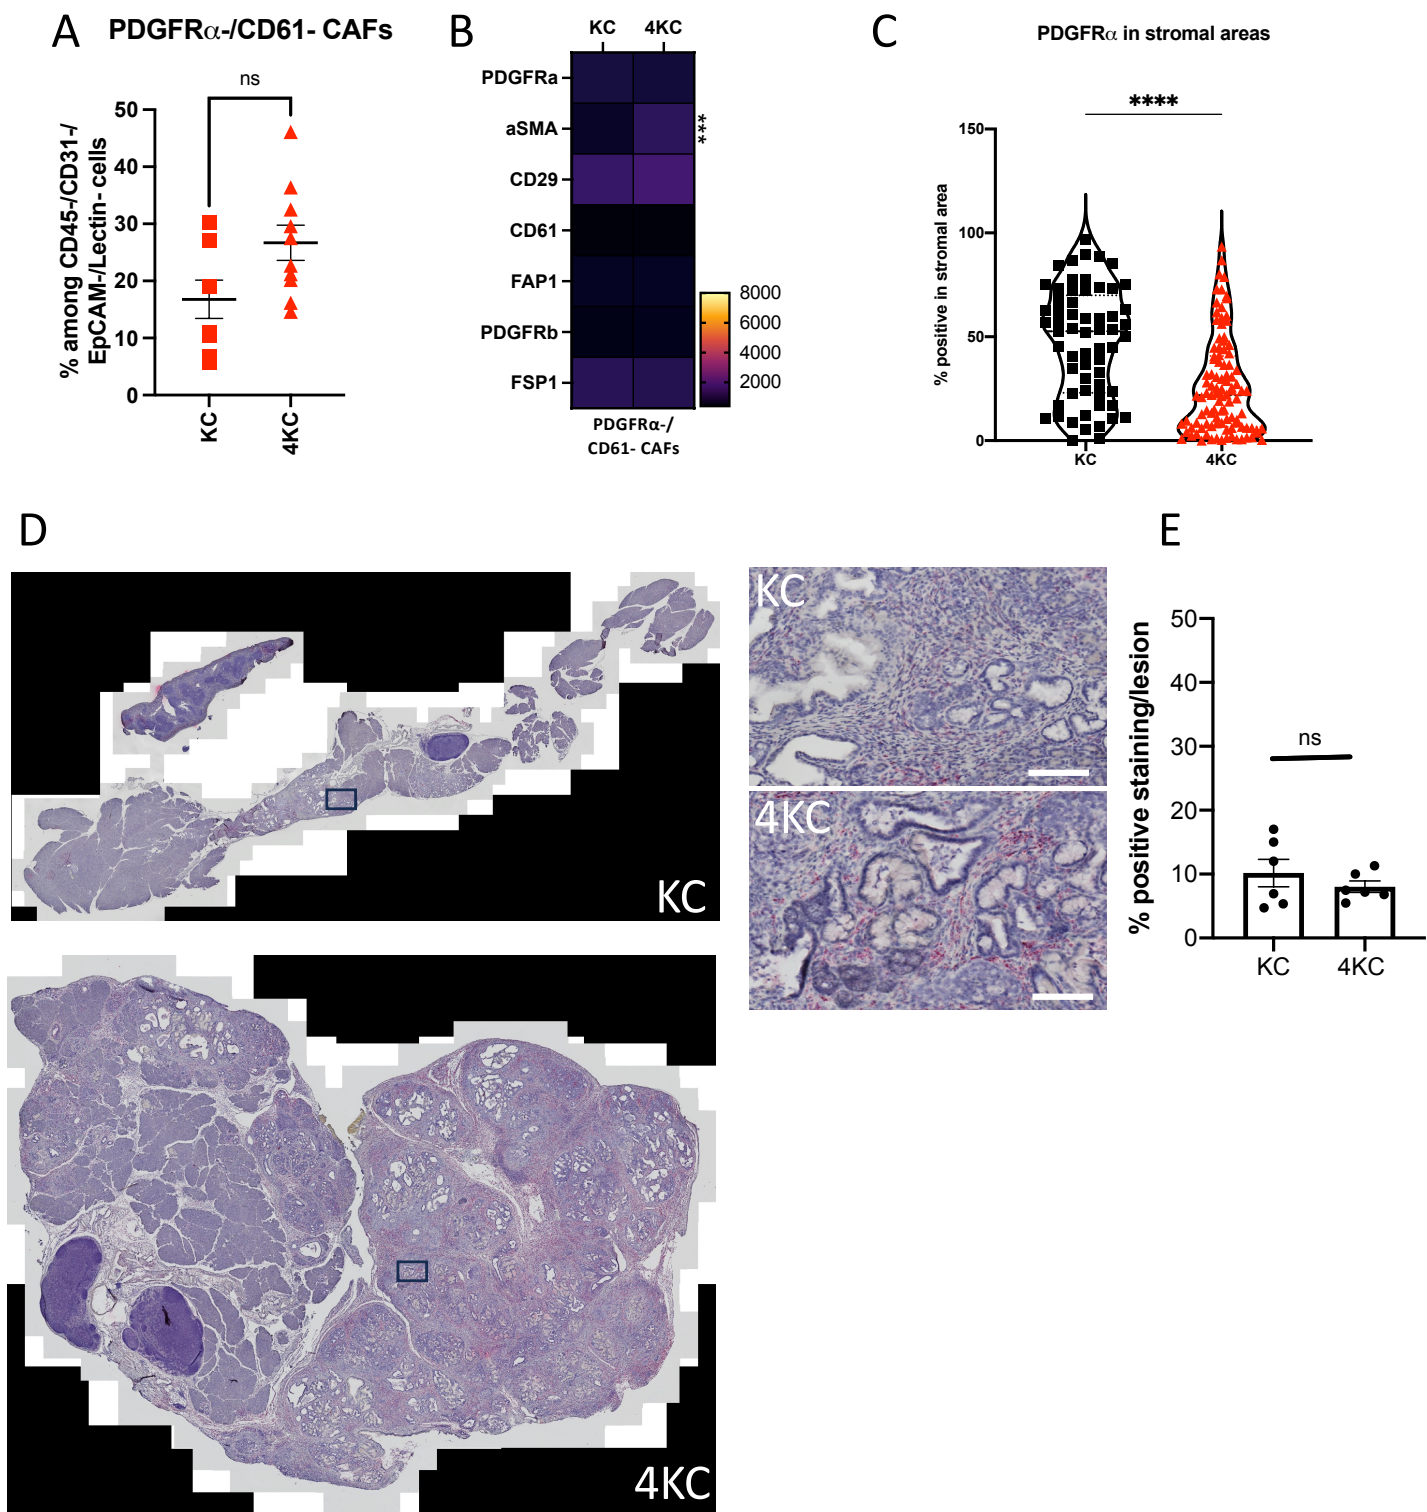

Supplementary Fig. 4

Supplementary Figure 4: Expression of CAF markers on PDGFR α -CD61⁺ CAFs.

(A) Frequencies of PDGFR α -CD61⁺ CAFs among CD45⁺-CD31⁺-Lectin PNA⁺-EpCAM⁺ CAFs in pancreata from six-week-old KC (squares) and 4KC mice (triangles). (B) Heatmap of the mean fluorescence intensities (MFIs) of CAF markers on PDGFR α -CD61⁺ CAFs from KC and 4KC pancreata. (C) Quantification of the PDGFR α staining in stromal area in six-week-old KC and 4KC mice. Cumulative data from three individual experiments with three to four mice per group are shown. The mean values $\pm$ SEMs are displayed. ****p < 0.0001. (D) Representative scans of PDGFR α RNAscope in sections of pancreata from six-week-old KC and 4KC mice (E) Quantification of the mRNA signal expressed as % per lesion (3 individual mice were used in each group).

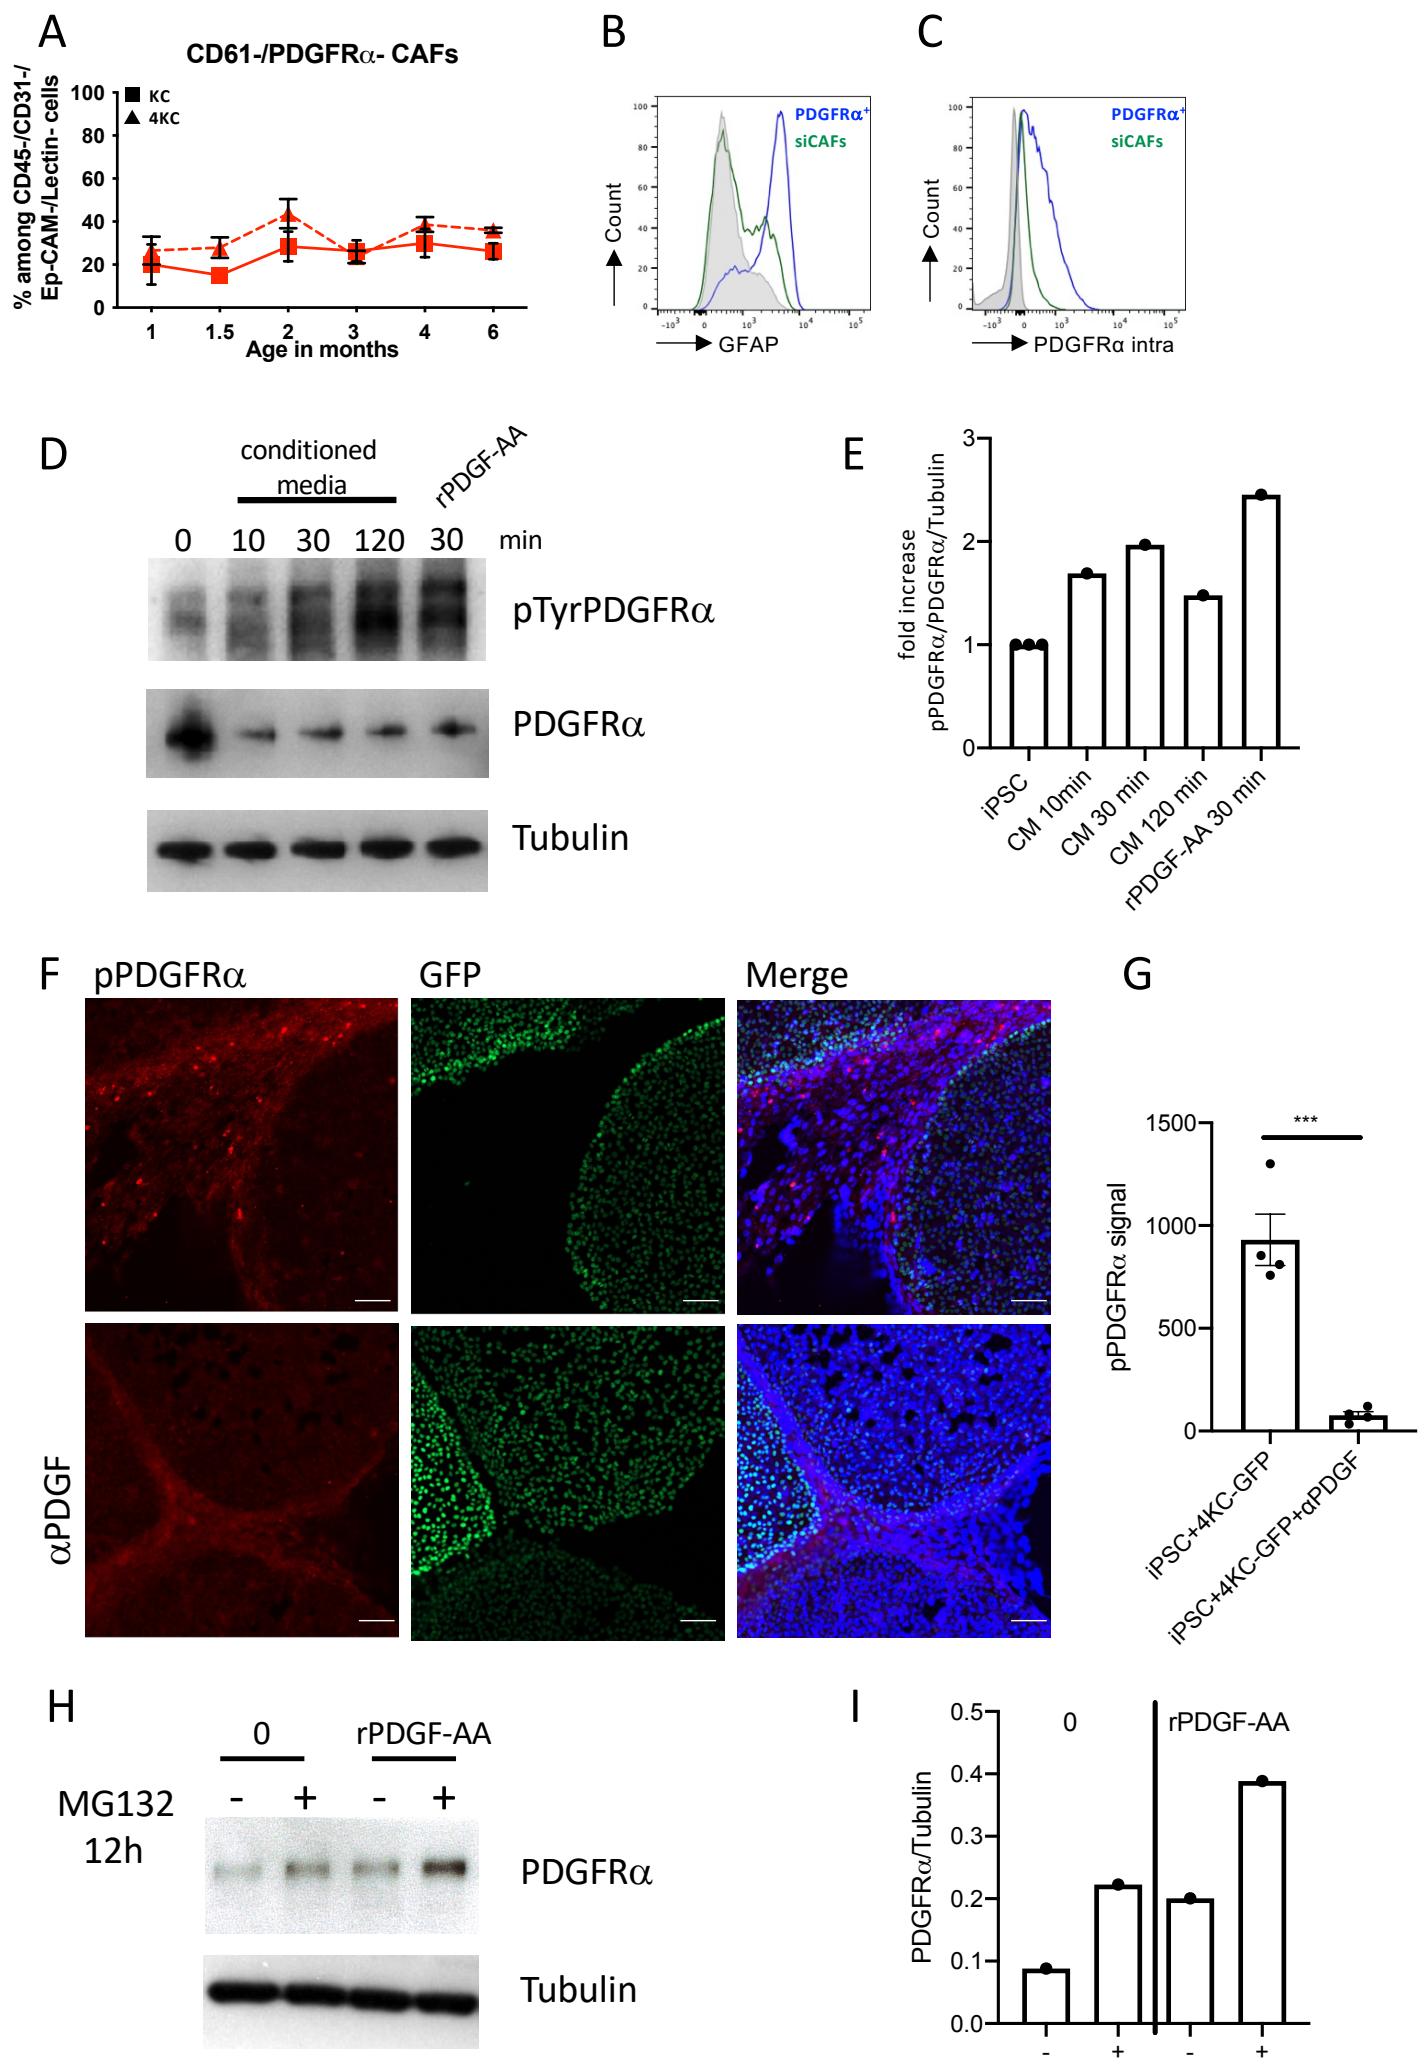

Supplementary Fig. 5

Supplementary Figure 5: ALK4 signaling disruption in tumor cells drives the loss of PDGFR and GFAP expression in siCAFs.

(A) Frequencies of PDGFR α ⁻CD61⁻ CAFs among CD45⁻CD31⁻Lectin PNA⁻EpCAM⁻ CAFs determined by FACS analysis of pancreata harvested from KC (squares) and 4KC mice (triangles) at 1, 1.5, 3, 4, and 6 months of age. (B,C) FACS analysis of intracellular GFAP (B) and PDGFR α expression (C) in PDGFR α ⁺ CAFs (blue line) and siCAFs (green line). FMO controls are shown in gray. (A) Results from five mice per group and timepoint are shown. (B, C) Representative data from two individual experiments with five mice are shown. The mean values $\pm$ SEMs are displayed. (D) iPSC were cultured for the indicated time points and in presence of 4KC-conditioned media or recombinant PDGF-AA and subjected to WB analysis for pPDGFR α , PDGFR α and tubulin expression. (E) Quantification of the WB signal band intensity presented in (D). (F) iPSC were cultured in the presence or absence of MG-132 for 12h (G) Quantification of the WB signal band intensity presented (F). Representative data from two individual experiments. (H) Representative photographs of PDGFR α phosphorylation and (I) signal quantification after 7 days of iPSC and 4KC-GFP cell line coculture.

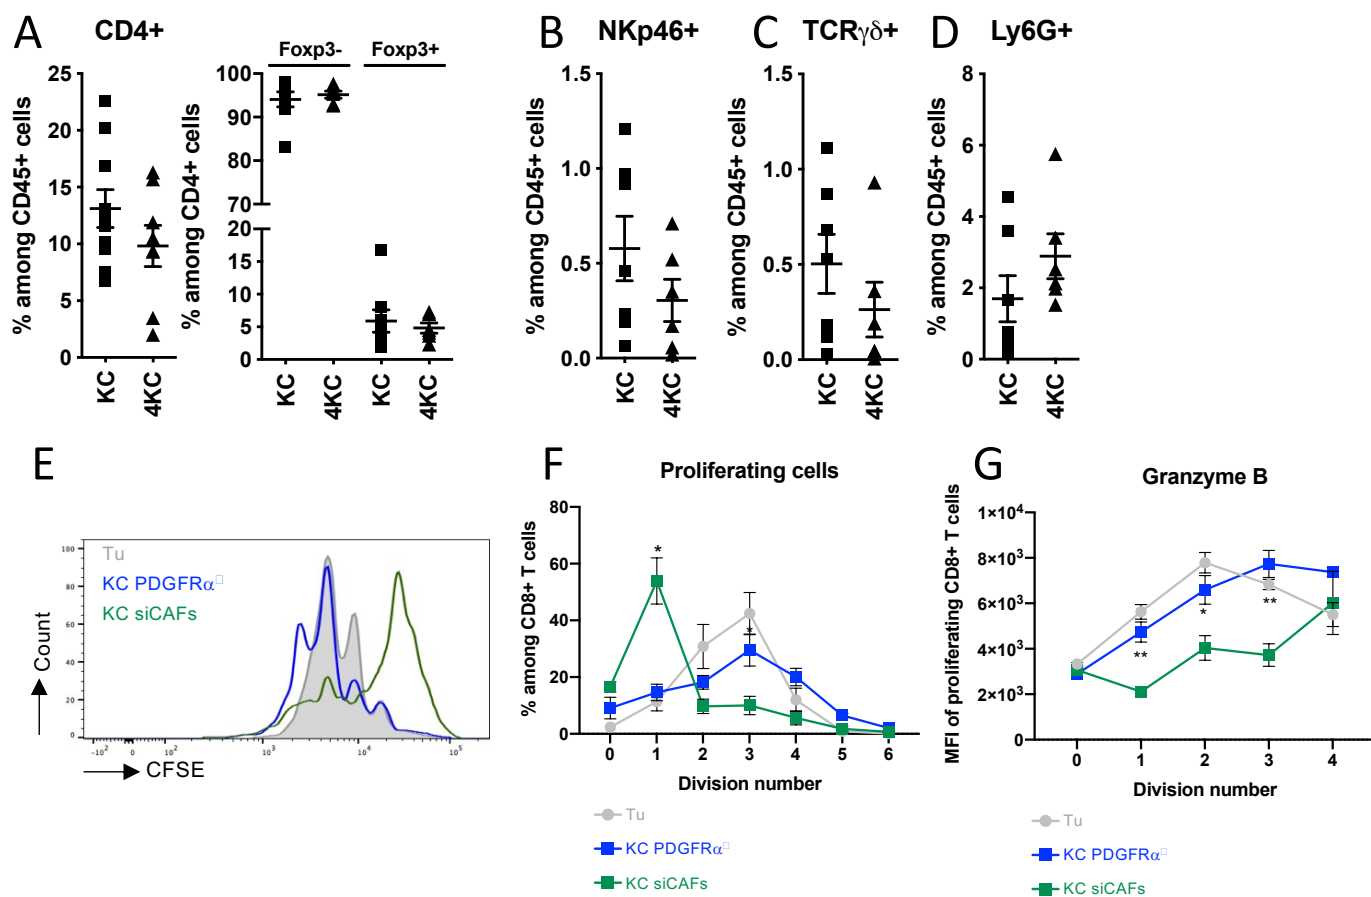

Supplementary Fig. 6

Supplementary Figure 6: CD8⁺ T-cell activation is impaired by siCAFs. (A) Frequencies of CD4⁺ T cells among CD45⁺ cells and Foxp3⁻ and Foxp3⁺ cells among CD45⁺CD4⁺ T cells in pancreata from 6-week-old KC and 4KC mice. (B-D) Frequencies of NKp46⁺ (B), TCR $\gamma\delta$ ⁺ (C), and Ly6G⁺ (D) cells among CD45⁺ cells in pancreata from KC and 4KC mice. Cumulative data from at least two individual experiments with 3-4 mice per group are shown. (E) CFSE dilution in CD8⁺ T cells cocultured with BMDCs and CD3/CD28 activation beads in PDGFR α ⁺ CAF/tumor cell-(blue line) or siCAF/tumor cell-conditioned medium (green line). The FMO control is shown in gray. (F, G) Proliferating (F) and Granzyme B (G)-producing CD8⁺ T cells at the indicated division numbers after coculture with BMDCs and CD3/CD28 activation beads in PDGFR α ⁺ CAF/tumor cell- (blue line) or siCAF/tumor cell-conditioned medium (green line). The FMO control is shown in gray. Representative data from two individual experiments with technical replicates are shown. PDGFR α ⁺ CAFs and siCAFs were isolated from three six-week-old 4KC mice. *p < 0.05; **p < 0.01.

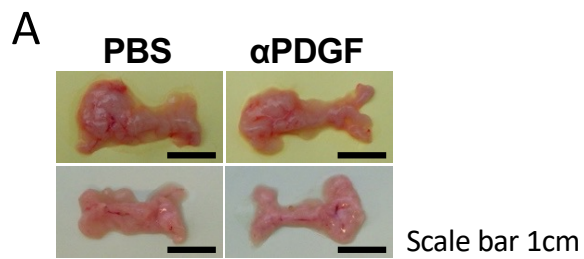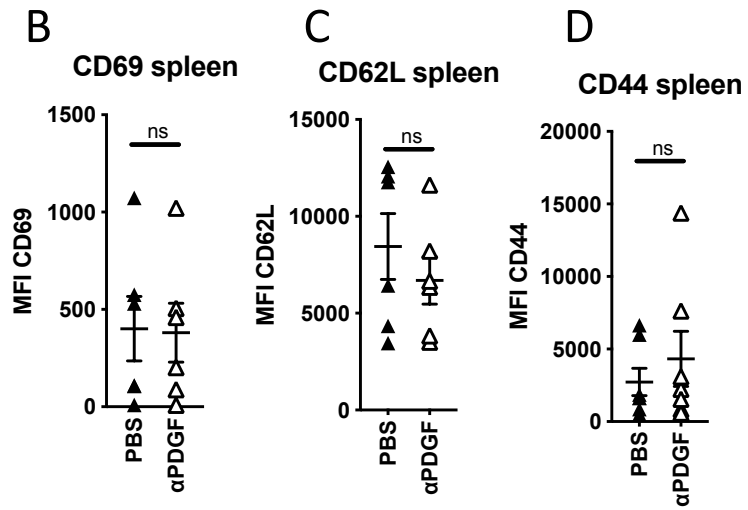

Supplementary Figure 7: PDGF neutralization reduces tumor growth.

(A) Representative photographs of pancreata from six-week-old 4KC littermates treated with an anti-PDGF antibody (right panel) or PBS (left panel). (b-d) FACS analysis of MFIs of CD69, (B), CD44 (C) and CD62L (D) and on CD8⁺ T cells from the pancreas of six-week-old 4KC mice treated with the anti-PDGF antibody or PBS. ns- not significant.

How the deposited data were processed for this re-analysis (not part of the article)

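Single-cell RNA sequencing of pancreata from KC and 4KC mice gave 4 libraries, the CAF and the ductal fraction of each genotype. Each library came from a pool of 5 mice aged 6 weeks, so there was 1 library per genotype and fraction and no replicate.

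The authors aligned the reads to mm10 with Cell Ranger 3.1.0 and deposited raw UMI counts for each gene and barcode, to which no limit on features or mitochondrial share had been applied. The authors also deposited a table of 17386 genes in 8878 cells, with a cluster letter for each cell. Its values are the natural log of 1 plus SCTransform-corrected counts, which the authors computed over all 4 libraries. No file states this unit. It was inferred from the values, since 23594149 of 23594149 values tested were whole numbers within 1e-06 after the log was undone. The notes deposited with the table name Seurat 3.2.2, whereas the supplementary methods name a later version. The letters are not explained in the table, and their cell types were inferred from marker genes.

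From the raw counts, cells with 1000 to 6000 features and less than 10% mitochondrial UMIs were kept. UMIs were summed over each group of cells and divided by the group's total (CPM). Ratios of 4KC over KC were formed for genes with at least 10 UMIs over both libraries, with a floor of 3 counts where a library had 0. Levels carry exact Poisson intervals, shares of cells exact Clopper-Pearson intervals and ratios exact conditional binomial intervals, all at 95%. These cover counting error only. Cells of a pool are not replicates, so no p-value, no standard error and no number of changed genes was computed from cells. The median log2 ratio of a gene list was placed among 10000 random lists of the same size drawn from 20 bins of mean CPM. The draws take genes as independent, so the percentile is a rank and no test between genotypes. There were 40 lists, of which 6 cover the extracellular matrix. Some lists, such as those for collagen VI, basement membrane and glucocorticoid targets, share members with Table S1. Their results in Pdgfra positive CAFs are not independent of it.

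Genes were named by a fixed rule, namely every gene that the study names from its single-cell data, the 10 highest and the 10 lowest ratios in each of the 2 comparisons of genotypes among genes with at least 50 CPM in either library, and the 2 highest and 2 lowest members of a list. The values of Table S1 had been seen when this rule was written. Gene positions were taken from an annotation of GRCm38 by gene ID, and 110 of 110 genes looked up were found.

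Clustering followed the supplementary methods, with SCTransform over the merged cells, 30 principal components, a resolution of 0.1 for all cells and 0.5 for the CAF fractions. It used R 4.3.3, Seurat 5.3.0, sctransform 0.4.2 and Matrix 1.6.5. Clusters were named by hand after clustering. Most names rest on marker genes found in at least 10% of cells at 2-fold or more over the other cells. The fibroblast-like clusters, except the largest of the merged fractions, were named because fibroblast markers were detected in most of their cells, since the cells they were compared with were mostly fibroblast-like too. Clusters led by genes of several cell types or of no listed type stayed unnamed, among them a cluster of the merged fractions with leukocyte, acinar and cycling genes. The CAF fractions were also clustered without the 72 genes of Table S1. The LRscore was computed for the 33 pairs of Fig. S2H from SCTransform values, with a threshold of 0.5. The signature score was the area under the recovery curve of the 29 genes in the top 5% of each cell's ranked genes. Cells with and without Pdgfra were compared after thinning each cell to 2000 UMIs, with Pdgfra left out. The other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and matplotlib 3.10.9, with the random seed 20231218.

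The comparison of genotypes was tested on simulated data in which 200 genes were changed. For Pdgfra positive CAFs (15159 genes), the right direction was found for 48 of 50 genes at a log2 of 1, for 49 of 49 measured genes at -1, for 50 of 50 at 2 and for 49 of 49 measured at -2. The interval held the true value for 88.0% to 98.0% of the changed genes and for 95.4% of the unchanged ones. For the ductal fraction (14573 genes), the right direction was found for 49 of 50, 50 of 50, 50 of 50 and 44 of 44 measured genes in the same order.

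The alternatives covered the cell filter, doublets, depth, the cells that count, scaling, fold scale, clustering settings and score settings. Scrublet marked 6 of 8918 cells (0.0673%) as doublets and did not separate doublets here, so the 228 highest scores, the number expected at 0.8% per 1000 cells, were left out as another alternative. Left out were the pathway and kinase enrichments, which need databases that were not available, and the paracrine search over all pairs of the ligand and receptor database. Flow cytometry, imaging and culture experiments have no deposited values.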

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

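The tests on the PDGF pairs and on the letter E cells were chosen only after the result was seen, as were the sizes that made a single gene stand out, while the tests for sex and for cluster composition had been written down earlier.

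Several genes that the paper does not discuss differed by a log2 of more than 3 between the genotypes. In Pdgfra positive CAFs, Cxcl13 had a log2 of 4KC over KC of 3.01, which was 2.14 among the fibroblast-like cells, 2.29 with the mean of per-cell CPM and 1.68 after thinning to 2000 UMIs. In the ductal fraction, the plasma cell genes Igha (log2 of at least 12.20, 1557 CPM in 4KC and 0 of 9060541 UMIs in KC), Jchain (11.74, 95% interval 9.89 to 14.79), Igkc (11.39, 10.71 to 12.17) and Iglc3 (at least 10.73) were higher in 4KC. Few cells carried these transcripts, since over all the study's cells letter E held 8203 Jchain UMIs in 6 cells and 51737 Igkc UMIs in 19 cells, and the intervals do not cover the chance of catching such cells. Among duct-like cells alone, Igha was at 3.70, Jchain at 1.45 and Igkc at 5.73. After thinning to 2000 UMIs they were at 8.57, 7.29 and 8.44, and with the mean of per-cell CPM at 11.41, 10.02 and 8.57, using the floor where KC had no UMI. The islet hormone gene Sst was lower in the 4KC ductal fraction, at -3.51 (-3.64 to -3.38). Transcripts of 4 Y-linked genes were lower in 4KC by a log2 of -9.22 in the CAF fraction (-12.26 to -7.36) and of at least -7.66 in size in the ductal fraction, where 4KC had 0 UMIs.

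Some gene lists had medians of opposite sign in the CAF and ductal fractions, and the difference between the fractions was not tested. Cycling genes had a median log2 of 1.01 in Pdgfra positive CAFs and -0.46 in the ductal fraction. For fibrillar collagens the medians were 0.14 and -0.82, for matricellular proteins and small proteoglycans 0.20 and -0.46, and for complement genes 0.18 and -0.22. Immediate early and dissociation stress genes went the other way, with -0.36 and 0.26. Fibroblast-like cells made up 7.03% of the KC and 3.90% of the 4KC ductal fraction, and fibroblast markers were lower in 4KC there in 8 of 8 cases (median -0.76), so the mix of cells differed as well. Among duct-like cells alone, the median was -0.73 for fibrillar collagens. For matricellular proteins and small proteoglycans it was -0.28, nearer to 0 than over the whole fraction. Such transcripts were sparse in ducts, as Col1a1 was found in 15 and Dcn in 24 of 1382 letter D cells. Col1a1 was at 13.0 CPM there, against 4024 CPM in letters A to C of the CAF fractions. The medians of duct-like cells therefore cannot place the difference in duct cells. How much the mix adds to these medians was not tested further. The 29 genes of Table S1 that were higher in 4KC CAFs had a median of 0.48 there and -0.20 in the ductal fraction.

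The PDGF ligand to Pdgfrb pairs appear in Fig. S2H for 4KC and not for KC. Lower ligand or receptor levels in KC were argued against, since the lowest KC LRscore of the 4 pairs on the deposited values was 0.653. A candidate explanation is that a pair was listed only where its receptor was found in 0 cells of the sending compartment, because on the deposited corrected values this condition together with an LRscore above 0.5 matched 66 of 66 entries of the 33 pairs, while the score alone matched 41. That condition was found on the entries it was tested on, pairs listed for neither genotype were not examined, and with receptors taken from raw counts it matched 58 of 66 and dropped 8 of the 36 listed entries, among them all 4 PDGF pairs of 4KC. In the raw counts 1 of 604 KC duct cells (0.166%, 95% interval 0.00419 to 0.919) and 1 of 778 4KC duct cells (0.129%, 0.00325 to 0.714) had a Pdgfrb UMI, so whether more KC ducts express the receptor stays open, and without that 1 KC cell the condition on corrected values lists 17 KC pairs from ducts to CAFs, all 4 PDGF pairs among them, in place of 11.

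The letter E cells may be leukocytes that passed the sort, although the sort excluded CD45 positive cells. Of the letter E cells of the CAF fractions, 98.7% had a UMI of a general leukocyte marker, against 1.67% of letters A to C, and their abundant transcripts were S100a8 at 10449 CPM and Lyz2 at 2794 CPM. Doublets of a fibroblast and a leukocyte were argued against, since fibroblast markers reached 7.34% of their level in letters A to C, and pericytes were argued against, since 0 of 9 pericyte and smooth muscle markers were enriched. By flow cytometry, the paper found the frequencies of CD45 positive cells and neutrophils unaltered between KC and 4KC pancreata, and whether more of them passed the sort in 4KC was not tested with 1 pool per genotype. The cell type of the letter is inferred, because the deposited table does not name it.

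The 72 genes of Table S1 all had the stated direction in Pdgfra positive CAFs. A difference in the sex of the pools was argued against as the whole explanation, since with Xist positive and Y negative cells only the median change of the other 71 genes was 0.469 in place of 0.505, 92.9% of it, and 71 of 71 kept their direction. A different mix of clusters stays open in part, since with clusters weighted alike the median was 0.353 in place of 0.502, 70.2% of it, with 71 of 72 genes in the same direction. That value lay between the bounds set for calling the mix the main cause or not. The genotype itself may account for the rest, but differences between the pools other than the genotype could not be tested with 1 pool each.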

How the results depend on the processing

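The alternatives on the deposited values, on the study's own cells, on the highest Scrublet scores, on clustering without the 72 genes and on cells without thinning were chosen only after the result was seen; the filter, the gene lists, the naming rule and the other alternatives were set before the data were examined. No paired analysis was possible because each genotype and fraction is 1 pool of mice.

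Over 47 results that answer a comparison, 368 alternatives gave 313 values within the counting interval or within 1.5 times the count, 55 that moved and 0 counted as a change of sign. Over 40 single genes, 412 alternatives gave 289, 119 and 4. A change of sign was not counted for numbers of genes, nor for a log2 ratio whose counting interval held 0, such as that of Pdgfb in the ductal fraction, which went from -0.03 to a positive value. The 29 higher and 43 lower genes of Table S1 had these directions under every alternative, before clusters were weighted alike. In each case below, the cause was not tested, apart from fewer cells or UMIs by construction.

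A mitochondrial limit of 5% kept 3612, 542, 3527 and 760 cells of the KC CAF, KC ductal, 4KC CAF and 4KC ductal fractions. It gave a log2 for Xist of 0.31 in the CAF and 1.09 in the ductal fraction. Without a cell filter, Xist was at 0.40 and 1.08, Pdgfra in the CAF fraction at -0.28, and Hba-a1 and Hbb-bs in Pdgfra positive CAFs changed sign to 0.51 and 0.30. Thinned to 2000 UMIs, Pdgfa was at -0.23 and Pdgfb at 0.22 in the ductal fraction, Xist at 0.44 and 0.69, the Y-linked genes at -5.06 in the ductal fraction, and 4 of 14 crosslinking genes were higher in 4KC, against 8 of 14 at full depth. On Seurat's fold scale, 5 of 14 were. In fibroblast-like or duct-like cells only, Pdgfra was at -0.17, 1 of 7 mesenchymal genes and 1 of 9 TGF-beta and activin targets were higher in 4KC ductal cells, and Retnla and Tyrobp changed sign there to -2.77 and -0.51. Fibrillar collagens in Pdgfra positive against negative KC cells depended on the filter, with 8 of 10 higher without a filter, 9 of 10 at the mitochondrial limit of 5% and 4 of 10 at 10%. Clustered without the 72 genes, the myCAF-like cluster held 2.76% and 6.44%. Above an LRscore of 0.6 there were 13 of 27 pairs from ducts to CAFs and 2 of 6 from CAFs to ducts in 4KC.

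The share of Pdgfra positive cells in KC and 4KC was 83.0% and 73.7% with at least 2 UMIs, 83.8% and 73.8% without a cell filter, 59.0% and 51.4% after thinning, 94.4% and 92.3% in fibroblast-like cells, and 94.7% and 91.3% with SCTransform corrected counts above 0. It was 87.6% in 4KC over the study's cells. On the deposited values, thresholds of 1, 2 and 3 corrected counts gave 93.5%, 82.3% and 67.8% in KC and 89.8%, 75.04% and 60.1% in 4KC over the CAF fraction, 93.8%, 82.4% and 67.9% and 91.3%, 76.9% and 61.6% over letters A to C, 94.1%, 83.0% and 68.4% and 91.6%, 77.6% and 62.2% over letters A to C of the CAF fraction, and 93.9%, 82.9% and 68.2% and 91.5%, 77.5% and 62.1% over the CAF fraction without letter E. It was higher in KC under each of these.

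In duct-like cells only, no fold was formed for Hba-a1, Hbb-bt, Hba-a2, Prss3, Iglc3, Iglv1, Mzb1 and Cxcl13, since both genotypes had at most 3 UMIs. At a resolution of 0.3 no cluster was named pericyte or myCAF-like, and with 20 principal components none was named myCAF-like, so these gave no share. Depth limits the sparse genes, such as Itgb3, for which the interval of the log2 ratio in the CAF fraction spans -0.50 to -0.10.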

Differences from the paper's values

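The paper's value for the PeSC cluster is about 0.57% of KC and about 3.2% of 4KC CAFs in Fig. S2B, read by eye, and the pericyte and smooth muscle-like cluster held 0.243% and 0.890%. Of the alternatives set before the data were examined, a resolution of 0.8 and 20 principal components gave the same shares and remain apart from the paper's. Over 3697 KC and 3709 4KC cells, against the paper's 3664 and 3638, the neutrophil-rich leukocyte-like cluster held 0.514% and 3.26%, values near the paper's; it was set beside them after the values were seen.

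For the myCAF cluster, the paper's values are about 1.6% in KC and about 3.1% in 4KC in Fig. S2B, read by eye, and the myCAF-like cluster held 3.84% and 7.68%. The planned resolution of 0.8 gave 3.73% and 7.41%, which also differ. Clustering without the 72 genes, chosen after the values were seen, gave 2.76% and 6.44%. The paper states 9 clusters of CAFs, against 13 here and 14 at a resolution of 0.8, and the resolution of 0.3 gave 9.

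Fig. S2H lists 11 pairs from ducts to CAFs for KC, the paper's value, and 21 of the 27 listed pairs had an LRscore above 0.5 in KC. With a threshold of 0.4 it was 23 and with log counts per 10000 it was 21, which differ as well, while the threshold of 0.6 gave 16, within the range taken as equal. From CAFs to ducts, the paper lists 1 pair for KC and 6 were above 0.5, with 6, 5 and 6 under the thresholds of 0.4 and 0.6 and log counts per 10000, all apart from the paper's. For 4KC, the paper lists 6 such pairs, as found here, and the threshold of 0.6 gave 2. The paper lists 0 PDGF ligand to Pdgfrb pairs for KC, and 4 were above 0.5 there, as under each of those 3 settings. A condition chosen after the values were seen, that the receptor be found in 0 cells of the sending compartment, lists 11, 1 and 0 of these KC pairs on the deposited corrected values and drops 0 of the 36 entries of Fig. S2H, whereas with receptors taken from raw counts it drops 8 of the 36, all 4 PDGF pairs of 4KC among them. The paper's text does not name a score threshold, and its paracrine filter was not repeated.

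The paper states percentages of Pdgfra positive CAFs of 82 in KC and 74 in 4KC, while 93.1% and 86.1% had at least 1 UMI. These shares were up to 12.1 percentage points higher. The limit of 1.5-fold used for a difference cannot be passed upward from shares this large, so it does not show that they are equal. The planned threshold of 2 UMIs gave 83.0% and 73.7%. Of 12 combinations of cells and thresholds on the deposited values, tried after the paper's percentages were seen, those with at least 2 corrected counts gave 82.3% to 83.0% in KC and 75.04% to 77.6% in 4KC.

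The paper states that Pdgfra and Pdgfrb were exclusively expressed in CAFs and Pdgfa and Pdgfb exclusively in ducts. All 4 genes were higher in the stated compartment in both genotypes, and Pdgfa was also found in 10.0% of KC and 13.1% of 4KC cells of the CAF fractions. The paper states that PDGF interactions from ducts to CAFs are absent in KC, and the scores of the 4 pairs in KC were 0.622 to 0.722. The paper states that interactions between ducts and CAFs are more numerous in 4KC. Of the 33 pairs, 14 had a higher and 19 a lower LRscore in 4KC, and 27 in KC and 30 in 4KC were above 0.5. Above 0.6 the order was the opposite, with 16 in KC and 13 in 4KC from ducts to CAFs and 5 and 2 from CAFs to ducts.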

Other observations

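The ductal fraction of 4KC mice had higher levels of cell cycle arrest genes and lower levels of acinar, endocrine and interferon response genes than that of KC mice. The paper does not report a comparison of the ductal fractions beyond the PDGF ligands. Cdkn1a, which encodes the p53 target p21, was at 374 CPM in 4KC and 196 CPM in KC (log2 0.93, 95% interval 0.85 to 1.02). Cdkn2a, which encodes p16 and p19ARF, was at 153 and 83.3 CPM (0.88, 0.75 to 1.00). All 7 of 7 senescence and p53 genes were higher (median log2 0.48, percentile 100), and 7 of 7 were higher among duct-like cells alone (median 0.49). Gastric metaplasia genes were higher in 5 of 9 cases (median 0.51), with Gkn2, which encodes a gastrokine, at 1.79 (1.70 to 1.88), and Tff1 at 4877 and 2010.4 CPM (1.28, 1.25 to 1.30), while Muc6 was at -0.41 and Agr2 at -0.28. Cycling genes were lower in 6 of 6 cases, with Mki67 at -1.02.

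Acinar genes were lower in 12 of 12 cases in the 4KC ductal fraction (median -2.02) and in 12 of 12 among duct-like cells (-1.98), with Try5, a trypsinogen gene, at 901 CPM in 4KC and 5633 CPM in KC over the whole fraction (log2 -2.64) and at a log2 of -1.59 among duct-like cells. The acinar genes were also lower in 12 of 12 cases in Pdgfra positive CAFs, so their difference was not confined to ductal cells and cannot be read as a change in those cells alone. Endocrine genes were lower in 7 of 7 cases (median -2.43), with Chga at -5.44, and in 6 of 6 among duct-like cells (median -2.03). Few cells carry such transcripts, as Pyy had 3962 UMIs in 35 of 640 KC cells and 2434 UMIs in 27 of 872 4KC cells. Interferon response genes were lower in 12 of 13 cases (median -0.68), with Ifi205 at -1.63 (-2.13 to -1.16), and in 11 of 12 among duct-like cells (median -0.80). Among immediate early and stress genes, 13 of 18 were higher, led by Atf3 at 1.19 (1.08 to 1.29) and Dusp1 at 1.00. Ctgf, a YAP and TGF-beta target, was at 369 and 170 CPM (1.12, 1.04 to 1.21), within YAP targets that were higher in 5 of 8 cases (median 0.17). TGF-beta and activin targets as a list were higher in 4 of 9 cases (median -0.17) and in 1 of 9 among duct-like cells, and MAPK feedback genes in 6 of 8 (median 0.19). Mesenchymal genes were higher in 3 of 7 cases (median -0.28) and in 1 of 7 among duct-like cells.

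Markers of other cells differed in the ductal fractions as well. Macrophage and monocyte genes were higher in 4KC in 8 of 9 cases (median 1.26, Lyz2 at 388 and 95.0 CPM) and in 1 of 8 among duct-like cells. General leukocyte genes were higher in 5 of 5 cases (median 1.87) and B cell genes in 3 of 3 (1.97). The apCAF genes were higher in 11 of 11 cases (median 1.43) and in 3 of 9 among duct-like cells (-1.87). Fibroblast genes were lower in 8 of 8 cases (median -0.76), and 50 of 61 matrix genes were lower (median -0.60). Red blood cell genes were lower in 4 of 4 cases. The 10 highest genes of the comparison also included Iglv1 (at least 303-fold higher), Mzb1 at 7.54, Cxcl13 at 4.05 (82.5 and 4.97 CPM), Retnla at 3.53 (-2.77 among duct-like cells) and Cd52 at 3.47 (1.65 among duct-like cells), and the lowest included Hba-a1 at -10.72, Hbb-bs at -10.64, Hbb-bt at -9.08, Hba-a2 at -8.41, Chgb at -5.13, Prss3 at -3.89, 2210010C04Rik at -2.90 and Gp2 at -2.62, where Hbb-bs, Hbb-bt and Hba-a2 had 0 UMIs in 4KC and their values are limits from the floor of 3 counts. Without the cell filter Hba-a1 was at -3.58, Hbb-bs at -3.04, Hba-a2 at -3.56 and Hbb-bt at -5.48. Mzb1 was at 4.35 after thinning to 2000 UMIs and at 4.37 with the mean of per-cell CPM.

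In Pdgfra positive CAFs, cycling genes were higher in 4KC in 6 of 6 cases, with Mki67 at 13.3 and 7.28 CPM (log2 0.87, 0.65 to 1.10), Birc5 at 1.80 and Ube2c at 1.71.

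Xist was at 435 CPM in the KC CAF, 458 in the KC ductal, 559 in the 4KC CAF and 898 in the 4KC ductal fraction, and found in 67.2%, 52.2%, 83.7% and 94.6% of cells. The log2 of 4KC over KC was 0.36 in the CAF and 0.97 in the ductal fraction. The 4 Y-linked genes counted here were Ddx3y, Eif2s3y, Kdm5d and Uty. In KC, 15.3% of CAF fraction cells and 30.5% of ductal cells had UMIs of these genes and none of Xist. Both were found in 1.03% of CAF fraction cells. The 4KC ductal fraction had 0 UMIs of these 4 genes among 11081664. The paper's text does not name the sex of the pooled mice.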
